# Elevated PRDM13 Disrupts Photoreceptor Function and Survival in the Mammalian Retina

**DOI:** 10.1167/iovs.66.11.38

**Published:** 2025-08-18

**Authors:** Emily R. Nettesheim, Ashley A. Rowe, Tiffany Yee, Ahmed Alshaikhsalama, Tyler Cepica, Vijaya Dutt, Samita S. Virani, Glen Wickersham, Vinit B. Mahajan, Kent W. Small, Katherine J. Wert

**Keywords:** retinal degeneration, photoreceptor degeneration, PRDM13, NR2E3, retinal dystrophy

## Abstract

**Purpose:**

Retinal degeneration is a common cause of blindness, but there is a gap in our understanding of the molecular mechanisms causing degeneration. Dysregulated PRDM13 has been linked to retinal dystrophy, indicating a role for PRDM13 in the retina. PRDM13 knockout studies have shown that PRDM13 specifies amacrine cell fates, but no studies have shown the phenotypic and mechanistic outcomes of its elevated activity in the retina.

**Methods:**

We developed a mouse model to induce aberrant *PRDM13* expression in a controlled, time-dependent manner. ERG and histological analyses were performed to determine whether elevated *PRDM13* impacted the health and function of the retina. RNA sequencing of retinas with and without elevated *PRDM13* defined transcriptional changes in response to PRDM13 activity. Differentially expressed genes were validated by quantitative PCR and western blot.

**Results:**

We found that elevated *PRDM13* decreases photoreceptor function and survival. Depletion of elevated *PRDM13* halted this degenerative phenotype and restored some photoreceptor function. We further uncovered that elevated *PRDM13* alters the expression of markers for amacrine subpopulations. Transcriptomic profiling revealed that elevated *PRDM13* deregulates genes involved in retinal development, phototransduction, and photoreceptor health. We found downregulation of *Prdm1*—a photoreceptor marker—and *Nr2e3*—a key regulator of photoreceptor specification also implicated in retinal dystrophies—as well as effects on NR2E3’s direct and indirect targets.

**Conclusions:**

These findings establish a critical role for PRDM13 in retinal health and provide a new model for elucidating the impact of PRDM13 on photoreceptor maturation, maintenance, and function during retinal development.

Retinal degenerations are among the most common causes of blindness in humans, including macular degeneration and inherited retinal dystrophies. Unfortunately, there continues to be a gap in our understanding of the basic molecular mechanisms leading to retinal degeneration, which in turn has impeded progress toward more effective treatments. Photoreceptors are essential retinal neurons that respond to photons of light and initiate the signaling cascades that lead to cortical processing and the perception of vision. If these postmitotic neurons are lost, they cannot be regenerated. Thus, it is critical to understand the mechanisms of photoreceptor degeneration to develop new therapeutic strategies to promote the maturation, maintenance, and protection of photoreceptors.

The positive regulatory domain member (PRDM) family has been shown to drive and maintain cell states in a wide range of tissues and cell types.^1^ One member of the PRDM family, PRDM1, is known to promote specification of photoreceptors during retinal development.^2^^–^^4^ Another member of this family, PRDM13, has been associated with the development of the neural tube and retina, and it has been implicated in the retinal disease North Carolina macular dystrophy (OMIM #136550).^5^^–^^8^ However, no direct evidence has been shown in patients with North Carolina macular dystrophy for dysregulation of PRDM13. To date, PRDM13 has been best characterized during early neural tube development, where it is known to act within a negative feedback loop to repress its own expression through primary repression of PTF1a.^9^^–^^11^ PRDM13 has also been found to act as a transcriptional repressor of TLX1/3 through the inhibition of ASCL1 activity, thereby promoting the inhibitory neuron fate at the expense of excitatory neurons.^10^^–^^12^ Within the retina, deletion of exons 2 and 3 of *Prdm13* generated viable mice with a reduction in GABAergic and glycinergic amacrine cells by postnatal day (P)14.^13^ Another mouse with green fluorescent protein knocked into the first exon of *Prdm13* and followed by a stop codon was homozygous neonatal lethal, but viable in the heterozygous state.^12^^,^^14^ Studies in this mouse model revealed no changes in retinal development through embryonic day (E)17.5.^14^ However, crossing this mouse line with one carrying a frameshift in *Prdm13*, which resulted in significantly reduced *Prdm13* expression, prevented lethality and revealed a loss of the early B-cell factor 3–positive amacrine cell subtype.^14^

Although studies have investigated the loss of PRDM13 in the retina, little is known about the impact of elevated PRDM13, which is believed to be causal for North Carolina macular dystrophy.^7^ In a mouse model of *Prdm13* deficiency, forced overexpression of *Prdm13* in the retina at P0 resulted in a detrimental effect on photoreceptor survival at P6.^13^ This result was recapitulated in vitro, as mouse retinal explants overexpressing *Prdm13* via transient transfection failed to form photoreceptors.^14^ In *Drosophila*, knockdown of the *PRDM13* orthologue resulted in no detectable eye phenotype, but overexpression of the *PRDM13* orthologue led to a loss of the imaginal eye antennae disc, indicative of abnormal retinal development.^6^ Although these prior studies suggest a role for PRDM13 in photoreceptor maintenance, no studies have further investigated the impact of elevated *PRDM13* expression on the retina, and the regulatory targets of PRDM13 within the retina remain unknown.

In this study, we developed a mouse model to induce aberrant *PRDM13* expression in a controlled, time-dependent manner. We found that systemic overexpression of *PRDM13* can act through its known regulatory feedback loop during development and that it affects the retina by reducing photoreceptor function and survival. Depletion of elevated *PRDM13* halted this degenerative phenotype and restored some photoreceptor function after immune responses to stress dissipated. Because PRDM13 is believed to act as a transcriptional repressor,^9^^–^^12^ transcriptomic profiling was performed on neural retina samples, and this work revealed that aberrant *PRDM13* expression specifically dysregulates genes involved in retinal development, phototransduction, and photoreceptor health. Markedly, we found that *PRDM13* expression downregulated the photoreceptor marker *Prdm1* as well as *Nr2e3*—a key regulator of photoreceptor specification also implicated in retinal dystrophies—and affected NR2E3’s direct and indirect targets.^15^^,^^16^ Additionally, we found that elevated *PRDM13* alters multiple genes important for amacrine cell identity and function, including *Robo3* and *Mef2c*, markers for amacrine cell subtypes not previously associated with PRDM13.^17^ These findings establish a critical role for PRDM13 in retinal health and provide a new model for further elucidating the action of PRDM13 in photoreceptor maturation, maintenance, and function during mammalian retinal development.

## Methods

### Mouse Lines and Husbandry

Mice were bred and maintained in animal facilities at the University of Texas Southwestern Medical Center. Animals were kept on a standard light–dark cycle (12 hour–12 hour). Food and water were available ad libitum throughout the experiment. For all experiments, *PRDM13*-inducible mice carrying one copy of the knock-in construct—herein referred to as PRDM13-OE mice—were used along with wildtype littermates. This approximately 6 kilobase knock-in contained the EF-1α ubiquitous promoter driving reverse tetracycline-controlled transactivator expression as well as the TRE3G promoter driving 3xHA-*PRDM13* expression*.* The knock-in construct was inserted into the *Rosa26* safe harbor locus in the C57BL/6J background (Jackson Laboratory, Bar Harbor, ME, USA; RRID: MSR_JAX:000664) using TARGATT technology (Applied StemCell, Milpitas, CA, USA). Mice were screened, and tested negative, for common retinal degenerative mutations (*Rd1*, *Rd8*, and *Gnat2*) using PCR.^18^ Our study examined male and female animals, and similar findings are reported for both sexes.

### Administration of Doxycycline (dox)

Mice were provided 2 mg/mL dox hyclate (Sigma-Aldrich, St. Louis, MO, USA; D9891-100G) with 10% sucrose (Sigma-Aldrich, S0389-1KG) orally via drinking water. Treated water was provided ad libitum in red-tinted water bottles for between 1 and 10 days depending on the experimental group. For treatment durations longer than 3 days, water was changed to avoid microbial growth and ensure efficacy following approved institutional guidelines.

### Histology and Nuclei Quantification

Eyes were collected and sectioned following previously published methods.^19^^,^^20^ Nuclei were quantified from retinal sections in both the outer nuclear layer (ONL) and inner nuclear layer (INL). For quantification, the area between the optic nerve head and the ciliary body was divided into three sections on either side. Four columns of nuclei were counted for each region per section to get average nuclei counts across the ONL and INL for each of the experimental and control groups. Only eyes with no artifacts from sectioning, that is, tissue tearing, were used for nuclei counts.

### Immunohistochemistry

Mouse eyes were fixed, cryopreserved, and sectioned for immunohistochemistry as previously described.^20^ Slides were imaged using a Leica SP8 laser scanning confocal microscope with either a 25× water or 63× oil immersion objective lens. For retinal flat mounts, mouse eyes were fixed, dissected, then stained following the same methods as the sagittal sections, then imaged with the 25× water immersion lens in both the central (around the optic nerve head) and peripheral regions of the retina. At least one section was imaged for each of three biological replicates. Antibodies can be found in Supplementary Table S2.

### Optical Coherence Tomography (OCT)

OCT images were collected using the Spectralis OCT Scanning Laser Ophthalmoscope (Heidelberg Engineering, Franklin, MA, USA) following previously published methods.^19^^,^^20^ All images were collected using a 55° wide lens. OCT images were taken at a plane that transected the optic nerve head and a composite of 100 frames was collected.

### Total Retina Thickness (TRT) Measurements

TRT measurements were collected from the OCT images using the measurement tool in the Heidelberg Eye Explorer Software on the micron (µm) setting. Starting at the optic nerve head, designated as 0 mm on the image, measurements were collected at 1, 2, 3, and 4 mm on either side of our designated 0 point on the image for a total of eight measurements. TRT was measured from the top of the retinal nerve fiber layer to the bottom of the RPE.

### ERG

Scotopic and photopic ERG recordings were collected on the Celeris ERG system from Diagnosys (Lowell, MA, USA) following previously published methods.^19^ Mice were exposed to two scotopic light settings (0.01 and 1.0 cd•s/m^2^), a 10-minute white light adaptation, followed by two photopic light settings (10.0 cd•s/m^2^ and a 10 Hz flicker) with an average of at least 10 sweeps per eye. Pattern ERG (PERG) was performed according to previously published methods.^19^ The PERG stimulator was placed on the right eye and a corneal ground reference on the left eye, with additional ground electrodes placed on the forehead, cheek, and thigh. Three hundred sweeps were averaged per eye.

### Quantitative PCR (qPCR)

RNA was extracted from tissue samples following the standard protocol of the Qiagen RNeasy Mini Kit (Qiagen, Germantown, MD, USA; 74106); up to 900 ng of purified RNA for each sample was then converted to cDNA following the standard protocol for the high-capacity RNA-to-cDNA kit (Applied Biosystems, Waltham, MA, USA; 4387406). qPCR reactions used SYBR green PCR master mix (Applied Biosystems, 4309155) and 10 ng of cDNA per well. Samples were run on the QuantStudio FLEX6 System (Applied Biosystems, 4485691), and data were reported as delta CT values, with beta-actin or *U36b4* used as the housekeeping gene for normalization. Primer sequences can be found in Supplementary Table S3.

### RNA-sequencing and Bioinformatic Analysis

Eyes were dissected to harvest the neural retina and eye cup, which were then flash frozen using liquid nitrogen. RNA was isolated as described above. Samples were processed by Novogene Co. (Sacramento, CA, USA) using Illumina platforms. Initial bioinformatic analysis performed by Novogene included sample and data quality control, mapping to the reference genome (*Mus Musculus* GRCm39/m39), gene expression quantification, differential expression analysis, and enrichment analysis. Fragments per kilobase of transcript per million fragments mapped values were calculated based on the length and read count mapped to each gene. Principal component analysis was performed using fragments per kilobase of transcript per million fragments mapped values to compare the clustering of samples.

### Differential Expression Analysis

Differential expression analysis was performed between the PRDM13-OE + dox group and wildtype + dox group, with a cutoff of the absolute value of a log2-fold change of greater than 1 or less than −1 and an adjusted *P* value of less than 0.05. For the neural retina, of the 25,984 genes identified in our dataset, 126 genes were upregulated and 254 genes were downregulated. Genes for the visual perception volcano plot were collected from the Gene Ontology (GO) categories for *M*. *musculus* found on AmiGo2 (GO: 0007601).^21^ The retinal dystrophy genes volcano plot gene set was determined by pulling gene lists from RetNet, the Retinal Information Network for Leber congenital amaurosis, macular degeneration, and RP.^22^ Amacrine cell-related genes for the volcano plot in Figure 9H were compiled from Yan et al.^17^ After compiling the gene lists, determination of differentially expressed genes (DEGs) for each of the volcano plots were selected using the same log2-fold change and adjusted *P* value cutoffs described elsewhere in this article. Any genes not in our RNA sequencing file were removed from the curated gene lists. For the eyecup, of the 27,427 genes sequenced, 48 genes were upregulated and 51 genes were downregulated. For amacrine cell-related genes, two genes were upregulated and eight genes were downregulated.

### Enrichment Analysis

GO analysis was completed using the GO knowledge base at geneontology.org. A list of the 254 downregulated genes in the neural retina or the 51 downregulated genes of the eyecup from our differential expression analysis, described elsewhere in this article, were copied into the GO Enrichment Analysis tool, with the search parameters set to Biological Process or Cellular Component and *M*. *musculus.*^23^^–^^25^ Significant hits of interest were chosen from the list of all significant biological processes or cellular components.

### Western Blot

Retinas were collected as previously described.^20^ One retina was lysed in RIPA buffer (Thermo Fisher Scientific, Waltham, MA, USA; catalog 89900) with protease and phosphatase inhibitors (Thermo Fisher Scientific, catalog 87786). Lysis was performed using sonication, with 20 second pulses three times. Samples were run on a 4% to 12% Bis-Tris gradient gel (Thermo Fisher Scientific, NW04125BOX), then transferred to a nitrocellulose membrane using the iBlot2 dry transfer system (Thermo Fisher Scientific, IB21001). The transfer protocol was 20 V for 1 minute, 23 V for 4 minutes, and 25 V for 2 minutes. Membranes were then blocked in 5% milk in TBST for 1 hour at room temperature. Primary antibodies were diluted in 5% BSA in TBST overnight at 4°C. The following day, the membranes were washed three times in TBST, followed by a 45-minute incubation in LICOR secondary antibodies or 1-hour incubation in horseradish peroxidase secondary antibodies diluted in 5% milk in TBST. Imaging and quantification were performed using either the LI-COR Odessey CLx or GE Amersham Imager 600, depending on the secondary antibody used. At least three biological replicates per group with two technical replicates were performed for each protein of interest.

### BioRender License Information

Some portions of figures were made using BioRender. Agreement Numbers are as follows: LM27ESBO3A (Fig. 1A); BB27ESCDPL (Fig. 2A); VO27X3GCUW (Supplementary Fig. S1B).

**Figure 1.**
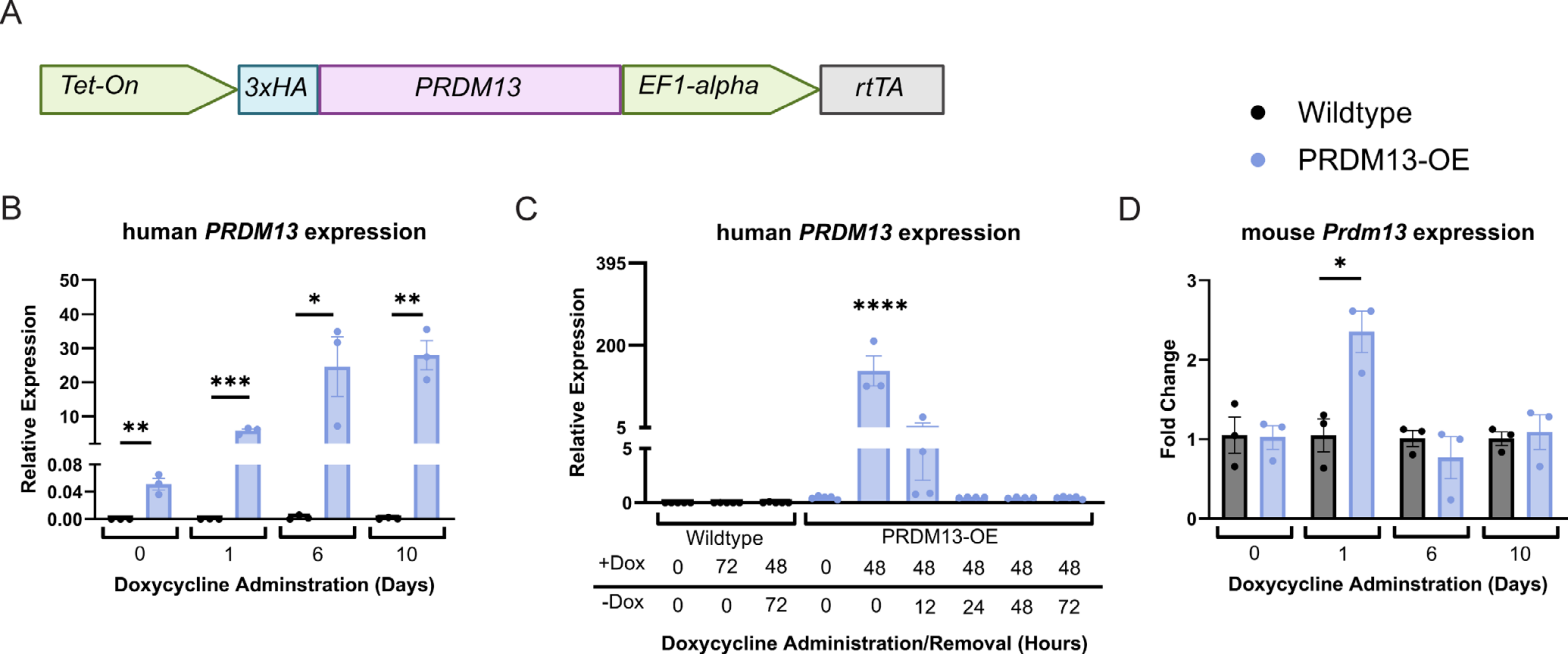
Development of a mouse model to study *PRDM13* in the retina. (**A**) Cartoon of the knock-in construct. (**B**) Human *PRDM13* relative expression in neural retina samples provided dox beginning at P28. Data was analyzed by unpaired *t* test between PRDM13-OE mice and wildtype littermates provided the same amount of dox. Error bars are SEM. (**C**) Human *PRDM13* relative expression levels from neural retinas of PRDM13-OE mice and wildtype littermates after 48 to 72 hours of dox and removal of dox for up to 72 hours. Data was analyzed by one-way ANOVA with Dunnett's multiple comparison test. Error bars are SEM. Significance is shown for all groups compared with PRDM13-OE retinas without dox. (**D**) Mouse *Prdm13* relative expression in neural retinas from PRDM13-OE mice and wildtype littermates. Data were analyzed by unpaired *t* test between PRDM13-OE mice compared with wildtype littermates provided the same amount of dox. Error bars are SD. For all tests, *N* ≥ 3 biological replicates, each representing an average of three technical replicates. * *P* < 0.05; **P < 0.01; *** *P* < 0.001; **** *P* < 0.0001.

**Figure 2.**
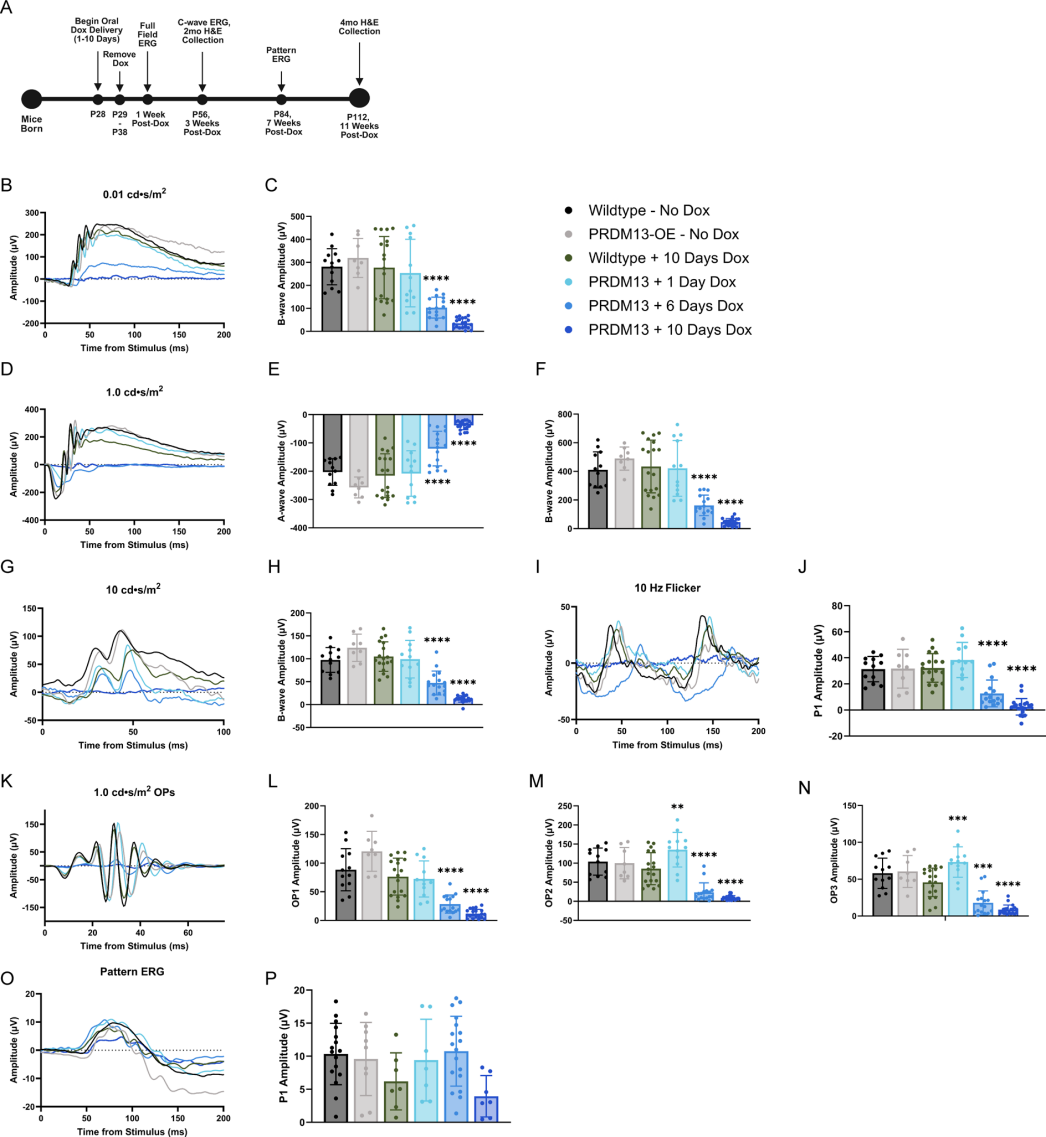
Elevated *PRDM13* for more than 6 days reduces outer retinal function. (**A**) Timeline for experimental methods. (**B**) Representative traces from individual mice and (**C**) b-wave amplitudes for scotopic ERG at the 0.01 cd•s/m^2^ light intensity setting, and (**D**) traces, (**E**) a-wave, and (**F**) b-wave amplitudes for the 1.0 cd•s/m^2^ light intensity setting. (**G**) Representative traces and (**H**) b-wave amplitudes for photopic 10.0 cd•s/m^2^ flash, and (**I**) traces and (**J**) amplitudes for the 10.0 Hz flicker. (**K**) Representative traces for the OPs and amplitudes for (**L**) OP1, (**M**) OP2, and (**N**) OP3 at the 1.0 cd•s/m^2^ light setting. (**O**) Representative traces and (**P**) amplitudes for PERG responses. Data were analyzed by one-way ANOVA with Tukey's multiple comparison's test. Significance is shown for all groups compared with wildtype with dox. Error bars are SD. *N* ≥ 8 eyes per group. ** *P* < 0.01; *** *P* < 0.001; **** *P* < 0.0001.

### Statistics

Data are reported as mean ± standard deviation unless otherwise noted in the figure legend. GraphPad Prism Software (version 10.0; La Jolla, CA, USA) was used to generate graphs and perform statistical analysis unless otherwise indicated. A *P* value of less than 0.05 was considered significant. Grubb's test was used to perform outlier analysis. Measurements were done blinded to experimental groups. Sample sizes, precise statistical testing, and post hoc methods are provided in each figure legend as well as in the Supporting Data Values file.

### Study Approval

All experiments were performed in accordance with the ARVO Statement for the Use of Animals in Ophthalmic and Visual Research, ARRIVE guidelines, and were all approved by the Animal Care and Use Committee at UT Southwestern Medical Center.

### Data Availability

Values for all data points in graphs are reported in the Supporting Data Values file. RNA sequencing raw data are available through GEO: GSE278881. All other data are provided within the main and Supplementary Files.

## Results

### Development of a Mouse Model to Study Dysregulated *PRDM13* in the Retina

Prior studies suggest a role for PRDM13 in photoreceptor maturation and maintenance, but there is a lack of knowledge for how dysregulated *PRDM13* expression affects the retina, and the regulatory targets of PRDM13 within the retina remain unknown. To investigate the impact of elevated *PRDM13* on the retina, we generated a mouse model that carries a dox-inducible human *PRDM13* gene in the *Rosa26* safe harbor locus (Fig. 1A). This allows induced expression of *PRDM13* at precisely determined times via delivery of dox, without disrupting endogenous mouse *Prdm13*, to investigate its effect on the photoreceptors and overall retinal health in a controlled manner. To test whether our human *PRDM13* was elevated within the retina after dox delivery, PRDM13-OE and wildtype littermates were provided dox beginning at P28 and continuing for 1 to 10 days. Neural retinas were collected at each timepoint, and qPCR was performed for human *PRDM13* transcripts (Fig. 1B). *PRDM13* was significantly elevated in the neural retina for all timepoints compared with wildtype littermates. We next determined how rapidly this aberrant *PRDM13* expression could be reduced with the removal of dox (Fig. 1C). PRDM13-OE mice and wildtype littermates were treated with dox for 48 to 72 hours, then dox was removed and retinas were analyzed at 12, 24, 48, or 72 hours after the removal of dox. qPCR analysis showed that 12 hours after the removal of dox, *PRDM13* expression levels are no longer significantly elevated in the retina (Fig. 1C).

### Elevated *PRDM13* Affects Its Known Regulatory Network

Unfortunately, no currently available antibodies were able to detect PRDM13 protein, even in the amacrine cell layer of wildtype mouse retinas. Because we were unable to examine PRDM13 protein directly after dox delivery, we analyzed the effects of elevated *PRDM13* on its known regulatory network. Current literature has linked *PRDM13* with genes known to be expressed during embryonic development and not in adulthood^26^; therefore, to test for functional effects of elevated PRDM13, we examined retinal tissue during embryonic development (Supplementary Fig. S1). First, we provided dox to wildtype pregnant females mated with PRDM13-OE males beginning at E13.5 of pregnancy and dissected retinas from the embryos after 24 hours. Controls were mated in the same manner, but not provided dox. qPCR for human *PRDM13* showed a significant increase in *PRDM13* within PRDM13-OE embryonic retinas that did not receive dox, indicating some leakiness of the TetOn system (Supplementary Fig. S1A). However, there was a significantly greater elevation of *PRDM13* after 24 hours of dox delivery in the PRDM13-OE embryonic retinas compared with wildtype dox-treated controls. Because *PRDM13* was significantly elevated in the embryonic retinas after 24 hours of dox delivery, we looked at key members of its regulatory network at this time via qPCR: mouse *Prdm13*, *Ptf1a*, and *Tlx3* (Supplementary Fig. S1B). Elevation of human *PRDM13* acted within its feedback loop to repress *Ptf1a*, reducing endogenous mouse *Prdm13* (Supplementary Figs. S1C, S1D). Even with the significant reduction of mouse *Prdm13* after human *PRDM13* overexpression, *Tlx3* expression was significantly reduced, indicating that the human PRDM13 protein was functioning as expected (Supplementary Fig. S1E).

Our newly developed mouse model allows for precise control of PRDM13 overexpression, acting as a tool that can be used to understand how PRDM13 dysregulation within the retina impacts cell development, maintenance, and survival. To initially bypass the confounding effect of the feedback regulatory loop during development, where mouse *Prdm13* was significantly reduced, we tested whether dox delivery in the adult retina could be used to decipher the impact of elevated *PRDM13* and its retinal regulatory targets, which can later be examined during development. To assess whether elevated human *PRDM13* also significantly altered endogenous mouse *Prdm13* in the adult retina, we performed qPCR on retinas collected after 1, 6, or 10 days of dox delivered beginning at P28 (Fig. 1D). We discovered that although 1 day of dox caused a significant increase in mouse *Prdm13*, this was reduced to wildtype expression after 6 and 10 days of dox, although human *PRDM13* remained significantly elevated throughout the 10 days (Figs. 1B, 1D).

### Elevated *PRDM13* Reduces Outer Retina Visual Function

To decipher which retinal cell types may be affected by dysregulated *PRDM13*, we elevated *PRDM13* in the adult retina beginning at P28, using 1, 6, or 10 days of dox delivery. We tested the mice for changes in visual function by scotopic and photopic ERG 1 week after the removal of dox, c-wave ERG at 3 weeks after the removal of dox, PERG at 7 weeks after the removal of dox, and hematoxylin and eosin (H&E) staining performed on retinal sections at both 2 and 4 months of age to assess retinal morphology (Fig. 2A). Tests were performed at these different ages to allow mice to be placed under anesthesia, but have time for recovery between testing methods, following our institutional guidelines.

Wildtype mice provided with dox for 1 to 10 days showed no significant loss of either scotopic or photopic ERG amplitudes compared with wildtype mice without dox for all light intensities analyzed (Supplementary Fig. S2). Therefore, we compared PRDM13-OE mice that were provided with dox for 1 to 10 days with wildtype mice provided dox for the full 10 days. PRDM13-OE and wildtype littermates without dox were also analyzed. 0.01 cd·s/m^2^ scotopic ERG, representative of rod photoreceptor function, showed a significant decrease in b-wave amplitudes for the PRDM13-OE mice provided with dox for more than 6 days compared with the dox-treated wildtype controls (Fig. 2B, 2C). We found that 1.0 cd·s/m^2^ scotopic ERG, representative of global retinal function, showed a significant loss of a-wave (photoreceptor) and b-wave (bipolar) amplitudes in PRDM13-OE mice that received dox for more than 6 days compared with the dox-treated wildtype controls (Fig. 2D–F). Photopic ERG results, representing cone photoreceptor function, mimic those of the scotopic settings, demonstrating significantly decreased amplitudes for PRDM13-OE mice with more than 6 days of dox compared with dox-treated wildtype controls at both the 10 cd·s/m^2^ flash (Figs. 2G, 2H) and 10 Hz flicker settings (Figs. 2I, 2J). Because PRDM13 has been associated with amacrine cell subtype fate choice and survival,^14^ we analyzed the oscillatory potentials (OPs) 1, 2, and 3 in the 1.0 cd·s/m^2^ scotopic ERGs (Figs. 2K–N). Interestingly, after 1 day of dox, the PRDM13-OE mice showed a significant elevation of OP2 and OP3 compared with dox-treated controls, but a significant reduction in all three OPs after 6 days of dox.

We next examined retinal cells that have not previously been associated with PRDM13. At 3 weeks after the removal of dox, mice underwent c-wave ERG to assess the functional interaction between the RPE and the photoreceptor outer segments (Supplementary Fig. S3). Similar to scotopic and photopic ERGs, c-wave ERG amplitudes were significantly reduced in PRDM13-OE mice that received dox for more than 6 days compared with wildtype controls that received dox for the same duration. However, we did note an unexpected reduction in c-wave amplitudes in wildtype mice with 1 and 10 days of dox, indicating an adverse effect of dox alone on this functional testing method. At 7 weeks after the removal of dox, mice underwent PERG to test for retinal ganglion cell function (Figs. 2O, 2P). No significant difference was noted for the PRDM13-OE mice compared with controls when treated with dox for up to 10 days.

### Elevated *PRDM13* Causes Retinal Degeneration But Stabilizes When *PRDM13* Expression Is No Longer Dysregulated

Because elevation of *PRDM13* caused a loss of visual function consistent with a retinal degenerative phenotype, we imaged individual mice using OCT throughout the 10 days of dox delivery and over 8 weeks after the removal of dox to assess retinal morphology (Supplementary Fig. S4). Wildtype mice displayed no change in TRT from baseline through 10 days of dox delivery (Supplementary Fig. S4B), as well as between baseline and through 8 weeks after removal of dox (Supplementary Fig. S4C). Interestingly, the PRDM13-OE mice showed no significant difference in TRT until 10 days of dox delivery, where the TRT was significantly reduced compared with the PRDM13-OE baseline retinal thickness (Supplementary Fig. S4D). TRT continued to decrease 1 week after the removal of dox, but then stabilized and remained a similar thickness through 8 weeks after the removal of dox, indicating a halt in the progression of retinal degeneration (Supplementary Fig. S4E).

### Visual Function Rebounds After *PRDM13* Is No Longer Dysregulated

Elevated *PRDM13* caused a significant decline in visual function, and OCT indicated that the removal of dox halted the decline in TRT; thus, we tested visual function between 1 and 3 weeks after dox removal to see whether there was a progressive loss of function after *PRDM13* was no longer dysregulated (Fig. 3). PRDM13-OE mice treated for longer durations of dox (6 and 10 days) showed a significant elevation in visual function for all but the 1.0 cd·s/m^2^ scotopic ERG a-wave amplitudes between 1 and 3 weeks after dox removal (Fig. 3).

**Figure 3.**
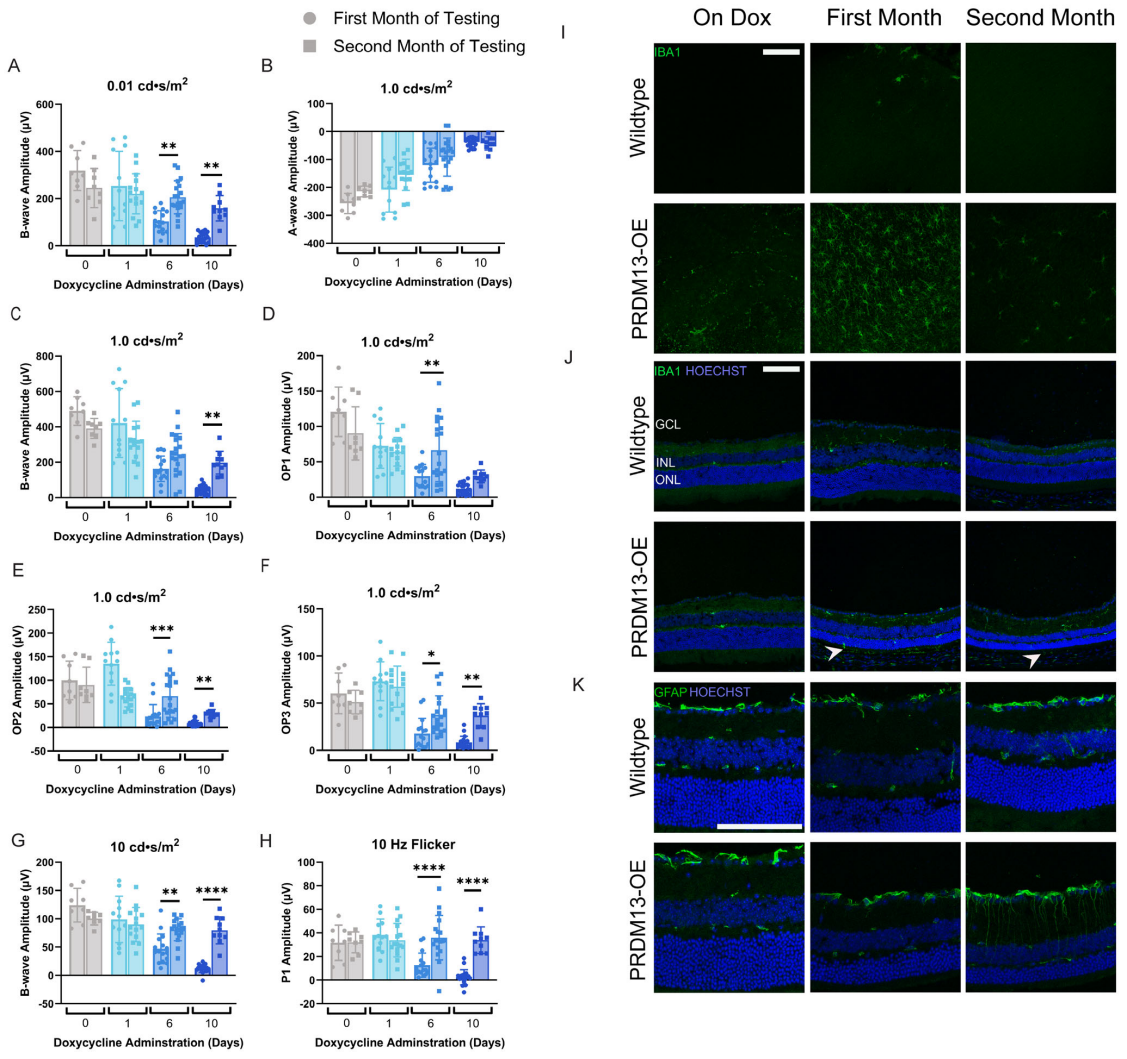
Visual function rebounds after *PRDM13* expression is no longer elevated. PRDM13-OE mice provided dox for up to 10 days underwent scotopic and photopic ERG 1 and 3 weeks after removal of dox (first and second month of testing, respectively). ERG amplitudes were analyzed for the (**A**) 0.01 cd•s/m^2^ b-wave, (**B**) 1.0 cd•s/m^2^ a-wave, (**C**) 1.0 cd•s/m^2^ b-wave, (**D**) 1.0 cd•s/m^2^ OP1, (**E**) 1.0 cd•s/m^2^ OP2, (**F**) 1.0 cd•s/m^2^ OP3, (**G**) light-adapted 10 cd•s/m^2^ b-wave, and (**H**) 10 Hz flicker. Data were analyzed by two-way ANOVA with Šídák's multiple comparison test (scotopic ERGs) or Tukey's multiple comparison's test (photopic ERGs). Error bars are SD. Significance is shown between the same group for each imaging date. * *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001; **** *P* < 0.0001. *N* ≥ 8 eyes. (**I**) Retinal flat mounts and (**J, K**) sagittal sections for wildtype and PRDM13-OE mice provided dox for 3 days (on dox group) or 10 days of dox followed by 1 and 3 weeks after removal of dox (first and second month of testing, respectively) were stained for either (**I, J**) IBA1 or (**K**) glial fibrillary acidic protein. Retinal flat mounts shown in (**I**) are from peripheral retina. *White arrowheads* in (**J**) mark the presence of IBA1 staining within the subretinal space. Hoechst, nuclei. GCL, ganglion cell layer. Three biological replicates with at least two technical replicates each were analyzed. *Scale* *bar*, 100 µm.

### Activated Immune Responses Persist for at Least 1 Week After PRDM13 Is No Longer Elevated

We hypothesized that this delayed restoration of function is due to the retinal cells remaining stressed for a prolonged window of time after the dysregulation of *PRDM13*. To test this, PRDM13-OE and wildtype mice were treated with dox for 3 days (on dox group), 10 days with 1 week of recovery (reflecting the first month), and 10 days with 3 weeks of recovery (reflecting the second month). IBA1 immunostaining performed on retinal flat mounts showed a mild increase in IBA1+ microglia in PRDM13-OE retinas compared with wildtype retinas while on dox, with a striking elevation of microglia in the first month that was lessened by the second month (Fig. 3I). To test whether the microglia responded to stress from the photoreceptors, IBA1 immunostaining was performed on sagittal sections of the retina (Fig. 3J). No microglia were detected in the subretinal space in wildtype mice. In contrast, microglia migrated into the subretinal space of the PRDM13-OE mice in the first month (1 week after removal of dox; *white arrowhead*), with reduced numbers of microglia present in the subretinal space by the second month (*white arrowhead*). Along with activation and migration of the microglia, Müller glia activation was analyzed by staining with glial fibrillary acidic protein (Fig. 3K). Wildtype mice showed no glial activation, but PRDM13-OE mice showed mild glial activation in the first month, with striking activation by the second month. No glial activation was detected in the PRDM13-OE retinas three months after the removal of dox (Supplementary Fig. S5).

### Elevated PRDM13 Causes a Nonprogressive Reduction in the ONL

We hypothesized that the nonrecovered loss of vision after *PRDM13* overexpression was due to the loss of the photoreceptors in the ONL. To test this hypothesis, we quantified the retinal cell layers on H&E sections from mice at 3 weeks after the removal of dox (2 months of age) and 11 weeks after the removal of dox (4 months of age) (Figs. 4A–E). We examined the thickness of the INL—where the amacrine, horizontal, and bipolar cells reside—and the ONL at all regions of the retina spanning from the optic nerve head and compared the thickness between the same groups between 2 and 4 months of age (Fig. 4B–E). In wildtype mice without dox, no changes in INL or ONL thickness were noted (Fig. 4B, 4C). After 10 days of dox, no difference was detected in the INL, but one peripheral region showed a significant decrease in the ONL (Figs. 4B, 4C). Comparable with wildtype littermates, the PRDM13-OE mice with and without dox for up to 10 days showed no difference in the INL (Fig. 4D). The PRDM13-OE mice without dox treatment also showed one peripheral region of the ONL to be significantly reduced (Fig. 4E). However, 1 day of dox delivery to the PRDM13-OE mice at P28 caused a significant reduction in the ONL, suggesting a progression of degeneration with a short duration of dox in these mice (Fig. 4E). PRDM13-OE mice treated with dox for 6 or 10 days at P28 showed a significantly reduced ONL compared with baseline, but no further degeneration occurred between 2 and 4 months of age (Fig. 4E).

**Figure 4.**
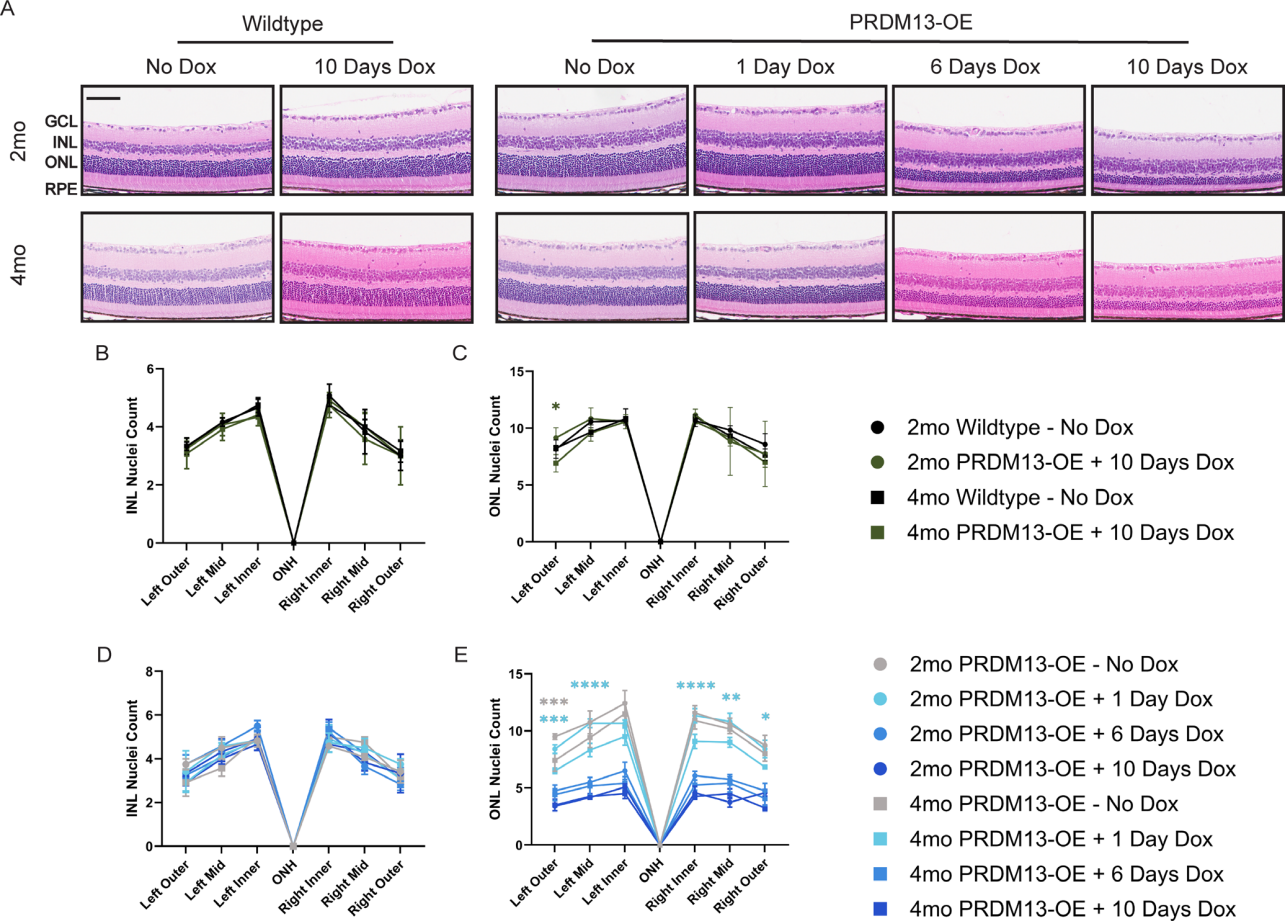
Elevated *PRDM13* causes photoreceptor cell death. (**A**) Representative H&E–stained retinal sections for PRDM13-OE and wildtype littermates after the removal of dox (2 and 4 months of age), after providing dox for 1, 6, or 10 days at P28. *Scale bar*, 50 µm. GCL, ganglion cell layer. Nuclei counts for the (**B**) INL and (**C**) ONL of untreated and dox-treated wildtype mice at 2 and 4 months of age. Nuclei counts for the (**D**) INL and (**E**) ONL of untreated and dox-treated PRDM13-OE mice at 2 and 4 months of age. Data were analyzed by two-way ANOVA with Tukey's multiple comparison's test. Error bars are SD. Significance is shown between the untreated or dox-treated mice between 2 and 4 months of age and asterisks are colored to match the experimental group they represent. *N* = 3 mice per group. * *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001; **** *P* < 0.0001.

### Elevated PRDM13 Does Not Cause Large-scale Adverse Effects to Retinal Cell Morphology, Apart From Photoreceptors

We found that there was a significant loss of the ONL, and not the INL, after *PRDM13* elevation in the adult retina. Thus, we examined whether the major cell types of the neural retina were morphologically abnormal. PRDM13-OE and wildtype littermates were provided dox for 10 days, and eyes underwent immunostaining for key retinal cell type markers after the time in which retinal degeneration no longer progresses, either 3 weeks after the removal of dox (Fig. 5) or 11 weeks after the removal of dox (Supplementary Fig. S6). Retinal flat mounts stained for peanut agglutinin showed no major differences in the overall cone number between PRDM13-OE mice and wildtype controls (Fig. 5A). However, R/G opsin, reflecting cone photoreceptors, showed a collapsed morphology indicative of the loss of the rods in the PRDM13-OE retinas compared with controls (Fig. 5B and Supplementary Fig. S6A). RHO staining confirmed the loss of the rod photoreceptors in the PRDM13-OE retinas compared with controls (Figs. 5C, Supplementary S6B). Because PRDM13 is known to be expressed specifically in the amacrine cells during adulthood, we looked at multiple amacrine cell markers; GAD65 (Fig. 5D), calretinin (Fig. 5E), and calbindin (Fig. 5F). We found no major morphological changes between PRDM13-OE and wildtype littermates. Additionally, no major morphological changes were noted for the retinal ganglion cells (Supplementary Fig. S6C) or the bipolar cells (Supplementary Fig. S6D).

**Figure 5.**
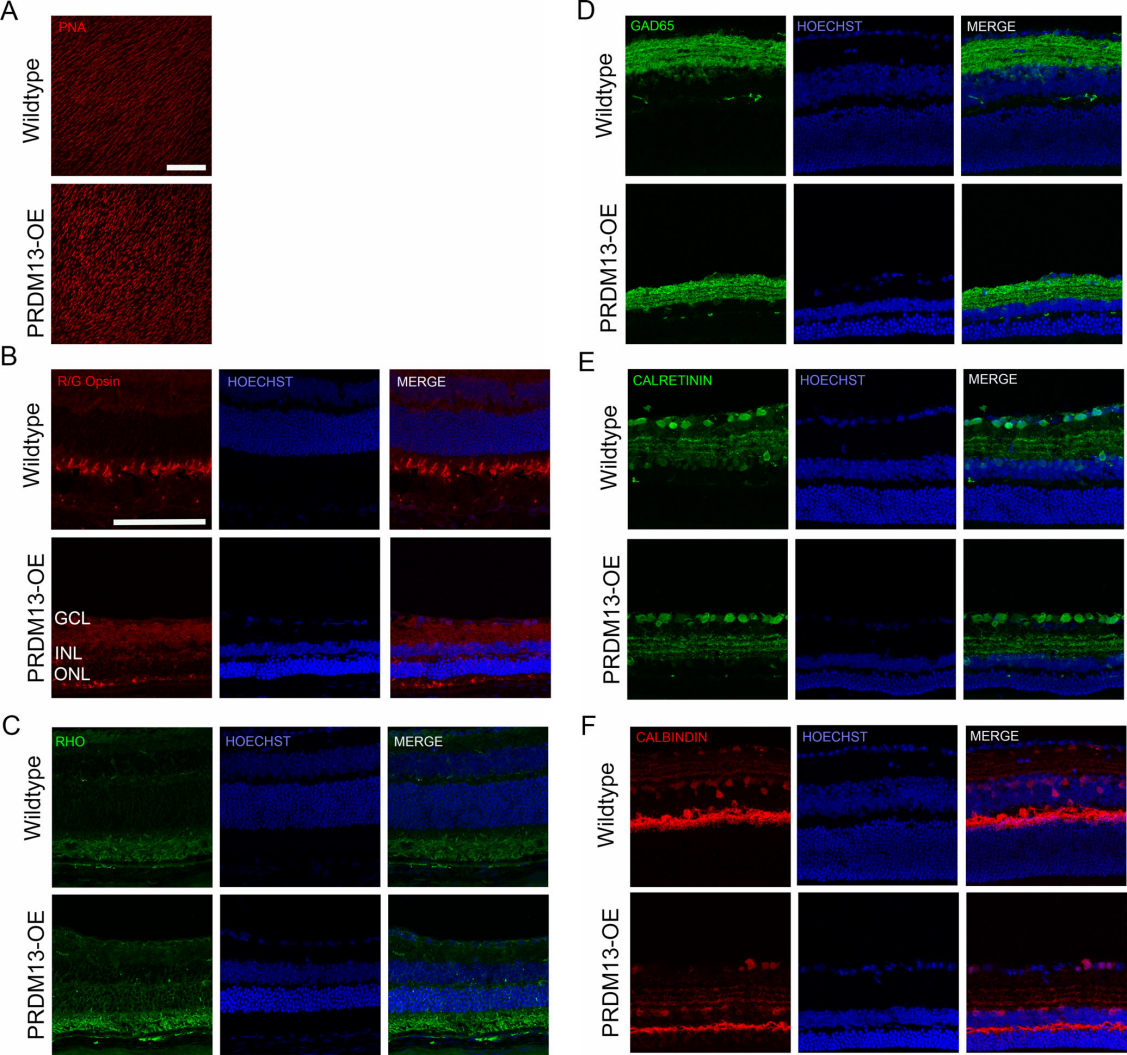
Elevated *PRDM13* causes a loss of rod photoreceptors and collapsed cone photoreceptor morphology. Representative (**A**) retinal flat mounts or (**B–F**) sagittal sections for PRDM13-OE mice and wildtype littermates at P56 with dox provided at P28 for 10 days. Retinas were stained for (**A**) peanut agglutinin, (**B**) R/G opsin, (**C**) rhodopsin, (**D**) GAD65, (**E**) calretinin, and (**F**) calbindin. Hoechst, nuclei. GCL, ganglion cell layer. Retinal flat mounts shown in (**B**) are from the peripheral retina. Three biological replicates with at least one technical replicate each were analyzed. *Scale* *bar*, 100 µm.

### Elevated *PRDM13* Alters the Transcriptomic Profile of the Neural Retina

Although elevated *PRDM13* did not cause a detectable morphological abnormality in the retinal cell types outside of the photoreceptors, it may cause smaller but significant changes in more precise subtypes of cells. This finding is supported by the fact that loss of *Prdm13* depleted subpopulations of amacrine cells, but not all amacrine cells.^14^ To investigate this, we used RNA sequencing on neural retinas and eye cups (containing the RPE, choroid, and sclera) from PRDM13-OE mice and wildtype controls with and without delivery of dox at P28. Previously, we found that dox delivery for 24 hours caused a significant elevation in mouse *Prdm13*, but that gene expression was no longer elevated with longer durations of dox (Fig. 1D). To choose a dox duration that reduced the risk of a confounding effect from reduction of endogenous *Prdm13*, we tested retinal samples via qPCR and found that human *PRDM13* was significantly elevated after 3 days of dox, but there was no change in expression of mouse *Prdm13* (Figs. 6A, 6B). We examined H&E retinal sections from the mice that received dox for 3 days, as well as mice not provided with dox, and found that there was no detectable change in ONL thickness with 3 days of dox delivery (Figs. 6C, 6D). Thus, dox delivery for 3 days significantly elevates human *PRDM13* without affecting the endogenous mouse *Prdm13* and is before photoreceptor cell death. Therefore, we provided dox for 3 days and then neural retina and eye cups were collected and analyzed by RNA sequencing.

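The RNA sequencing of the neural retina covered PRDM13-OE mice, which carry 1 copy of the inducible human PRDM13 cassette at Rosa26, and wildtype littermates. Each genotype was either left untreated or given dox, with 3 mice in each of the 4 groups. The dox was at 2 mg/ml with 10% sucrose, starting at P28, and the sample labels give 72 hours for what the paper writes as 3 days. Novogene sequenced the RNA on Illumina platforms and mapped the reads to GRCm39. The authors deposited read counts and FPKM values for 56748 genes. Between 16261009 and 18096209 reads per retina (median 17404876) were counted on genes in PRDM13-OE mice with dox, and between 17046540 and 19134387 (median 17844428) in wildtype mice with dox. In the untreated mice, the counts ran from 16034800 to 17299492 (median 16606323) in PRDM13-OE and from 18243611 to 21513207 (median 20934588) in wildtype.
Starting from these counts, libraries were scaled with edgeR's TMM factors, and expression is given as CPM (counts scaled to a common library size) with the SD among mice. Groups of 3 were compared with edgeR's quasi-likelihood test, over the genes with at least 10 counts summed across the 6 libraries compared, and p values were Benjamini-Hochberg adjusted over all genes tested. DEGs had an adjusted p under 0.05 and a log2-fold change past 1 in either direction. In the retina, 4 such comparisons and the interaction of genotype with dox were tested. A gene with at most 3 counts in every library of a group was taken as undetected there, and its fold change is given as a lower bound. That floor covers counting error only, not differences between mice or dissections. Coordinates are those of GRCm39.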

**Figure 6.**
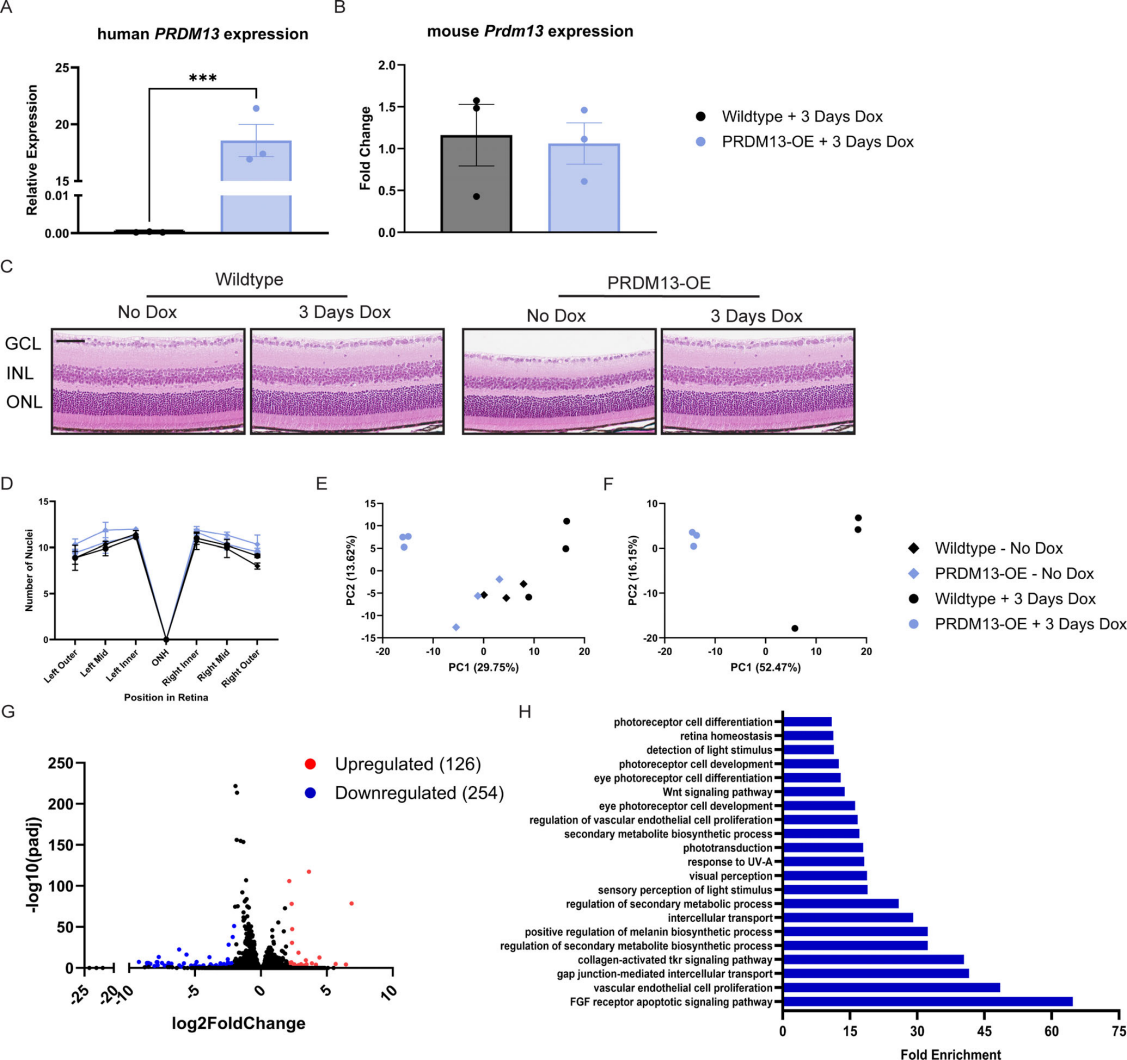
Elevated *PRDM13* alters transcriptomic profiles of the neural retina. PRDM13-OE mice and wildtype littermates were untreated or treated with dox for 3 days beginning at P28. Retinas underwent qPCR for (**A**) human *PRDM13* and (**B**) mouse *Prdm13* expression levels. Data were analyzed by unpaired *t* test. Error bars are SD. *N* = 3 biological replicates, each representing an average of three technical replicates**.** Retinal sections were obtained and (**C**) stained with H&E. *Scale* *bar*, 50 µm. GCL, ganglion cell layer. (**D**) Quantification of the ONL was performed and analyzed by two-way ANOVA with Tukey's multiple comparison's test. Error bars are SD. *N* = 3 eyes per group. Using the same groups, neural retinas were collected, RNA was isolated, and RNA-sequencing was performed. (**E**) Principal component analysis plot for all biological replicates and control groups. (**F**) Principal component analysis plot for PRDM13-OE and wildtype littermates treated with dox. (**G**) PRDM13-OE and wildtype retinas that both received dox were compared for differential gene expressions. Upregulated (*red*, 126 genes) and downregulated (*blue*, 254 genes) genes were determined using a log2-fold change of greater than 1 or less than −1 and an adjusted *P* value of less than 0.05. (**H**) GO analysis of the downregulated genes.

Principal component analysis of the neural retina samples showed that PRDM13-OE and wildtype mice that were not provided dox clustered similarly, whereas wildtype mice provided with dox and PRDM13-OE mice provided with dox clustered separately (Fig. 6E). 

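The principal component analysis was repeated on log2(FPKM + 1) of the 30860 genes with a value above 0 in at least 1 of the 12 retinas. The first component held 30.1% of the variance and the second 13.6%. The alternatives put the share of the first component between 16.3%, with log2(FPKM + 0.1), and 47.2%, with the 500 most variable genes. On the first component, the 3 PRDM13-OE retinas with dox lay between −23.2 and −21.7, and the wildtype retinas with dox at 24.4, 24.1 and 7.35. The 2 at 24.4 and 24.1 also had the most lens crystallin transcripts of the 12 retinas. All 6 untreated retinas lay between −8.08 and 11.4.
Over all genes, the mean distance between PRDM13-OE and wildtype retinas with dox was 51.4, compared with 33.0 among the PRDM13-OE retinas with dox and 39.5 among the wildtype retinas with dox. Untreated PRDM13-OE and wildtype retinas were on average 38.3 apart, between the mean distances within those groups (40.9 among PRDM13-OE and 34.9 among wildtype). An exact permutation test over the 15400 partitions of the 12 retinas into 4 groups of 3 gave a pseudo-F of 2.17 (p = 0.00123). For the 6 untreated retinas alone, the pseudo-F between genotypes was 1.04 (exact permutation test, p = 0.3), where 10 partitions allow no p below 0.1.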

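Among the 6 retinas from mice with dox, over 28564 genes, the first principal component held 52.9% of the variance and the second 16.2%. The pseudo-F between the genotypes was 3.99 (exact permutation test, p = 0.1, the smallest p that 3 retinas against 3 allow). With each retina left out in turn, the pseudo-F stayed between 3.04 and 5.00.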

To account for any confounding effect of dox, PRDM13-OE mice which received dox and wildtype mice that received dox were used for further analysis (Fig. 6F). DEGs between PRDM13-OE and wildtype littermates were determined using cutoffs of a log2 fold change of less than −1 or greater than 1 and an adjusted *P* value of less than 0.05 (Fig. 6G). In the neural retina samples, we found 126 genes were significantly upregulated and 254 genes significantly downregulated. 

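Of the 20560 genes tested between PRDM13-OE and wildtype retinas with dox, 186 were higher and 309 lower in PRDM13-OE. The authors' deposited table calls 126 higher and 254 lower, and the edgeR calls include 121 and 248 of these. Among the edgeR calls, the 3 PRDM13-OE retinas did not overlap the 3 wildtype retinas for 185 of the higher and 269 of the lower genes. Dropping the fold change cutoff moved the 186 higher and 309 lower calls most, to 1030 higher and 1545 lower. The excess of lower genes was absent with library size alone (279 higher and 269 lower) and nearly so with robust fitting (221 and 224). Leaving out each retina in turn gave between 109 and 172 higher and between 209 and 346 lower genes. A covariate for the lens crystallin level, chosen after seeing the data and fitted over all 12 retinas, gave 69 higher and 102 lower genes, of which 42 and 77 were among the calls without it.
Among the called genes with at least 10 counts in every PRDM13-OE retina and no overlap between the groups, the largest rises were in Gm13394, AY702102, Fabp7, Gm7135 and Hmga2-ps1. The processed pseudogene Gm13394 (ENSMUSG00000083773, chromosome 2, 28823622 to 28824621) was at 508 ± 16.4 (SD, n = 3) CPM in PRDM13-OE and 3.81 ± 1.05 (SD, n = 3) CPM in wildtype, a log2-fold change of 7.05 (SE 0.13, edgeR adjusted p = 6.9e-11). This rise did not require dox, since 2 of the 3 untreated PRDM13-OE retinas also had at least 8023 counts of Gm13394. Fabp7 (ENSMUSG00000019874, chromosome 10, 57660977 to 57664546), a fatty acid binding protein gene, was at 100.2 ± 4.94 (SD, n = 3) CPM compared with 0.860 ± 0.541 (SD, n = 3) CPM. Its log2-fold change was 6.86 (SE 0.18, edgeR adjusted p = 1.6e-09). AY702102 and Gm7135 were undetected in the wildtype retinas with dox and rose at least 5.38-fold and 11.4-fold, and Hmga2-ps1 had a log2-fold change of 4.37 (SE 0.32, edgeR adjusted p = 4.3e-06).
The 5 largest falls among genes meeting the same requirements in wildtype were all lens crystallins, from −9.25 for Cryba4 to −8.54 for Cryba1 on the log2 scale. The mouse gene Prdm13 was at 57.2 ± 3.87 (SD, n = 3) CPM in PRDM13-OE and 48.9 ± 2.10 (SD, n = 3) CPM in wildtype retinas with dox, a log2-fold change of 0.22 (SE 0.07, edgeR adjusted p = 0.0482) that is below the cutoff. The human PRDM13 transcript was not analysed here.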

We subjected these DEGs to GO analysis and found that no biological processes or cellular components were significant for the 126 upregulated DEGs. 

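By gene symbol, 16 of the 19 crystallins tested in the neural retina were lower in PRDM13-OE than in wildtype mice with dox, all but Crybg1, Crybg2 and Crybg3. The same held for 2 of 14 Wnt ligands, Wnt7a and Wnt7b, and for 2 of 4 FGF receptors, Fgfr2 and Fgfr3. None of the 10 frizzled receptors or 16 FGF ligands tested was called, and no member of these families was higher. The called members kept their direction with DESeq2's size factors and with library size alone. With robust fitting Fgfr2 was still called, while Fgfr3, Wnt7a and Wnt7b were not (edgeR adjusted p = 0.165, 0.159 and 0.143), nor was any of the 16 crystallins (edgeR adjusted p from 0.0758 to 0.156). Fgfr2 (ENSMUSG00000030849, chromosome 7, 129764181 to 132725079) was at 2.30 ± 0.342 (SD, n = 3) CPM in PRDM13-OE and 9.09 ± 3.94 (SD, n = 3) CPM in wildtype retinas, a log2-fold change of −1.99 (SE 0.31, edgeR adjusted p = 0.00141). Fgfr3 (ENSMUSG00000054252, chromosome 5, 33879018 to 33894412) was at 0.686 ± 0.262 (SD, n = 3) CPM compared with 6.91 ± 5.38 (SD, n = 3) CPM. Its log2-fold change was −3.32 (SE 0.71, edgeR adjusted p = 0.00983), and without PRDM13-OE retina 3 it was no longer called (−3.17, edgeR adjusted p = 0.0565). With the crystallin level as covariate, the log2-fold changes of Fgfr2 and Fgfr3 were −0.41 (edgeR adjusted p = 0.796) and −0.01 (edgeR adjusted p = 0.998).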

Supporting the role of PRDM13 as a transcriptional repressor, GO analysis of the 254 downregulated DEGs showed genes associated with biological processes including retina homeostasis, photoreceptor and retinal development, WNT and FGF signaling, and response to light stimulus (Fig. 6H).

Principal component analysis (Supplementary Figs. S7A, S7B) and DEG analysis for the eye cup samples were performed following the same log2-fold and *P* value cutoffs as the neural retina samples. 

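The eye cups, which contain the RPE, choroid and sclera, came from the same mice as the neural retinas, again with 3 mice in each of the 4 groups. The authors deposited their counts and FPKM values in the same form. Between 16092096 and 20396905 reads per eye cup (median 17291255) were counted in PRDM13-OE mice with dox, and between 16798104 and 24908314 (median 17299338) in wildtype mice with dox. Untreated eye cups had from 15825059 to 20318905 reads (median 18426796) in PRDM13-OE and from 16321112 to 23509542 (median 23471798) in wildtype. Scaling, filter, test and cutoffs were those applied to the retinas. PRDM13-OE and wildtype eye cups with dox were compared first, and 2 more comparisons, of wildtype with and without dox and of the untreated genotypes, were added after seeing the data.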

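In the 12 eye cups, over 31374 genes, the first component held 38.1% of the variance and the second 26.5%. The pseudo-F over the 4 groups was 1.69 (exact permutation test over 15400 partitions, p = 0.0694). With each eye cup left out in turn, the pseudo-F ran from 1.29 (exact permutation p = 0.216) without wildtype eye cup 1 with dox to 2.40 (exact permutation p = 0.00526) without untreated PRDM13-OE eye cup 1. Besides the latter, only the fit without PRDM13-OE eye cup 3 with dox had a p under 0.05 (1.97, exact permutation p = 0.0245). Using linear FPKM moved the first component's share most, to 85.5%.
For the 6 eye cups with dox, over 29463 genes, the components held 55.2% and 16.6%. On the first component of all 12 eye cups, the PRDM13-OE eye cups with dox lay at 6.47, 34.7 and −56.3 and the wildtype eye cups with dox at −56.1, −48.5 and −20.4. The mean distance among the PRDM13-OE eye cups with dox (92.9) was larger than that between these and the wildtype eye cups with dox (84.7). The pseudo-F between the genotypes with dox was 1.73 (exact permutation test, p = 0.2, with 0.1 the smallest possible). With each of these eye cups left out in turn it ran from 1.05 (exact permutation p = 0.3) without wildtype eye cup 2 to 4.07 (exact permutation p = 0.1) without PRDM13-OE eye cup 3, and over the 500 most variable genes it was 2.60 (exact permutation p = 0.1).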

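Among the 21758 genes tested in the eye cups of mice with dox, 1 was higher and 3 were lower in PRDM13-OE than in wildtype by edgeR, with 1792 genes at an unadjusted p under 0.05. With DESeq2 (Wald test on its own size factors), 62 were higher and 59 lower. Those DESeq2 calls include 48 of the 48 higher and 50 of the 51 lower genes in the authors' deposited table. The 6 edgeR fits that each left out 1 eye cup made no calls in 4 cases (580 to 1474 genes at an unadjusted p under 0.05), 4 lower calls without wildtype eye cup 1, and 548 higher and 1219 lower calls without PRDM13-OE eye cup 3.
The gene called higher was Gm13394, at 328 ± 177 (SD, n = 3) CPM in PRDM13-OE and 4.76 ± 2.48 (SD, n = 3) CPM in wildtype eye cups, with a log2-fold change of 6.16 (SE 0.56, edgeR adjusted p = 0.0405). The 3 lower genes encode globins. Hbb-bs (ENSMUSG00000052305, chromosome 7, 103475741 to 103477303) was at 4.55 ± 0.198 (SD, n = 3) CPM compared with 182 ± 66.7 (SD, n = 3) CPM, a log2-fold change of −5.27 (SE 0.37, edgeR adjusted p = 0.0254). Hba-a1 (ENSMUSG00000069919, chromosome 11, 32233511 to 32234465) and Hbb-bt (ENSMUSG00000073940, chromosome 7, 103461731 to 103463203) had log2-fold changes of −5.08 (SE 0.42, edgeR adjusted p = 0.0300) and −6.33 (SE 0.51, edgeR adjusted p = 0.0300). Gm13394 stayed called in 1 of the 6 fits with an eye cup left out and each of the 3 globin genes in 2. In the retinas with dox, the log2-fold change of Hbb-bs was −6.17 (SE 0.41, edgeR adjusted p = 2.3e-06).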

We identified 48 significantly upregulated and 51 significantly downregulated genes between the PRDM13-OE and wildtype eye cups (Supplementary Fig. S7C). Similar to the neural retina samples, upregulated DEGs in the eye cup samples from PRDM13-OE mice compared with wildtype littermates underwent GO analysis, and no biological processes or cellular components were significant. However, GO analysis of downregulated DEGs returned significant biological processes and cellular components (Supplementary Figs. S7D, S7E). 

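Photoreceptor transcripts were lower in the PRDM13-OE than in the wildtype eye cups with dox, as were transcripts of other retinal neurons. Lists of marker genes for 17 cell types and tissues, fixed beforehand, were tested with camera (limma, preset correlation), with Benjamini-Hochberg adjustment over the lists. The 14 rod genes had a median log2-fold change of −0.78 (camera adjusted p = 3.8e-06) and the 12 cone genes −0.99 (camera adjusted p = 2.6e-07). The bipolar, horizontal, ganglion and amacrine cell lists had medians of −0.85 (camera adjusted p = 8.5e-05), −1.06 (camera adjusted p = 0.00171), −0.98 (camera adjusted p = 0.000271) and −0.79 (camera adjusted p = 0.00318). None of these lists passed 0.05 under fry or with the correlation estimated from the residuals, where only the list of 5 red blood cell genes did. With each eye cup left out in turn, the rod median ran from −1.85 to −0.39 and the cone median from −2.29 to −0.56. The amacrine list did not pass without PRDM13-OE eye cup 2 (camera adjusted p = 0.0510). The rod, cone, bipolar, horizontal and ganglion lists passed in all 6 fits.
The rod genes summed to 12438, 5859 and 38941 CPM in the PRDM13-OE eye cups with dox and to 49412, 37633 and 25418 CPM in wildtype, so that the ranges overlapped. The rod means were 19080 CPM in PRDM13-OE and 37488 CPM in wildtype with dox, compared with 14754 and 13902 CPM without dox. The PRDM13-OE eye cups with dox were thus not below either untreated group on average, and the wildtype eye cups with dox were above both. For single photoreceptor genes, Rgs9 was at 26.4 ± 10.8 (SD, n = 3) CPM in PRDM13-OE and 137 ± 24.2 (SD, n = 3) CPM in wildtype (log2-fold change −2.32 (SE 0.31, edgeR adjusted p = 0.274)). For Nr2e3 and Tulp1 the log2-fold changes were −1.87 (SE 0.59, edgeR adjusted p = 0.597) and −2.21 (SE 0.65, edgeR adjusted p = 0.597), and Gnb3 was at −2.42. None of the 4 was called by edgeR in all 6 eye cups with the count filter, although Rgs9 was without it (−2.34, edgeR adjusted p = 0.0440). Each was called without PRDM13-OE eye cup 3, where Nr2e3 stood at −2.85 (edgeR adjusted p = 0.0122). With DESeq2, Rgs9 and Gnb3 were called and Nr2e3 and Tulp1 were not.

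**Figure D1:**
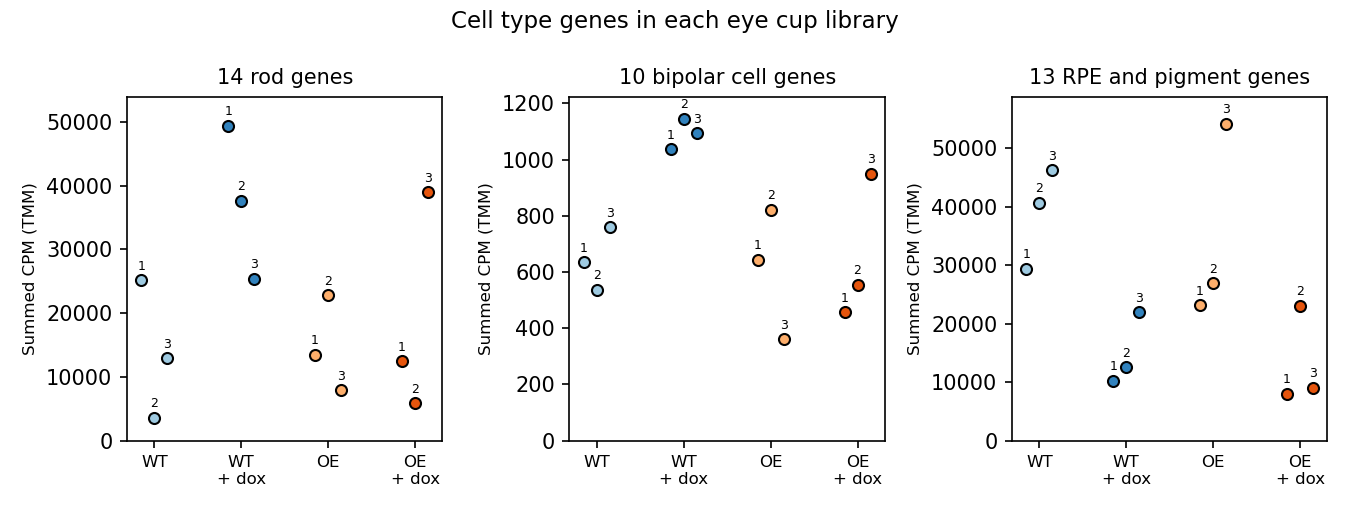
Summed CPM (TMM) of the 14 rod, 10 bipolar and 13 RPE and pigment genes in each of the 12 eye cups, for wildtype (WT) and PRDM13-OE (OE) mice with and without dox, with points numbered by mouse. PRDM13-OE eye cup 3 with dox has 38941 CPM of rod transcripts, within the range of the wildtype eye cups with dox.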

All significant GO terms for the eye cup samples related to the photoreceptors and visual perception.

To further investigate the DEGs found within the neural retina samples, we compiled a list of genes associated with Leber congenital amaurosis, macular degeneration and RP^22^ and found that genes linked to these diseases were repressed in the PRDM13-OE retinas compared with controls (Fig. 7A). These included *Nr2e3* (Fig. 7B) and *Tulp1* (Fig. 7C). In addition, critical genes linked to visual perception were differentially expressed in our PRDM13-OE retinas compared with controls (Fig. 7D).

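The paper labels 6 genes of the disease list in Fig. 7A, and all 6 were lower in PRDM13-OE than in wildtype mice with dox. The count was also 6 when adjusted over the list alone, which is not independent evidence because the genes were picked from these libraries. Aipl1 (ENSMUSG00000040554, chromosome 11, 71918789 to 71928335) was at 423 ± 28.1 (SD, n = 3) CPM in PRDM13-OE and 869 ± 31.1 (SD, n = 3) CPM in wildtype, a log2-fold change of −1.04 (SE 0.05, edgeR adjusted p = 2.7e-07). Samd11 (ENSMUSG00000096351, chromosome 4, 156331423 to 156340717) was at 79.1 ± 8.50 (SD, n = 3) and 194 ± 13.3 (SD, n = 3) CPM, a change of −1.30 (SE 0.08, edgeR adjusted p = 1.5e-06). Fscn2 (ENSMUSG00000025380, chromosome 11, 120252360 to 120258994) was at 74.3 ± 7.87 (SD, n = 3) and 162 ± 7.21 (SD, n = 3) CPM, a change of −1.13 (SE 0.07, edgeR adjusted p = 2.1e-06). With library size alone as scaling, Aipl1 stood at −0.96, short of the cutoff.
Slc39a12 (ENSMUSG00000036949, chromosome 2, 14393127 to 14499788) was at 2.38 ± 0.848 (SD, n = 3) CPM in PRDM13-OE and 5.30 ± 0.639 (SD, n = 3) CPM in wildtype, a log2-fold change of −1.15 (SE 0.24, edgeR adjusted p = 0.00836). Without PRDM13-OE retina 1 its change was −0.98, short of the cutoff, and with the crystallin level as covariate it was −0.76 (edgeR adjusted p = 0.565).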

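Nr2e3 (ENSMUSG00000032292, chromosome 9, 59850054 to 59867942) encodes a nuclear receptor of photoreceptors. It was at 187 ± 20.1 (SD, n = 3) CPM in PRDM13-OE and 491 ± 67.8 (SD, n = 3) CPM in wildtype retinas with dox, and at 589 ± 85.4 (SD, n = 3) and 578 ± 47.1 (SD, n = 3) CPM in untreated PRDM13-OE and wildtype retinas. The log2-fold change with dox was −1.40 (SE 0.10, edgeR adjusted p = 3.8e-06) and stayed between −1.48 and −1.27 with each retina left out in turn. Against the untreated PRDM13-OE retinas it was −1.66 (SE 0.10, edgeR adjusted p = 7.1e-07). The interaction of genotype with dox, which tests whether the genotypes differ more with dox than without, was −1.42 (SE 0.15, edgeR adjusted p = 2.4e-05).
Tulp1 (ENSMUSG00000037446, chromosome 17, 28570489 to 28584196) was at 464 ± 37.5 (SD, n = 3) CPM in PRDM13-OE and 1349 ± 53.8 (SD, n = 3) CPM in wildtype retinas with dox, compared with 1375 and 1402 CPM without dox. Its log2-fold change was −1.55 (SE 0.06, edgeR adjusted p = 1.5e-08), between −1.60 and −1.49 with each retina left out. Its interaction with dox was −1.52 (SE 0.09, edgeR adjusted p = 2.6e-08). For both genes, the 3 PRDM13-OE retinas with dox were below each of the other 9.

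**Figure D2:**
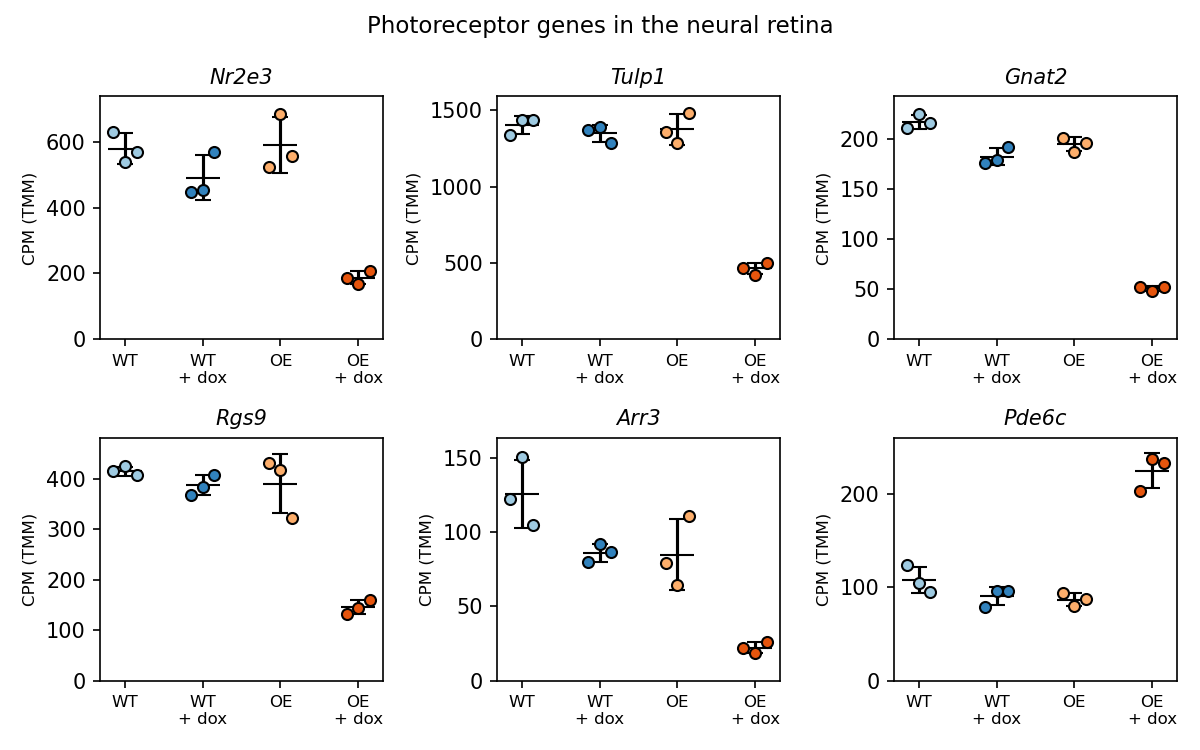
CPM (TMM) of Nr2e3, Tulp1, Gnat2, Rgs9, Arr3 and Pde6c in each neural retina, for wildtype (WT) and PRDM13-OE (OE) mice with and without dox, with points for the mice and bars at the group mean ± SD. The PRDM13-OE retinas with dox have a mean of 187 CPM for Nr2e3 and 464 CPM for Tulp1, below every retina of the other 3 groups.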

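Besides Tulp1, the paper labels 8 visual perception genes in Fig. 7D, of which 1 was higher and 7 were lower in PRDM13-OE retinas with dox, both over all genes tested and adjusted over the list alone. Because these genes were chosen from the DEGs of these libraries, the second count is not independent evidence. Gnat2 (ENSMUSG00000009108, chromosome 3, 108000105 to 108008748), the cone transducin gene, was at 50.9 ± 2.46 (SD, n = 3) CPM in PRDM13-OE and 183 ± 8.44 (SD, n = 3) CPM in wildtype, with a log2-fold change of −1.85 (SE 0.06, edgeR adjusted p = 1.0e-08). Arr3 (ENSMUSG00000060890, chromosome X, 99649103 to 99662099), cone arrestin, was at 22.2 ± 3.61 (SD, n = 3) and 86.0 ± 6.18 (SD, n = 3) CPM, with a change of −1.96 (SE 0.10, edgeR adjusted p = 2.7e-07). Rgs9 (ENSMUSG00000020599, chromosome 11, 109116181 to 109188955) was at 145 ± 14.0 (SD, n = 3) and 387 ± 19.7 (SD, n = 3) CPM, with a change of −1.42 (SE 0.07, edgeR adjusted p = 2.4e-07). Nxnl2 had a change of −1.24 (SE 0.06, edgeR adjusted p = 2.7e-07).
Opn1sw lay close to the cutoff, at 248 ± 21.4 (SD, n = 3) and 501 ± 34.5 (SD, n = 3) CPM and a log2-fold change of −1.02 (SE 0.07, edgeR adjusted p = 2.6e-06). Its change was −0.96 without PRDM13-OE retina 1, −0.97 without wildtype retina 1 and −0.93 with library size alone, each short of the cutoff. The remaining lower genes, Cryaa and Crygb, are lens crystallins. The gene that rose was Pde6c.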

**Figure 7.**
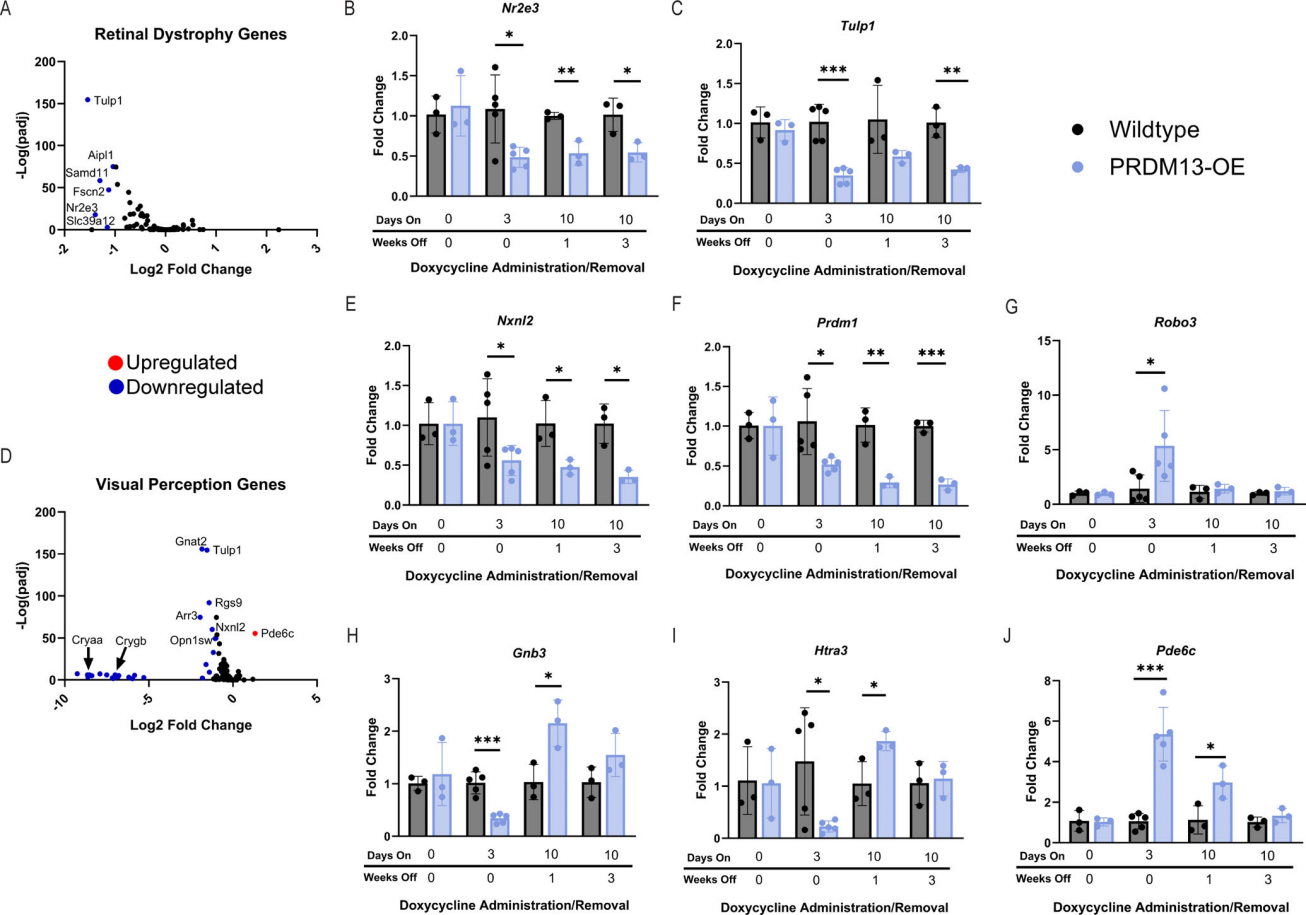
Exogenous *PRDM13* expression is associated with altered expression of known retinal dystrophy and visual perception genes. Differential gene expression for (**A**) genes known to be involved in retinal dystrophies with qPCR performed for neural retinas from PRDM13-OE mice and wildtype littermates without dox, after 3 days of dox, and 1 or 3 weeks after removal of 10 days of dox for (**B**) *Nr2e3* and (**C**) *Tulp1.* Differential gene expression of (**D**) genes involved in visual perception and qPCR for (**E**) *Nxnl2*, (**F**) *Prdm1*, (**G**) *Robo3*, (**H**) *Gnb3*, (**I**) *Htr3a*, and (**J**) *Pde6c*. Analysis was performed using unpaired *t* tests between wildtype and PRDM13-OE retinas which received the same amount of time on and off dox. Error bars are SD. ** *P* < 0.01; *** *P* < 0.001. *N* ≥ 3 biological replicates each representing an average of three technical replicates.

We then validated a subset of these genes of interest using qPCR (Figs. 7B, 7C, 7E–J). Neural retina tissue was collected, and RNA was isolated from mice that received no dox, 3 days of dox, 10 days of dox followed by 1 week of recovery (the same time point as our initial ERG analysis in Fig. 2), and 10 days of dox followed by 3 weeks of recovery (our follow-up ERG analysis in Fig. 3). We examined genes involved in retinal development (*Robo3*, *Htra3*, *Tulp1*, and *Prdm1*), photoreceptor maintenance (*Nxnl2* and *Nr2e3*), and phototransduction (*Pde6c* and *Gnb3*). We hypothesized that these genes would be altered significantly while *PRDM13* was overexpressed, but that they would be set in their new normal state by 1 week after the removal of dox. Interestingly, we found that some—*Prdm1*, *Nr2e3*, *Tulp1*, *Nxnl2*, and *Robo3*—but not all, genes followed our hypothesis. Our analysis of *Htra3*, *Pde6c*, and *Gnb3* showed that there was still transcriptional dysregulation 1 week after the removal of dox, that then returned to wildtype expression levels 3 weeks after dox removal. Of note, this corresponds to the time in which glial activation persists following PRDM13 elevation (Figs. 3I–K).

We further validated select genes of interest at the protein level to determine how these transcriptional changes affect protein expression. We found that the GNB3 protein is significantly reduced when *PRDM13* is elevated and remains low 1 week after dox removal (Figs. 8A, 8B). It appears to be increasing toward wildtype levels by 3 weeks after the removal of dox (Figs. 8A, 8B). This sustained decrease in GNB3 was also evident via immunostaining of retinal sections from PRDM13-OE and wildtype mice provided 3 days of dox (Fig. 8D), as well as 3 weeks after 10 days of dox delivery (Fig. 8E). NR2E3 follows a similar pattern, where the protein is decreased significantly in PRDM13-OE mice with elevation of *PRDM13* and remains lowly expressed 3 weeks after 10 days of dox delivery (Figs. 8A, 8C).

**Figure 8.**
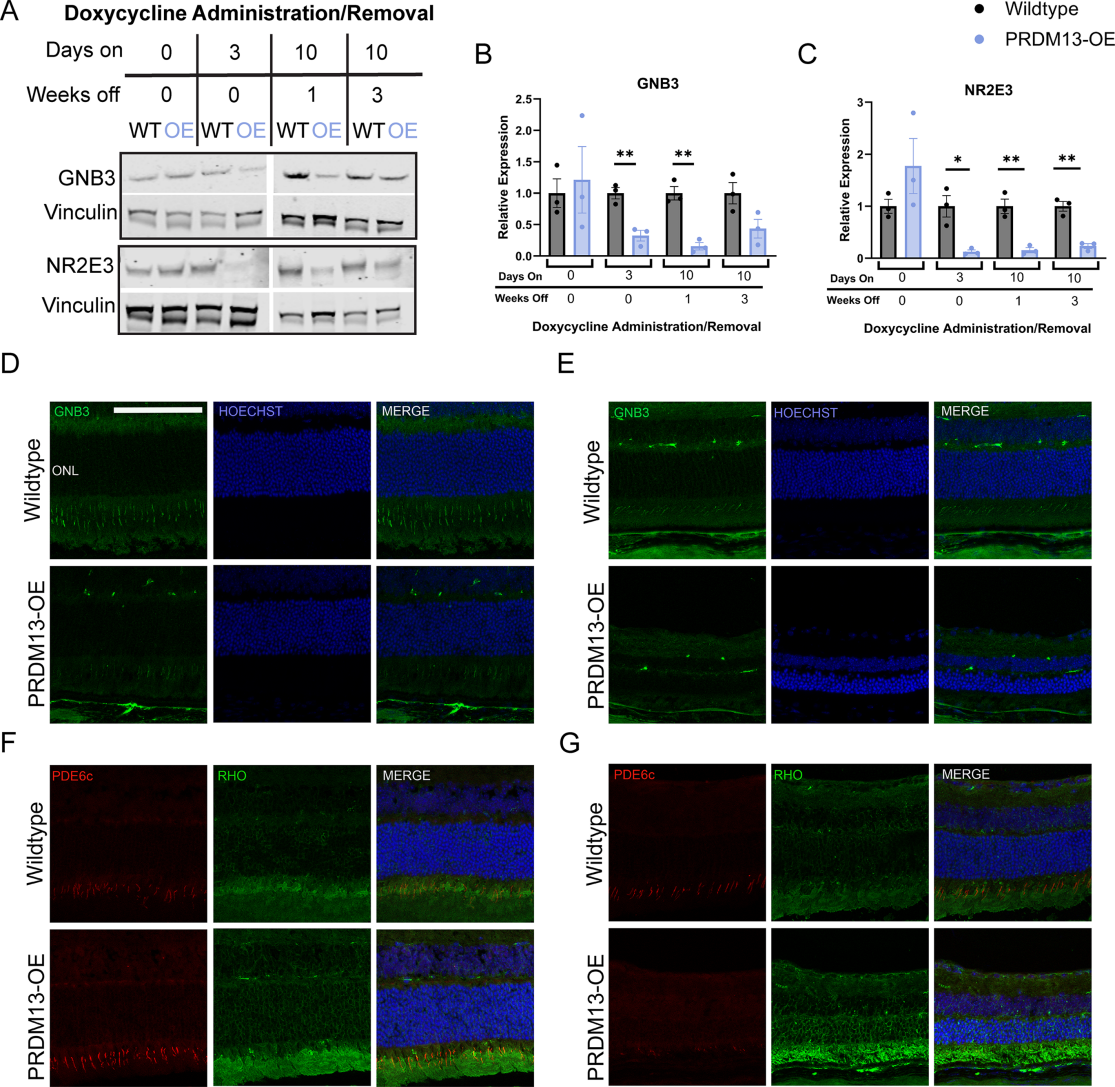
Protein expression mimics changes seen at the transcriptional level after elevated *PRDM13*. Retinas from wildtype and PRDM13-OE littermates were collected from the following groups: untreated, treated with dox for 3 days and collected on the third day, treated with dox for 10 days and collected 1 or 3 weeks after removal of dox. Western blot was performed for (**A, B**) GNB3 and (**A, C**) NR2E3. Vinculin was used as a loading control. Statistics shown are for unpaired *t* test between the wildtype and PRDM13-OE groups, which received the same amount of time on and off dox. Error bars are SD. *N* = 3 biological replicates, which represent an average of two technical replicates. * *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001. Retinal sections from PRDM13-OE and wildtype littermates provided with dox for (**D, F**) 3 days or (**E, G**) 3 weeks after removal of a 10-day dox treatment were stained for (**D, E**) GNB3 (*green*) or (**F, G**) rhodopsin (*green*) and PDE6C (*red*). Three biological replicates with at least two technical replicates each analyzed. *Scale* *bar*, 100 µm.

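In the neural retinas with dox, Pde6c (ENSMUSG00000024992, chromosome 19, 38121229 to 38172406), which encodes the cone phosphodiesterase, was at 225 ± 18.8 (SD, n = 3) CPM in PRDM13-OE and 90.5 ± 9.86 (SD, n = 3) CPM in wildtype. Its log2-fold change of 1.31 (SE 0.09, edgeR adjusted p = 2.3e-06) stayed between 1.22 and 1.37 with each retina left out in turn. Without dox, Pde6c was at 86.9 ± 6.98 (SD, n = 3) CPM in PRDM13-OE and 108 ± 14.2 (SD, n = 3) CPM in wildtype. The interaction of genotype with dox was 1.62 (SE 0.14, edgeR adjusted p = 2.7e-06). Of the 12 cone marker genes fixed beforehand, of which the paper names 6, Pde6c was the 1 called higher, and 6 were called lower.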

Prior studies have shown that the loss of NR2E3 in the rd7 mouse model leads to the development of hybrid rod photoreceptors that express some cone photoreceptor proteins, including PDE6c.^27^^,^^28^ Because our RNA sequencing data showed both a loss of *Nr2e3* expression (Fig. 7B) and an increase in *Pde6c* expression (Fig. 7J), we performed immunostaining for PDE6C and rhodopsin on retinal sections from wildtype and PRDM13-OE mice that received dox for 3 days or 3 weeks after 10 days of dox delivery (Figs. 8F, 8G). We found that PDE6C fluorescence intensity was increased in PRDM13-OE mouse retinas compared with wildtype retinas after 3 days of dox, but did not appear to be expressed within rod photoreceptors marked by rhodopsin (Fig. 8F). Three weeks following 10 days of dox delivery, PDE6C was no longer increased in the PRDM13-OE retinas compared with wildtype retinas, and still did not appear to be expressed in the rod photoreceptors (Fig. 8G).

Although we did not see any major morphological changes to the amacrine cells after 10 days of elevated *PRDM13* (Figs. 5D–F), we tested whether there were any transient effects of dysregulated *PRDM13* on amacrine cell markers. We stained retinal sections from wildtype and PRDM13-OE mice provided dox for 3 days for GAD65, calretinin, and calbindin (Figs. 9A–C). We also performed western blotting to quantify protein levels (Figs. 9D–G). We found no significant changes in these proteins between the PRDM13-OE and wildtype retinas; however, GAD65 showed a nonsignificant but trending increase in protein expression after dysregulation of *PRDM13*. 

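For amacrine cells, 10 genes that the paper names were tested in the retinas with dox, and 2 were higher and 8 lower in PRDM13-OE, also when adjusted over the list alone. The study chose these genes on the same libraries, so that count is not independent evidence. Vdr (ENSMUSG00000022479, chromosome 15, 97752306 to 97808511) was at 3.81 ± 0.923 (SD, n = 3) CPM in PRDM13-OE and 0.983 ± 0.0193 (SD, n = 3) CPM in wildtype, a log2-fold change of 1.94 (SE 0.26, edgeR adjusted p = 0.000489). Robo3 (ENSMUSG00000032128, chromosome 9, 37326965 to 37344542) had a change of 1.54 (SE 0.29, edgeR adjusted p = 0.00441). Gulo (ENSMUSG00000034450, chromosome 14, 66224235 to 66246656) was at 5.88 ± 1.04 (SD, n = 3) and 25.8 ± 3.10 (SD, n = 3) CPM, a change of −2.14 (SE 0.14, edgeR adjusted p = 1.8e-06). Mef2c (ENSMUSG00000005583, chromosome 13, 83652153 to 83815199) was at 40.4 ± 3.63 (SD, n = 3) and 92.1 ± 12.0 (SD, n = 3) CPM, a change of −1.19 (SE 0.09, edgeR adjusted p = 6.7e-06). Cckbr was at 2.98 ± 0.575 (SD, n = 3) and 16.2 ± 3.03 (SD, n = 3) CPM, a change of −2.45 (SE 0.18, edgeR adjusted p = 5.2e-06). Slc6a13, Chrnb4 and Abi3bp stood at −1.87, −1.25 and −1.07. Slc6a13 was also the 1 gene called higher with dox in wildtype retinas, so its difference between the genotypes includes that rise. Against untreated PRDM13-OE retinas it was called only without the count filter (−1.19) or without untreated PRDM13-OE retina 2 (−1.69).
Crybb3, itself a lens crystallin, had a log2-fold change of −7.91 (SE 1.28, edgeR adjusted p = 0.00183). Igfbp7 was at 27.5 ± 5.00 (SD, n = 3) CPM in PRDM13-OE and 123 ± 92.7 (SD, n = 3) CPM in wildtype with dox, but at 26.8 CPM in untreated wildtype retinas. Its change of −2.16 (SE 0.47, edgeR adjusted p = 0.0115) was no longer called without any 1 of the PRDM13-OE retinas, and was −0.08 with the crystallin level as covariate. Of the remaining genes, Gulo and Cckbr stayed called with that covariate, while Abi3bp (−0.24), Slc6a13 (−1.18), Chrnb4 (−0.71), Mef2c (−0.99), Vdr (1.67) and Robo3 (1.34) did not. Mef2c missed only the fold change cutoff (edgeR adjusted p = 0.0046), and Slc6a13, Vdr and Robo3 only the adjusted p. Crystallins summed to at most 28.8 CPM in PRDM13-OE and at least 118 CPM in wildtype retinas with dox. The covariate thus overlaps with genotype, and a lost call does not by itself show a lens origin. Abi3bp was also not called without PRDM13-OE retina 1 (−0.81) or wildtype retina 2 (−0.96). The list of 11 amacrine markers fixed beforehand had a median log2-fold change of −0.10 (camera adjusted p = 0.0449), with 10 of its 11 genes lower, and did not pass without PRDM13-OE retina 2 or 3 or wildtype retina 3 (camera adjusted p from 0.0530 to 0.0947).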

To further investigate amacrine subpopulations, we compiled a list of 139 amacrine cell-related genes and assessed their expression in our neural retina RNA sequencing dataset.^14^^,^^17^ Using DEG parameters of a log2-fold change of greater than 1 or less than −1, and a *P* value of less than 0.05, we found two significantly upregulated genes (*Vdr* and *Robo3*) and eight significantly downregulated genes (*Gulo*, *Mef2c*, *Cckbr*, *Slc6a13*, *Crybb3*, *Igfbp7*, *Chrnb4*, and *Abi3bp)* (Fig. 9H). We validated a subset of these DEGs using qPCR and found that elevated PRDM13 significantly increases and decreases specific amacrine cell-related genes, such as *Mef2c*, *Cckbr*, *Vdr*, and *Tpm2*, but not all amacrine cell genes (Fig. 10). Of note, some of these amacrine cell-related genes significantly altered by elevated *PRDM13* have also been shown to be associated with cone photoreceptors, retinal degeneration, and patterning in retinal development.^17^^,^^29^^–^^32^

**Figure 9.**
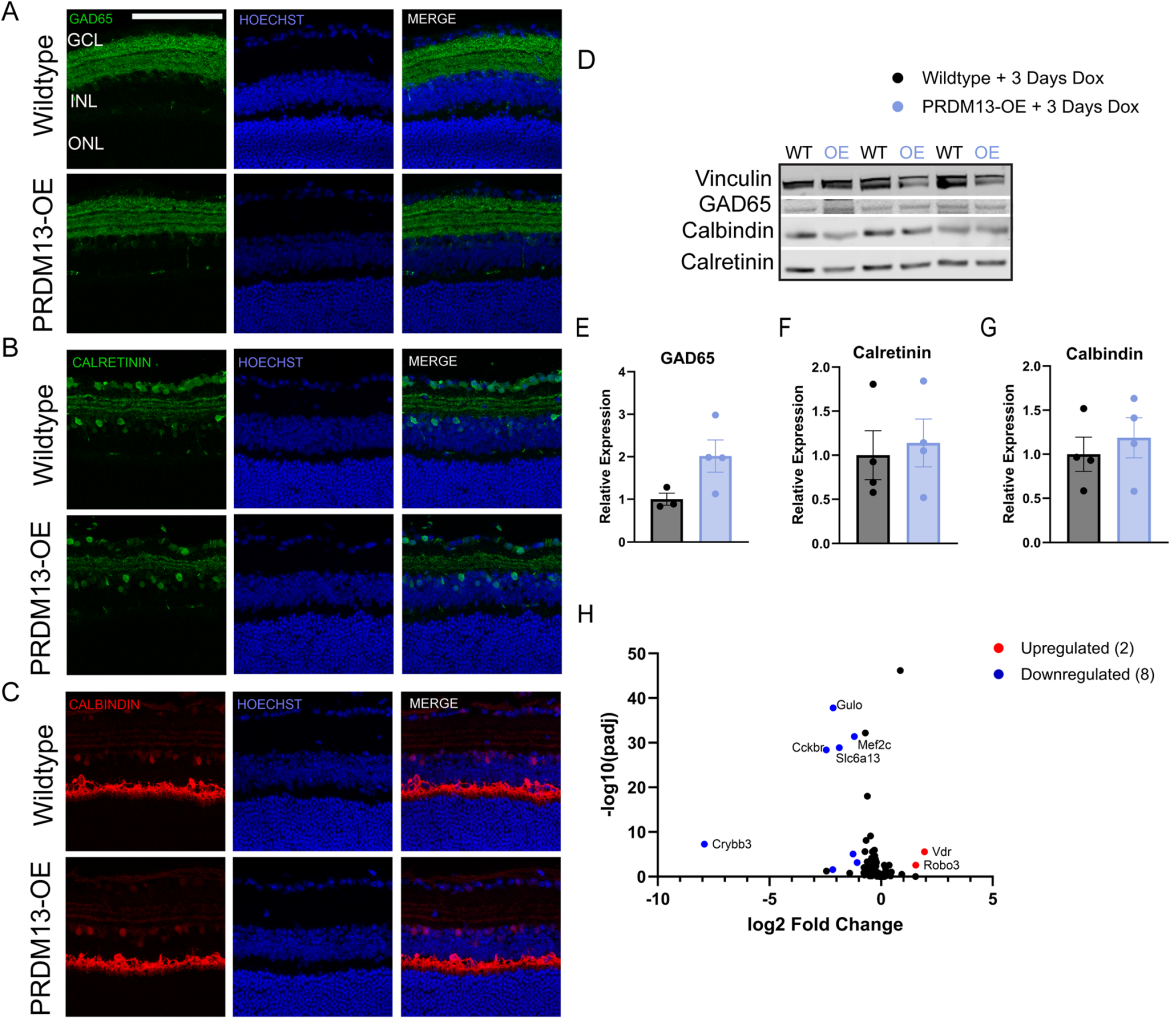
Elevated *PRDM13* alters expression of markers for amacrine cell subpopulations. Retinal sections from PRDM13-OE and wildtype mice provided dox for 3 days were stained for (**A**) GAD65, (**B**) calretinin, and (**C**) calbindin. Hoechst, nuclei. GCL, ganglion cell layer. Three biological replicates with three technical replicates each were analyzed. *Scale* *bar*, 100 µm. Neural retinas from PRDM13-OE and wildtype littermates provided 3 days of dox underwent Western blot for (**D, E**) GAD65, (**D, F**) calretinin, and (**D, G**) calbindin. Vinculin was used as a loading control. Statistics shown are for unpaired *t* test. Error bars are SD. *N* ≥ 3 biological replicates which represent an average of two technical replicates. (**H**) Differential gene expression for known amacrine cell markers show a significant upregulation of two genes and downregulation of eight genes.

**Figure 10.**
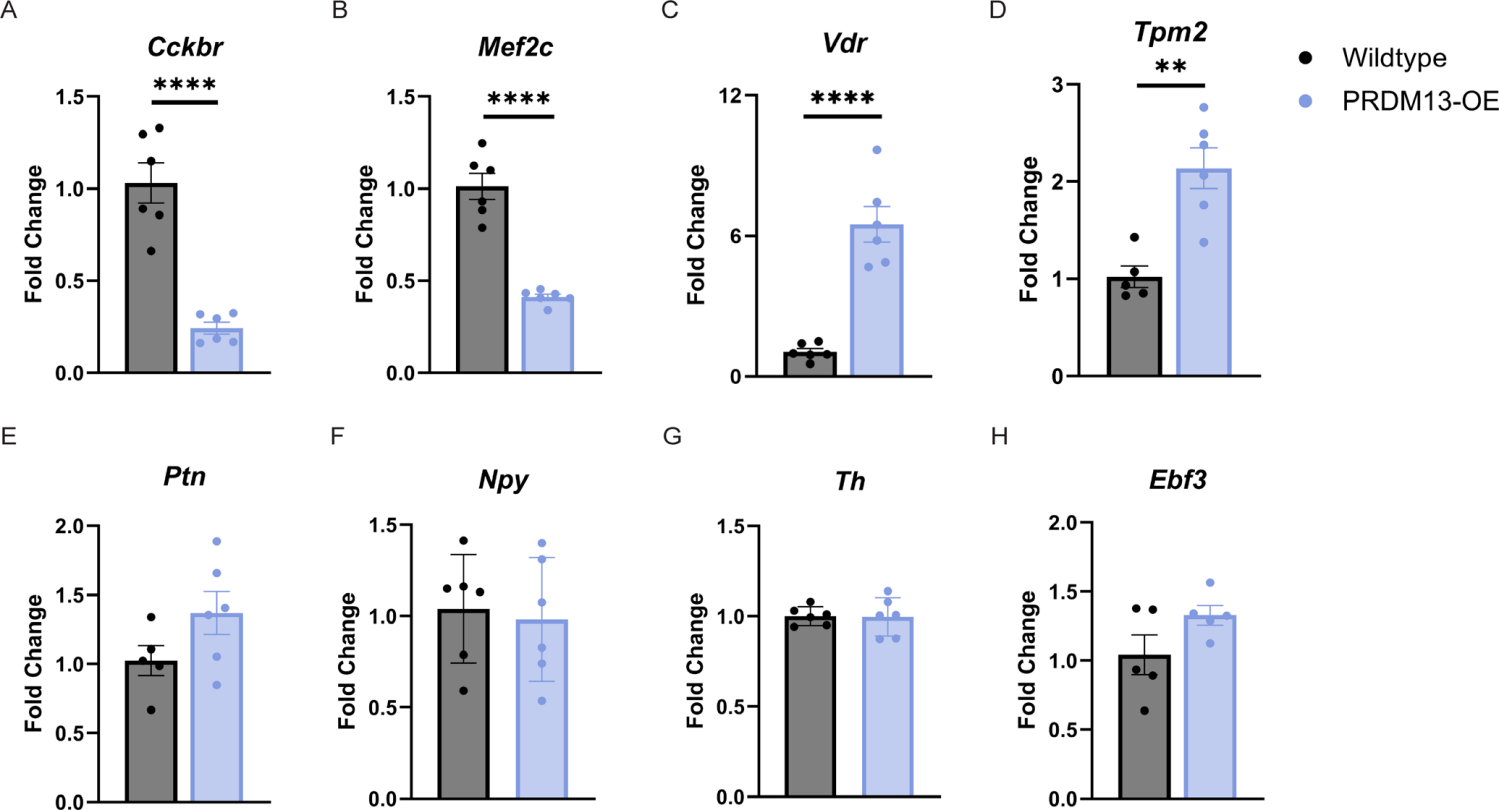
Elevated *PRDM13* alters transcription of amacrine cell-related genes. PRDM13-OE and wildtype littermates were provided dox for 3 days beginning at P28. Retinas were analyzed by qPCR for (**A**) *Cckbr*, (**B**) *Mef2c*, (**C**) *Vdr*, (**D**) *Tpm2*, (**E**) *Ptn*, (**F**) *Npy*, (**G**) *Th*, and (**H**) *Ebf3*. Data were analyzed by unpaired *t* test. Error bars are SD. ** *P* < 0.01, **** *P* < 0.0001. *N* ≥ 5 biological replicates, each an average of three technical replicates.

### No Significant Changes Were Detected in Organs Outside of the Eye for PRDM13-OE Mice Compared With Wildtype Littermates

During our study, we noted that PRDM13-OE mice provided dox for 6 and 10 days had a significant decrease in body weight compared with their wildtype littermates also provided with dox for the same amount of time (Supplementary Fig. S8). However, PRDM13-OE mice recovered and matched the body weight of their wildtype littermates within 3 weeks after the removal of dox. To test for additional adverse systemic effects of elevated PRDM13, histopathology was performed on wildtype and PRDM13-OE mice on day 10 of dox delivery, when the PRDM13-OE mice present with the significantly reduced body weight (Supplementary Table S1). No morphological abnormalities were detected for the brain, heart, lung, liver, kidney, spleen, pancreas, intestines, or stomach.

## Discussion

Photoreceptors are required for visual processing, and the loss of these cells leads to retinal degenerative disease and blindness. However, the mechanisms governing photoreceptor health, maintenance, and function are not understood fully, limiting progress toward treatments for retinal degenerative disorders. To investigate mechanisms regulating photoreceptor health, we developed a mammalian model to induce controlled expression of a transcriptional regulator that has been linked to retinal development and retinal disease: PRDM13. By inducing expression of human *PRDM13* in the mature retina, we are able to assess the impact of exogenous human *PRDM13* expression without affecting endogenous mouse *Prdm13* expression. We discovered that systemic overexpression of *PRDM13* reduces photoreceptor function and survival.

One limitation of our current study is the use of a Tet-On system, which has been known to allow some leaky expression of the insert gene without tetracycline activation, and this is something we see at a minimal extent in our system.^33^^,^^34^ However, we accounted for this limitation by including untreated and dox-treated PRDM13-OE mice and their wildtype littermates in all experiments. We also did not note significant phenotypic changes in untreated PRDM13-OE mice compared with wildtype littermate controls. We did find that dox alone altered some visual function tests, such as the c-wave ERG, as well as various transcripts within the neural retina. 

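Between wildtype retinas with dox and untreated wildtype retinas, 20631 genes were tested. By edgeR 1 was higher with dox and 0 were lower, with 1922 genes at an unadjusted p under 0.05. With DESeq2 22 were higher and 4 lower, of which 18 and 4 are among the 23 and 4 called in the authors' deposited table. Without the count filter, edgeR called 153 higher and 33 lower, and without wildtype retina 3 of the mice with dox 122 higher and 4 lower. The gene called was Slc6a13 (ENSMUSG00000030108, chromosome 6, 121277186 to 121314692), a GABA transporter gene, at 19.5 ± 0.820 (SD, n = 3) CPM with dox and 7.66 ± 1.63 (SD, n = 3) CPM without, a log2-fold change of 1.35 (SE 0.14, edgeR adjusted p = 0.0257). Across the 6 fits that each left out 1 retina its change stayed between 1.20 and 1.51, and it was called in 3. With dox, the lens crystallin list had a median log2-fold change of 3.28 in wildtype retinas (camera adjusted p = 2.1e-11, fry adjusted p = 0.452). The summed crystallins ran from 118 to 11313 CPM with dox and from 195 to 894 CPM without, so not every retina with dox was higher. Lens genes other than crystallins had a median of 2.42 (fry adjusted p = 0.452). For Nr2e3 the change with dox was −0.23 (SE 0.09, edgeR adjusted p = 0.456).
Between the untreated genotypes, 20668 genes were tested and 0 were called in either direction, with 778 at an unadjusted p under 0.05. Without the count filter 24 were higher and 23 lower, with DESeq2 1 and 1, and without untreated PRDM13-OE retina 1 the counts were 2 and 1. Gm13394 was high in 5 of the 6 PRDM13-OE mice and at the wildtype level in that untreated mouse. Whether that mouse carried the insert is open, so the absence of calls does not show that the insert has no effect without dox.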

To reduce the confounding effect of dox on our data results, we compared our PRDM13-OE mice to their wildtype littermates that also received dox for similar durations of time. Overall, this confounding effect of dox alone emphasizes that researchers need to be cautious when providing dox to mice and assessing visual outcomes.

This work focused primarily on *PRDM13* gene expression, because we found currently available antibodies for protein detection to be unreliable. We tested various antibodies for PRDM13 on both western blot and immunohistochemistry, and these antibodies were unable to detect protein in wildtype mouse retinas where endogenous PRDM13 should be detected in the amacrine cells. To bypass this issue, we confirmed in embryonic retinas that our elevated human *PRDM13* represses its known targets in development, indicating that it is functioning as expected. We also confirmed activation of the negative feedback loop present during development which reduced endogenous mouse *Prdm13*.

Although our model system causes a nonphysiological elevation of the *PRDM13* gene systemically in the presence of dox, it allows us to probe for the effects of *PRDM13* in adult retinal tissue without the confounding effects of the feedback loop present in development. Thus, in the current study, we cannot rule out cell nonautonomous versus cell-autonomous effects, but this model can now provide important insights into the regulatory targets and retinal cell types affected by PRDM13, which are currently unknown. Once known, dysregulation of PRDM13 can be targeted specifically to certain retinal cell types and investigated both in the mature and developing retina in future studies.

In addition, although our system can cause effects from *PRDM13* that would not occur under normal physiological conditions, we did not detect major abnormalities outside of the neural retina, except for a reduction in body weight that recovered after removal of dox (Supplementary Fig. S8, Supplementary Table S1). However, it remains possible that elevated PRDM13 could cause smaller, but significant, alterations in other organs and cells outside of the retina. Future studies can explore the effects of dysregulated PRDM13 on other cells and organs, and how these may impact the retina.

In our mouse model, the removal of excess *PRDM13* expression halted the retinal degenerative phenotype and allowed for some restoration of photoreceptor function. ERG analysis in the PRDM13-OE mice treated with dox for 6 days showed a significant decrease in visual function, but cell death was not detected until after 10 days of dox delivery. This finding suggests that photoreceptor neurons that did not succumb to cell death may restore their functional output when *PRDM13* expression is returned to endogenous levels. We also determined that glial activation occurred after the overexpression of *PRDM13*. Microglia activation and migration to the subretinal space occurred 1 week after *PRDM13* was no longer elevated, before reducing over the next month, and Müller glial activation was noted 3 weeks after *PRDM13* was no longer elevated but was no longer detected two months later. This likely reflects why function of remaining photoreceptors remained low until the second month of ERG testing but then recovered at that time.

In addition, transcriptional dysregulation was still detected by qPCR in the retinas of PRDM13-OE mice for *Gnb3*, a gene responsible for the retina response to light stimuli, at 1 week after the removal of dox and loss of aberrant *PRDM13* expression.^35^ We also found a significant difference in GNB3 protein at the same time in which ERG analysis was performed in Fig. 2, 10 days of dox delivery and 1 week of recovery, which could indicate that the retina was unable to appropriately respond to light stimuli during ERG. After an additional 2 weeks of recovery, the PRDM13-OE retinas no longer showed a difference in GNB3 protein compared with wildtype controls, and a significant increase in ERG amplitudes was detected in PRDM13-OE mice at this time. In support of this, the delay in *Htra3*, *Pde6c*, and *Gnb3* expression correlates with the timing of glial activation. The later recovery of these gene expression levels and reduction of glial activation likely contributes to the ERG recovery.

The downregulation of genes associated with photoreceptor health, visual perception, and retinal development after elevation of *PRDM13* suggests that the photoreceptor degeneration we discovered is likely due to *PRDM13* activity and not toxicity. 

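Marker lists of 17 cell types and tissues were compared between PRDM13-OE and wildtype retinas with dox. The 14 rod genes had a median log2-fold change of −0.43 (camera adjusted p = 7.8e-10), with all 14 lower. The 12 cone genes had a median of −0.80 (camera adjusted p = 4.8e-26), with 9 lower. The paper names 6 of these cone genes and 2 of the rod genes, so the lists are not fully independent of its findings in these libraries. The rod genes summed to 57303 ± 3622 CPM (SD, n = 3) in PRDM13-OE and 74955 ± 1508 CPM (SD, n = 3) in wildtype, and the rhodopsin gene alone had a log2-fold change of −0.44 (SE 0.03, edgeR adjusted p = 8.6e-06), under the cutoff. The medians of the horizontal, Müller glia, ganglion and bipolar cell lists were −0.35 (camera adjusted p = 0.00694), −0.23 (camera adjusted p = 0.00538), −0.17 (camera adjusted p = 0.00801) and −0.22 (camera adjusted p = 0.0710). Microglia genes rose, with a median of 0.38 (camera adjusted p = 0.0101). The reactive glia list also passed as higher (camera adjusted p = 0.0447), although its median was −0.02 and 6 of its 11 genes were lower. It did not pass without PRDM13-OE retina 2 (camera adjusted p = 0.216) or without wildtype retina 2 or 3, and the bipolar list passed without PRDM13-OE retina 1 (camera adjusted p = 0.0112) or wildtype retina 1.
Under fry, the rod, cone, amacrine, horizontal, Müller glia and microglia lists also passed 0.05. With an estimated correlation, the cone list did (camera adjusted p = 0.0489) and these others did not.
From the downregulation of genes for photoreceptor health, visual perception and retinal development, the paper proposes that the photoreceptor degeneration is likely due to PRDM13 activity and not to toxicity.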

The fact that the only DEGs significantly associated with biological processes were those that were downregulated when *PRDM13* expression was increased further supports its role as a transcriptional repressor in the retina, as it is known to be in the dorsal neural tube.^11^^,^^12^ Furthermore, prior studies investigating the loss of *Prdm13* in the mammalian retina have shown that *Prdm13* affects the development of GABAergic and glycinergic amacrine cells^13^ and that PRDM13 is necessary for the formation of the early B-cell factor 3–positive amacrine cell subtype.^14^ Intriguingly, we found that increased *PRDM13* expression significantly dysregulated *Robo3*, *Mef2c*, *Crybb3*, and *Gulo*, among others—genes marking subpopulations of amacrine cells.^17^ Of note, some of these significantly dysregulated genes associated with subpopulations of amacrine cells are also known to affect photoreceptors during development, such as *Mef2c*.^29^^,^^30^ Overall, these transcriptional data suggest a novel role for *PRDM13* in the maintenance of both photoreceptors and amacrine cell subpopulations within the retina, warranting future follow-up studies.

We also discovered that genes associated with inherited retinal dystrophies were downregulated in the retina when *PRDM13* expression was elevated. One of these genes, Nuclear Receptor Subfamily 2 Group E Member 3 (*Nr2e3*) is expressed in both developing and mature retinal tissue.^15^ During development, *Nr2e3* is a key regulator of photoreceptor specification and has been linked to multiple inherited retinal diseases such as RP and clumped pigmentary retinal degeneration.^16^ 

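In the retinas with dox, Gnb3 (ENSMUSG00000023439, chromosome 6, 124811203 to 124817238) was at 74.3 ± 1.57 (SD, n = 3) CPM in PRDM13-OE and 261 ± 6.60 (SD, n = 3) CPM in wildtype, a log2-fold change of −1.82 (SE 0.05, edgeR adjusted p = 3.0e-09). Guca1a (ENSMUSG00000023982, chromosome 17, 47705483 to 47711509) was near the detection limit, at 0.571 ± 0.410 (SD, n = 3) and 2.02 ± 0.121 (SD, n = 3) CPM. Its log2-fold change of −1.81 (SE 0.41, edgeR adjusted p = 0.0133) was not called without PRDM13-OE retina 1 (−1.70, edgeR adjusted p = 0.0512) or with the crystallin covariate (−1.59, edgeR adjusted p = 0.215). Opn1sw (ENSMUSG00000058831, chromosome 6, 29376670 to 29388467) was at 565 CPM in untreated PRDM13-OE and 559 CPM in untreated wildtype retinas.
Cryaa (ENSMUSG00000024041, chromosome 17, 31896781 to 31900707) was at 6.05 ± 4.93 (SD, n = 3) CPM in PRDM13-OE and 2369 ± 2372 (SD, n = 3) CPM in wildtype retinas with dox, an SD as large as the mean. Its log2-fold change was −8.61 (SE 1.40, edgeR adjusted p = 0.00188). Crygb (ENSMUSG00000073658, chromosome 1, 65119378 to 65121447) was at 0.583 ± 0.375 (SD, n = 3) and 75.3 ± 72.7 (SD, n = 3) CPM, a log2-fold change of −7.01 (SE 1.13, edgeR adjusted p = 0.00183). The 14 lens crystallins summed to 11313, 4722 and 118 CPM in the wildtype retinas with dox, and to 894, 195 and 294 CPM in untreated wildtype retinas. In PRDM13-OE they summed to 17.2, 28.8 and 3.55 CPM with dox and to 76.8, 5.89 and 126 CPM without. Lens genes other than crystallins summed to 779, 435 and 15.1 CPM in the same order of wildtype retinas with dox. Against untreated PRDM13-OE retinas, the log2-fold change of Cryaa was −1.74 (SE 0.81, edgeR adjusted p = 0.325).

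**Figure D3:**
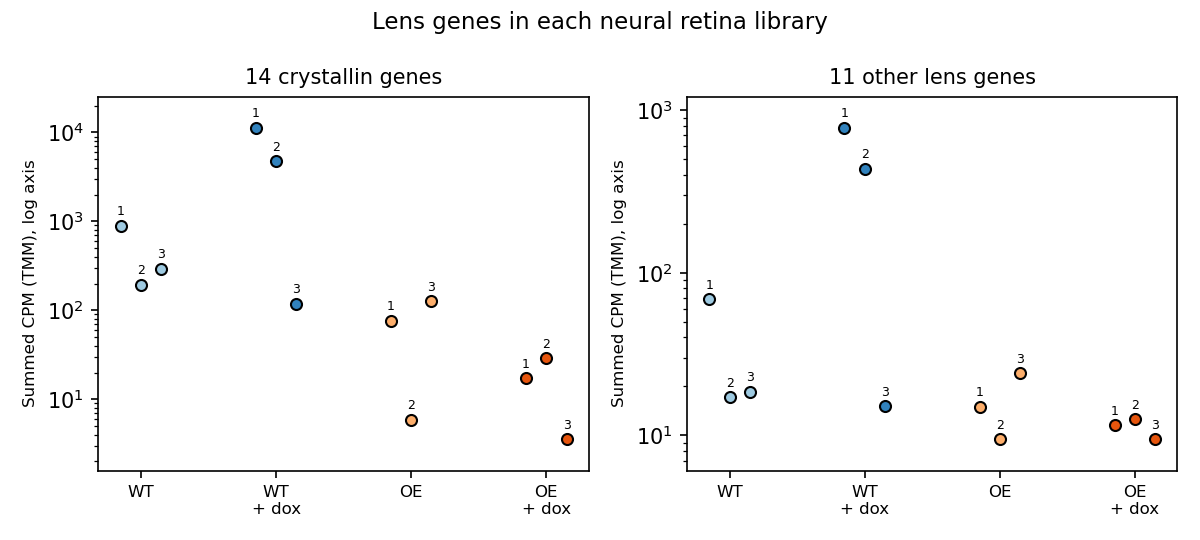
Summed CPM (TMM) of the 14 lens crystallins and of 11 other lens genes in each neural retina, on log axes, for wildtype (WT) and PRDM13-OE (OE) mice with and without dox, with points numbered by mouse. Wildtype retinas 1 and 2 with dox have 11313 and 4722 CPM of crystallin transcripts, and wildtype retina 3 with dox has 118 CPM.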

Studies of *Nr2e3^rd7/rd7^* mice, which have a loss of *Nr2e3* expression, found altered expression of genes important for phototransduction and photoreceptor health within the retina.^16^^,^^36^^,^^37^ This includes direct regulation of *Opn1sw*, *Gnb3*, and *Gnat2*, and indirect regulation of *Guaca1a*, *Cryaa*, and *Crygb.*^15^ Each of these genes were found to be downregulated in our RNA sequencing dataset with elevated *PRDM13* expression. We further validated that NR2E3 protein is reduced when *PRDM13* is elevated (3 days of dox), and remained reduced after the removal of dox. NR2E3 is expressed in the photoreceptor ONL,^38^ and the decrease over time is likely due to photoreceptor degeneration in our PRDM13-OE retinas. We also discovered an increase in *Pde6c* after elevation of *PRDM13*, which has been shown in the *Nr2e3^rd7/rd7^* mice to be mis-expressed in rod photoreceptors.^27^^,^^28^ Although immunostaining showed an increase in PDE6C in the PRDM13-OE retinas compared with wildtype littermates, it did not appear to be expressed in the rhodopsin^+^ rod photoreceptors. Future studies are needed to determine whether NR2E3 is directly or indirectly interacting with PRDM13.

A recent study investigating PRDM13’s role in eye field specification showed that PRDM13 is able to activate the WNT/β-catenin signaling pathway at the initiation of retinal differentiation using mouse retinal organoids.^39^ 

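Both Wnt genes called lower had most of their counts in 2 wildtype retinas with dox. Wnt7b (ENSMUSG00000022382, chromosome 15, 85419638 to 85466674) had between 1 and 2 counts in the PRDM13-OE and between 2 and 446 in the wildtype retinas with dox, at least 96.2-fold lower on average (edgeR adjusted p = 0.00538). Wnt7a (ENSMUSG00000030093, chromosome 6, 91340963 to 91388345) had at most 1 count in the PRDM13-OE and between 1 and 82 in the wildtype retinas with dox, at least 14.1-fold lower (edgeR adjusted p = 0.0105), and was called in 3 of the 6 fits that each left out 1 retina. Wildtype retina 3, which had the least lens crystallin of its group, gave the lowest count of both. With the crystallin level as covariate, the log2-fold change was 0.68 for Wnt7b and 0.41 for Wnt7a.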

In our current study, GO analysis for biological processes using the downregulated DEGs from our neural retina RNA sequencing dataset returned WNT signaling as a significant biological process. The difference between activation of the WNT/β-catenin pathway during retinal development versus repression of this pathway in the mature retina suggests that PRDM13 has different regulatory actions during retinal development and within the mature retina. However, our data further strengthen the association between PRDM13 and the regulation of WNT signaling within the retina. This finding stresses the need for continued investigation into PRDM13’s direct gene regulatory targets to define its role during retinal development, maturation, and maintenance.

Overall, our mouse model has shown that *PRDM13* plays an important role in the mammalian retina, particularly for phototransduction and photoreceptor health. This model system can now be used to further elucidate the direct and indirect targets of PRDM13 that impact photoreceptor maturation, maintenance and function during mammalian retinal development and in retinal degeneration.

## Supplementary Material

Supplement 1

Supplement 2

Supplement 3

# Supplementary material for: Elevated PRDM13 Disrupts Photoreceptor Function and Survival in the Mammalian Retina
**Source:** Invest Ophthalmol Vis Sci. 2025 Aug 18;66(11):38. doi: 10.1167/iovs.66.11.38
**Supplement:** Supplement 1

**TITLE: Elevated PRDM13 disrupts photoreceptor function and survival in the mammalian retina**

**AUTHORS:** Emily R. Nettesheim<sup>1</sup>, Ashley A. Rowe<sup>1</sup>, Tiffany Yee<sup>1</sup>, Ahmed Alshaikhsalama<sup>1</sup>, Tyler Cepica<sup>1</sup>, Vijaya Dutt<sup>1</sup>, Samita S. Virani<sup>1</sup>, Glen Wickersham<sup>1</sup>, Vinit B. Mahajan<sup>2,3</sup>, Kent W. Small<sup>4</sup>, Katherine J. Wert<sup>1,5,6,7\*</sup>

<sup>3</sup> Veterans Affairs Palo Alto Health Care System, Palo Alto, CA, USA

**Supplemental File Word Count:** 236.

**Funding:** KJW is supported by the National Eye Institute (R21EY034597, R01EY037077, R01EY036043, P30EY030413), the Department of Ophthalmology Pilot Grant Award funds, a Department Challenge Grant from the Research to Prevent Blindness, Inc., and gifted funds from the Van Sickle Family Foundation. ERN, AAR, and TY are supported by the National Institute of Health (5T32GM131945). AAR is supported by the National Eye Institute (1F31EY036730). TY is supported by the UT Southwestern Medical Center Hamon Center for Regenerative Science and Medicine Fellowship. VD and SSV are supported by the UT Southwestern Medical Center Green Fellowship Program. GW is supported by the UT Southwestern Medical Center Summer Undergraduate Research Fellowship Program. VBM is supported by NIH grants (R01EY031952, R01EY031360, R01EY030151, and P30EY026877), the Stanford Center for Optic Disc Drusen, and Research to Prevent Blindness, New York, New York.

**CONFLICT OF INTEREST STATEMENT.** Kent W. Small holds United States Patent No: US 10,973,855 B2, April 13, 2021, Methods for Treating Macular Degeneration. All other authors have declared that no conflict of interest exists.

## SUPPLEMENTAL METHODS

*Doxycycline (dox) administration during embryonic development.* Timed matings were set-up between wildtype female mice and male PRDM13-OE mice. Embryonic day (E) 0.5 was determined by the presence of a copulatory plug. When embryos reached E13.5, the pregnant female was given water containing 0.5mg/mL dox (Sigma-Aldrich, D9891-100G) and 10% sucrose (Sigma-Aldrich, S0389-1KG) for 24 hours *ad libitum* in a red tinted water bottle.

*C-wave electroretinography (ERG).* C-wave ERG recordings were collected on the Celeris ERG system from Diagnosys, LLC (Lowell, MA, USA) following previously published methods.<sup>19</sup> An average of five sweeps were recorded per eye.

*Histopathology.* Mice were taken to the University of Texas Southwestern Medical Center Animal Resource Center (ARC) Diagnostics Laboratory, where they were assessed for any gross phenotypic abnormalities, followed by collection of the tissues of interest – brain, heart, lung, liver, kidney, spleen, pancreas, intestines, and stomach. Tissues were dehydrated using alcohol, paraffin embedded and sectioned using a microtome. Sections were then stained with hematoxylin and eosin (H&E) and sent for analysis by the ARC Diagnostic Laboratory's pathologist.

*Body weight measurement.* Female PRDM13-OE and wildtype littermates were given 2mg/mL dox + 10% sucrose in a red tinted water bottle *ad libitum* for 0-10 days. Body weight, in grams, was recorded on a standard lab balance one-week post-removal of dox (1 month of age), three weeks post-removal of dox (2 months of age), and seven weeks post-removal of dox (3 months of age).

# FIGURES

## Supplemental Figure 1

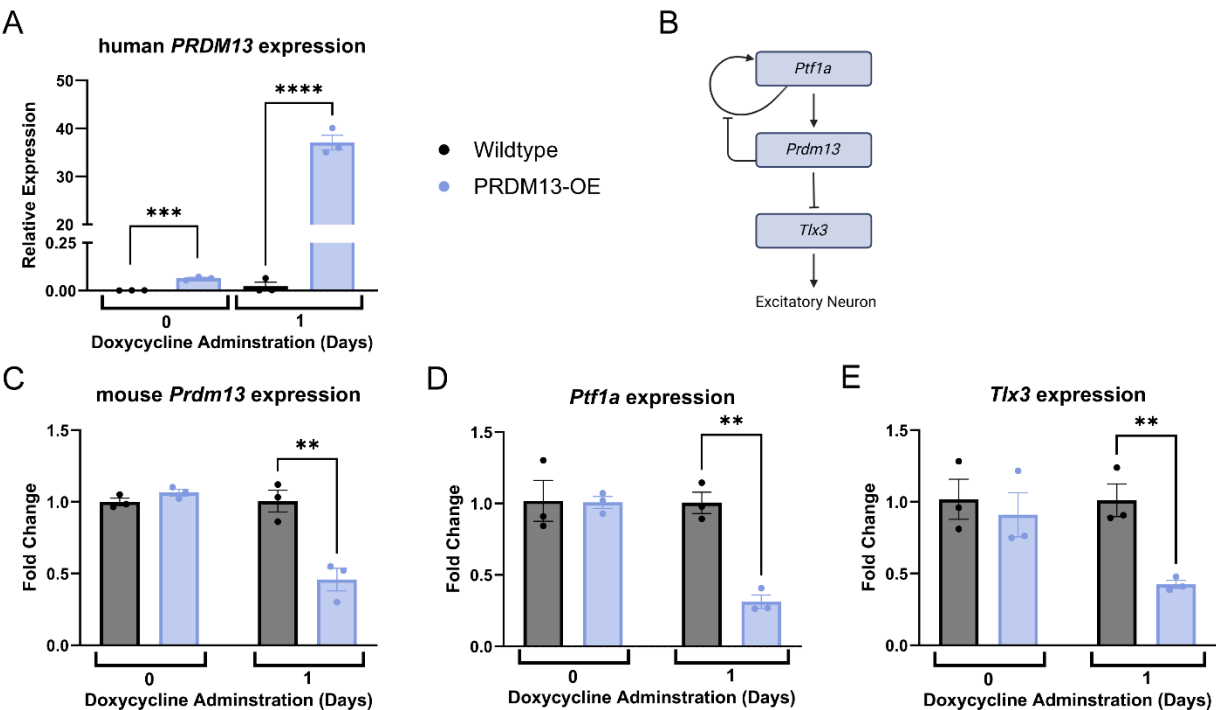

**Figure S1. Exogenous *PRDM13* expression leads to inhibition of *Ptf1a*, *Prdm13* and *Tlx3***

**expression in the developing retina.** Pregnant female mice carrying litters of wildtype and PRDM13-OE embryos were either untreated or treated with 0.5mg/mL dox and 10% sucrose for 24-hours from E13.5 to E14.5. **(A)** Embryonic retina samples were analyzed by qPCR for human *PRDM13* expression. **(B)** Schematic of known gene regulation up- and down-stream of *Prdm13*. Relative expression of **(C)** *Prdm13*, **(D)** *Ptf1a*, and **(E)** *Tlx3* in the same embryonic retinal tissue used to assess *PRDM13* expression in **(A)**. Data was analyzed by unpaired t-test between the wildtype and PRDM13-OE groups that received the same amount of dox. Error bars = SD. \*\*,  $p < 0.01$ ; \*\*\*,  $p < 0.001$ ; \*\*\*\*,  $p < 0.0001$ . N = 3 biological replicates, each an average of 3 technical replicates.

94 **Supplemental Figure 2**

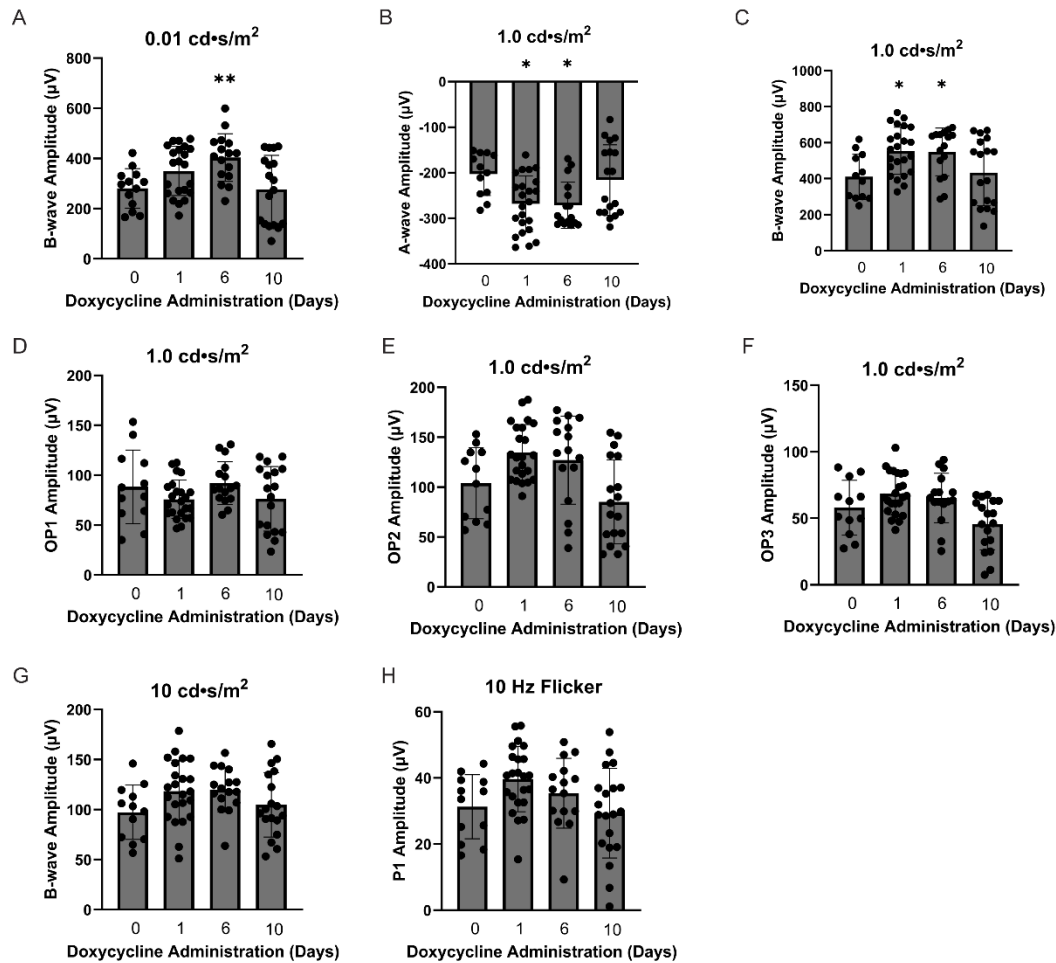

96 **Figure S2. Administration of dox does not cause adverse visual function outcomes in**

97 **wildtype mice.** Wildtype mice were provided dox for zero, one, six or ten days beginning at

98 post-natal day (P)28. Scotopic and photopic ERG was performed one-week post-removal of

99 dox. Amplitudes for scotopic (A) 0.01 cd•s/m<sup>2</sup> b-wave, (B) 1.0 cd•s/m<sup>2</sup> a-wave, (C) 1.0 cd•s/m<sup>2</sup> b-

100 wave, (D) 1.0 cd•s/m<sup>2</sup> oscillatory potential (OP)1, (E) OP2, (F) OP3, and photopic (G) 10 cd•s/m<sup>2</sup>

101 b-wave and (H) 10 Hz flicker. Data was analyzed by one-way ANOVA with Dunnett's multiple

102 comparisons test. Error bars = SD. Significance is shown between the wildtype group without

103 dox to each dox group. \*, p<0.05; \*\*, p<0.01. N ≥ 13 eyes.

Supplemental Figure 3

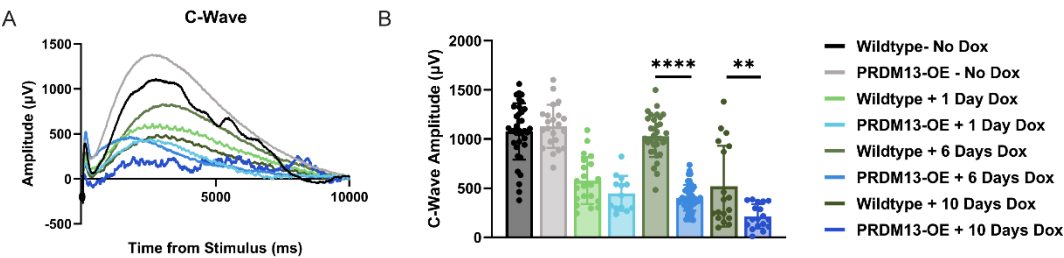

**Figure S3. Retinal pigment epithelial (RPE)/photoreceptor function is reduced with elevated *PRDM13* for greater than six days.** PRDM13-OE mice and wildtype littermates were untreated or provided dox for one, six or ten days beginning at P28. Mice underwent c-wave ERG at two months of age. **(A)** Representative traces from a single mouse, and **(B)** ERG amplitudes for the cohort of mice. Data was analyzed by one-way ANOVA with Tukey's multiple comparison's test. Error bars = SD. Significance is shown for PRDM13-OE mice compared to their respective wildtype control for each group. \*\*,  $p < 0.01$ ; \*\*\*\*,  $p < 0.0001$ .  $N \geq 13$  eyes.

128 **Supplemental Figure 4**

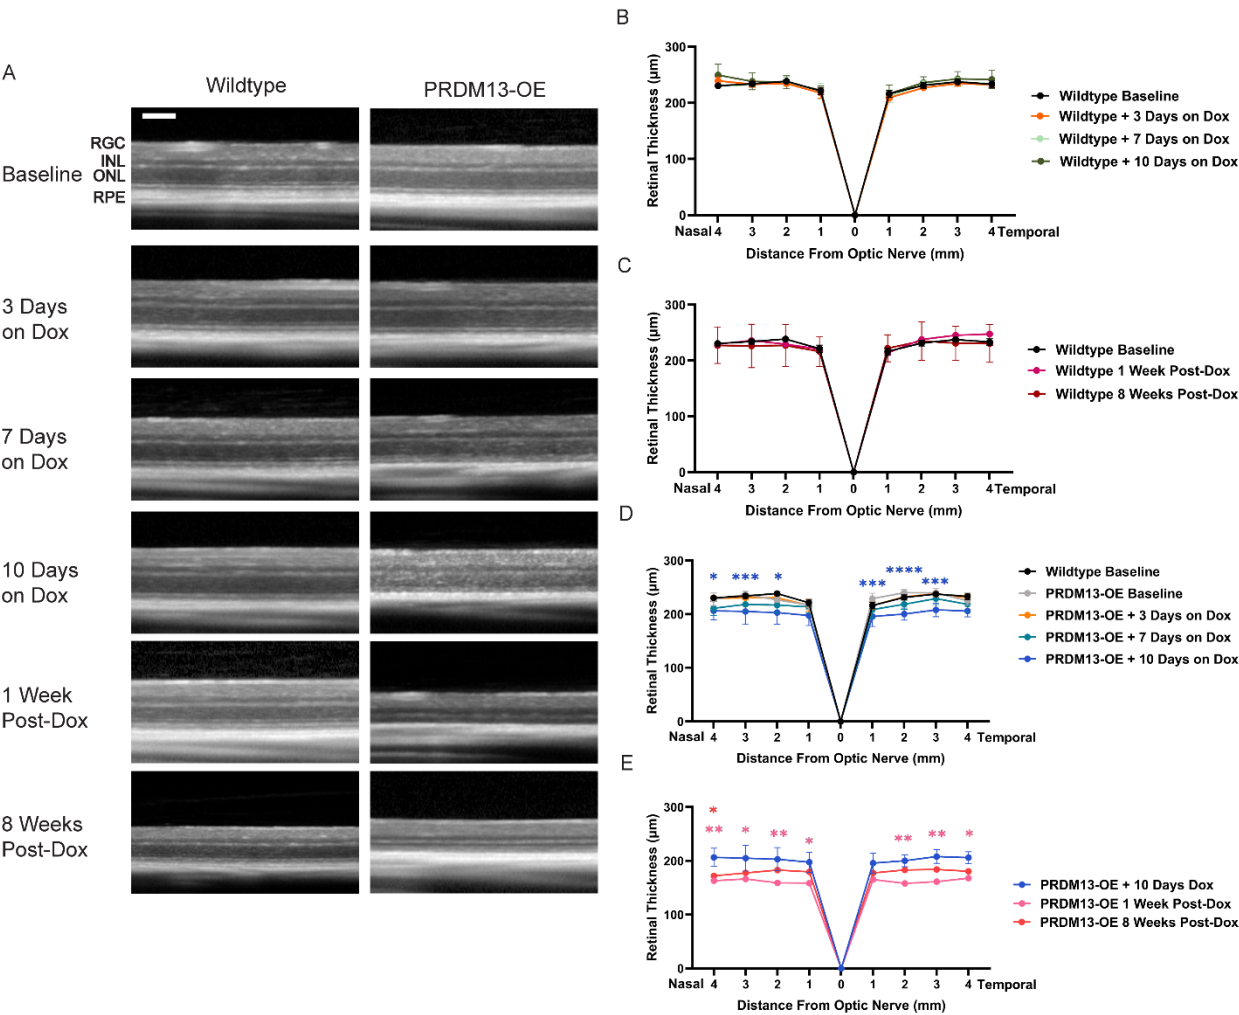

129

130 **Figure S4. Elevated *PRDM13* causes retinal degeneration but stabilizes when *PRDM13* is**

131 **no longer dysregulated. (A)** Representative OCT images collected before, during and after

132 administration of dox in the same wildtype and PRDM13-OE mice over time. Scale bar = 1µm.

133 RGC, retinal ganglion cells; INL, inner nuclear layer; ONL, outer nuclear layer; RPE, retinal

134 pigment epithelium. Total retinal thickness (TRT) measurements were collected spanning 1mm

135 distances from the optic nerve head (ONH) for **(B-C)** wildtype and **(D-E)** PRDM13-OE mice

136 before, during, and after dox administration. Data was analyzed by two-way ANOVA with

137 Tukey's multiple comparison's test. Error bars = SD. Significance is shown against the **(B-D)**

baseline group or **(E)** PRDM13 + 10 Days Dox, with asterisks colored to match the experimental group they represent. N ≥ 3 mice per group. \*, p<0.05; \*\*, p<0.01; \*\*\*, p<0.001; \*\*\*\*, p<0.0001.

**Supplemental Figure 5**

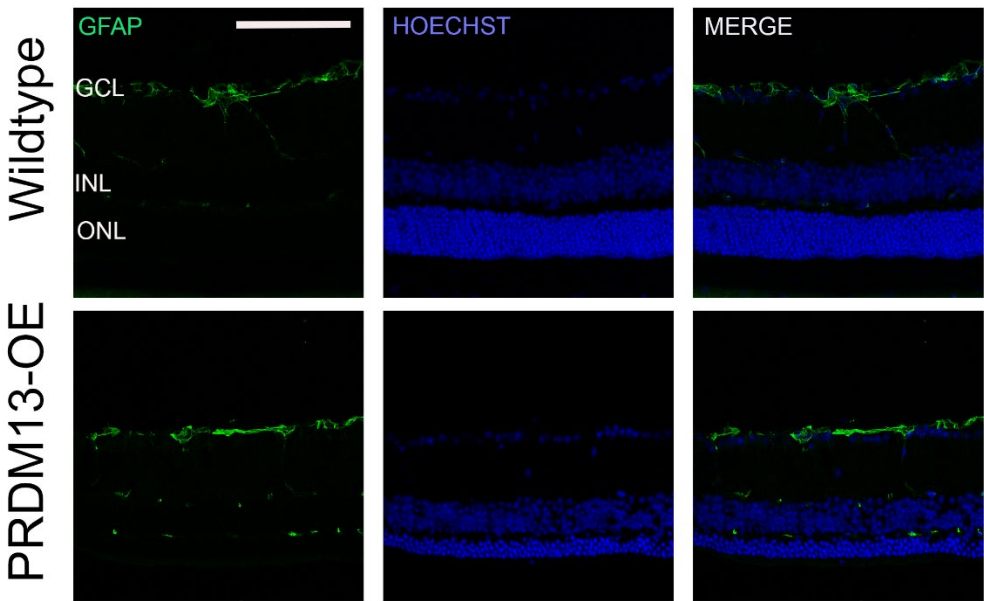

**Figure S5. Glial activation is no longer detectable three months post-removal of dox.**

Representative retinal sections for wildtype and PRDM13-OE mice which had received dox for ten days beginning at P28 and immunostained for glial fibrillary acidic protein (GFAP, green) three months post-removal of dox. Three biological replicates with three technical replicates each were analyzed. Scale bar = 100 $\mu$ m. Hoescht, nuclei (blue). GCL, ganglion cell layer; INL, inner nuclear layer; ONL, outer nuclear layer.

Supplemental Figure 6

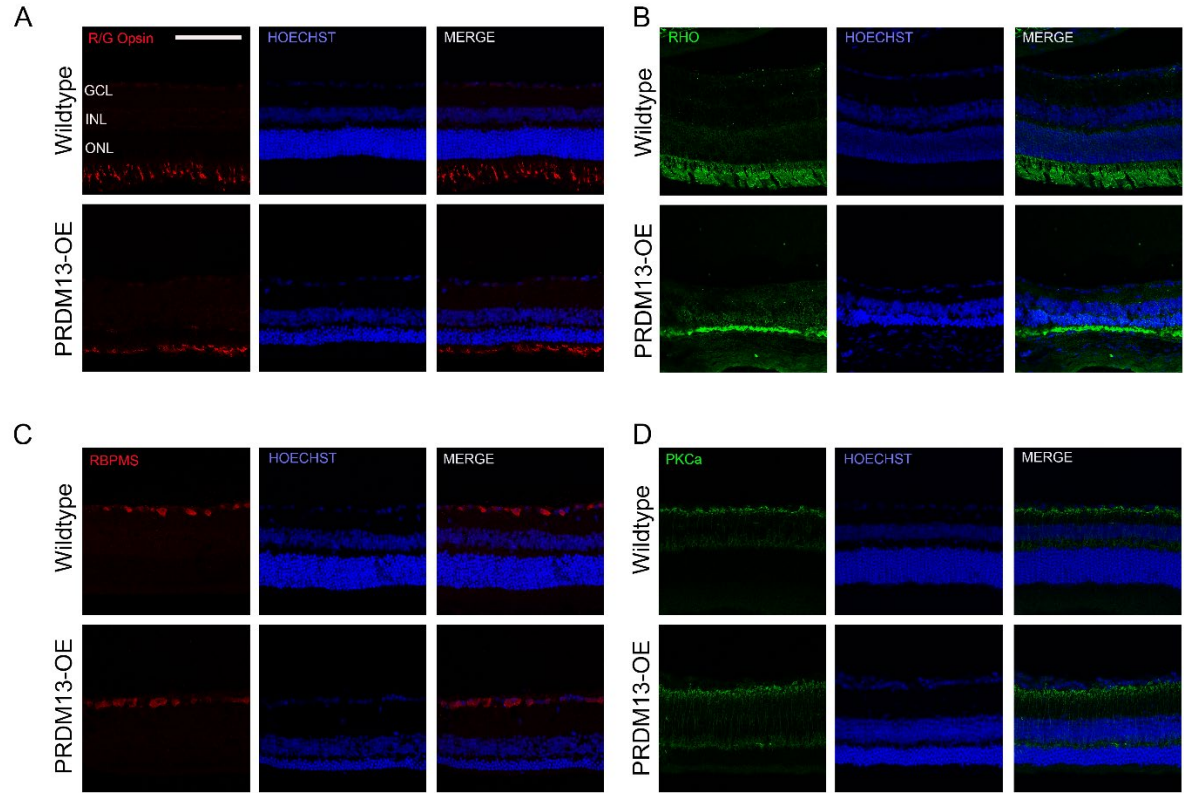

**Figure S6. Elevated *PRDM13* does not cause large-scale morphological abnormalities of**

**ganglion or bipolar cells.** Representative retinal sections for PRDM13-OE mice and wildtype

littermates provided dox beginning at P28 for ten days, then retinas were collected eleven weeks

post-removal of dox. Retinas were stained for **(A)** R/G opsin (red), **(B)** Rhodopsin (green), **(C)**

RBPMS (red) or **(D)** PKCα (green) and Hoechst for nuclei (blue). Three biological replicates with

three technical replicates each were analyzed. Scale bar = 100μm. GCL, ganglion cell layer;

INL, inner nuclear layer; ONL, outer nuclear layer.

Supplemental Figure 7

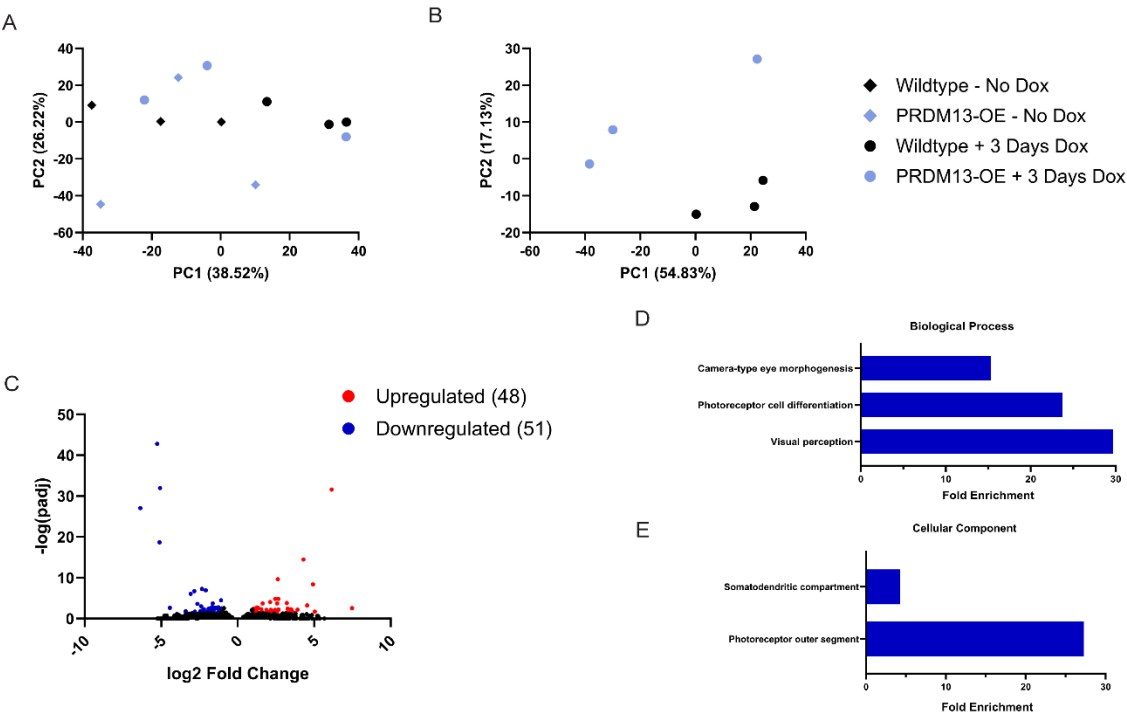

**Figure S7. Elevated *PRDM13* minimally alters gene expression of the RPE, choroid, and sclera.** Using the same samples for neural retina dissection in Figure 6 (PRDM13-OE mice and wildtype littermates that were untreated or treated with dox for three days beginning at P28), eye cups containing the choroid, sclera and retinal pigment epithelium were collected, RNA was isolated, and RNA-sequencing was performed. **(A)** Principal component analysis (PCA) plot for all biological replicates and control groups. **(B)** PCA plot for PRDM13-OE and wildtype littermates treated with dox. **(C)** PRDM13-OE and wildtype retinas that both received dox were compared for differential gene expressions. Upregulated (red, 48 genes) and downregulated (blue, 51 genes) genes were determined using a  $\log_2$  fold change of greater than 1 or less than -1 and an adjusted  $p$ -value  $< 0.05$ . GO analysis for significantly downregulated genes highlights significant **(D)** Biological Processes and **(E)** Cellular Components affected by elevated *PRDM13*.

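In the PRDM13-OE compared with the wildtype eye cups with dox, the 13 RPE and pigment genes had a median log2-fold change of −0.05 (camera adjusted p = 0.638). They summed to 8037, 23061 and 9044 CPM in the PRDM13-OE eye cups and to 10226, 12539 and 22009 CPM in wildtype. The camera adjusted p of this list was 0.00372 without PRDM13-OE eye cup 2 and 0.0232 without wildtype eye cup 1. Fibroblast genes had a median of −0.20 (camera adjusted p = 0.202, and 0.000336 without PRDM13-OE eye cup 2). Endothelial genes had a median of 0.07, although camera gave their direction as lower (camera adjusted p = 0.0928). In that direction they passed without PRDM13-OE eye cup 2 (camera adjusted p = 0.000659) and without wildtype eye cup 1 (camera adjusted p = 0.0172). Skeletal muscle genes, at 1.64 (camera adjusted p = 5.7e-05), and surface epithelium genes, at 1.10 (camera adjusted p = 0.00205), were higher in PRDM13-OE. Neither of these passed 0.05 under fry or an estimated correlation, and the surface epithelium list did not pass without PRDM13-OE eye cup 1 (camera adjusted p = 0.342).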

Supplemental Figure 8

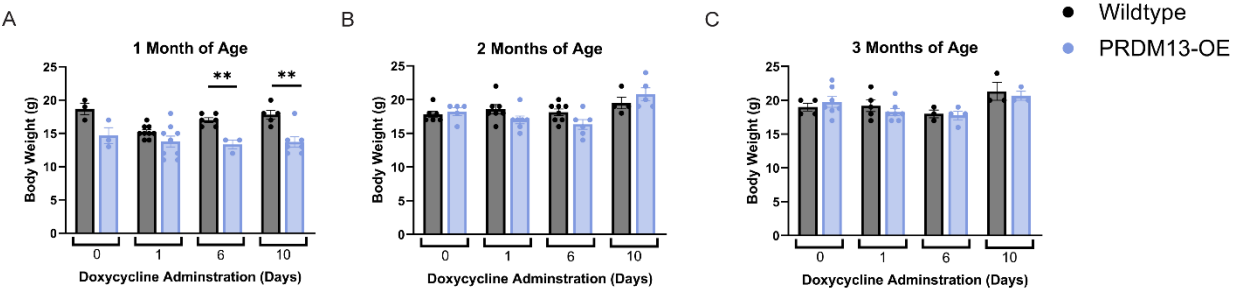

**Figure S8. Elevated *PRDM13* for six to ten days causes a transient reduction in body weight.** Female *PRDM13*-OE and wildtype littermates were provided dox for 0-10 days beginning at P28. Mice were weighed **(A)** one week post-removal of dox (1 month of age), **(B)** three weeks post-removal of dox (2 months of age), and **(C)** seven weeks post-removal of dox (3 months of age). Data was analyzed by unpaired t-test between wildtype and *PRDM13*-OE mice who had received the same amount of dox. Error bars = SD. \*\*,  $p < 0.01$ .  $N \geq 3$  mice.

## SUPPLEMENTAL TABLES

**Supplemental Table 1**

| Tissue     | Wildtype + 10 Days Dox (N=3)                                                                                          | PRDM13-OE + 10 Days Dox (N=4)                                                                                                                                          |
|------------|-----------------------------------------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Brain      | Morphologically normal (N=3)                                                                                          | Morphologically normal (N=4)                                                                                                                                           |
| Heart      | Morphologically normal (N=3)                                                                                          | Morphologically normal (N=3)<br>Small focal area of myofiber mineralization (N=1)                                                                                      |
| Lung       | Morphologically normal (N=3)                                                                                          | Morphologically normal (N=2)<br>Vessels are diffusely congested; Multifocal alveoli contain hemorrhage; occasional alveoli contain alveolar macs (N=2)                 |
| Liver      | Morphologically normal (N=3)                                                                                          | Morphologically normal (N=3)<br>Multifocal infiltrates with small numbers of mixed inflammatory cell infiltrates with hepatocellular necrosis (micro-abscess) in (N=1) |
| Kidney     | Morphologically normal (N=3)                                                                                          | Morphologically normal (N=4)                                                                                                                                           |
| Spleen     | Morphologically normal (N=3)                                                                                          | Morphologically normal (N=4)                                                                                                                                           |
| Pancreas   | Morphologically normal (N=2)<br>Scattered apoptosis of exocrine cells but no necrosis or atrophy; some mitosis (N=1)  | Morphologically normal (N=3)<br>Scattered apoptosis of exocrine cells but no necrosis or atrophy; some mitosis (N=1)                                                   |
| Intestines | Morphologically normal (N=2)<br>Mild multifocal hypertrophy of mucous cells in colon; however, no mucosal lumen (N=1) | Morphologically normal (N=4)                                                                                                                                           |
| Stomach    | Morphologically normal (N=3)                                                                                          | Morphologically normal (N=3)<br>Mild focal hyperplasia of non-glandular epithelium (N=1)                                                                               |

**Table S1. Histopathology shows no detectable adverse pathology following ten days of**

**elevated *PRDM13*.** PRDM13-OE mice and wildtype littermates were provided dox in the

drinking water beginning at P28 for ten days. Samples were collected on the tenth day, and

tissues were analyzed for gross abnormalities by eye and using H&E-stained sections.

Diagnostic results and sample sizes are provided within the table.

| Antibody                         | Company                              | Catalogue Number | Dilution     | Use               |
|----------------------------------|--------------------------------------|------------------|--------------|-------------------|
| RBPMS                            | Abcam                                | ab152101         | 1:100        | IHC               |
| GFAP                             | Sigma-Aldrich                        | MAB360           | 1:100        | IHC               |
| IBA1                             | Abcam                                | ab178846         | 1:400        | IHC               |
| PKC $\alpha$                     | Santa Cruz Biotechnology             | SC-8393          | 1:100        | IHC               |
| Calbindin                        | Thermo Fisher Scientific             | 702411           | 1:100/1:1000 | IHC/Western Blot  |
| Calretinin                       | Millipore                            | MAB1568          | 1:200/1:1000 | IHC/ Western Blot |
| GAD-6                            | Developmental Studies Hybridoma Bank | GAD-6            | 1:100/1:1000 | IHC/Western Blot  |
| PNA                              | Invitrogen                           | L32459           | 1:200        | IHC               |
| Rhodopsin                        | Millipore                            | MABN15           | 1:150        | IHC               |
| PDE6c                            | US Biological Life Sciences          | 039807           | 1:100        | IHC               |
| Goat anti-Rabbit Alexa Fluor 594 | Thermo Fisher Scientific             | A11012           | 1:1000       | IHC               |
| Goat anti-mouse Alexa Fluor 488  | Thermo Fisher Scientific             | A11001           | 1:1000       | IHC               |
| NR2E3                            | Proteintech                          | 14246-1-AP       | 1:1000       | Western Blot      |
| GNB3                             | Proteintech                          | 67497-1-IG       | 1:1000/1:100 | Western Blot/IHC  |
| Vinculin                         | Invitrogen                           | 14-9777-82       | 1:1000       | Western Blot      |
| IR Dye 800CW<br>Goat anti-mouse  | LICORbio                             | 926-32210        | 1:15000      | Western Blot      |
| IR Dye 680RD<br>Goat anti-rabbit | LICORbio                             | 926-68071        | 1:15000      | Western Blot      |

| Primer Target     | Forward Primer (5'-3')  | Reverse Primer (5'-3')    |
|-------------------|-------------------------|---------------------------|
| <i>U36b4</i>      | CGTCCTCGTTGGAGTGACA     | CGGTGCGTCAGGGATTG         |
| <i>Beta-actin</i> | CCAGAAGGACTGTTATGTGGGA  | GACTCCGTGTTCAATGGGATAC    |
| <i>PRDM13</i>     | GGTACCTTCAAGCTGGGCAA    | TAGAAGATCTGTCCTCCGGG      |
| <i>Prdm13</i>     | GTGGCAACAATGCACGGAAC    | CCTGCGATCTGACAGGTACT      |
| <i>Htra3</i>      | CTGCACACCATCCAGGACAT    | CAGTGGTTTCCCATGGCTGA      |
| <i>Nxn12</i>      | CCCCTACCGGCATGAACTG     | TGCTCTCTGTCACAGCATGG      |
| <i>Gnb3</i>       | CATCGCAGCTGAGACAGTGA    | AGGCACTTACGAGCAGCTTAG     |
| <i>Prdm1</i>      | CGTAGAAAAGGAGGGACCGC    | TTGGGGGCAGCCAAGGT         |
| <i>Nr2e3</i>      | AACTTCTAGCAAGCAGGCTACC  | GCTCATTCTGCACAGCATCTTG    |
| <i>Robo3</i>      | GAATCGCCGAGAGGAACCAA    | GCTACCAGCGTGTATTGACCT     |
| <i>Tulp1</i>      | GCCGAGATTAGCTAGGAAGGAAG | GGCGGGTCGCTGTTTGG         |
| <i>Pde6c</i>      | GGGGCAGACCATGTTCACTT    | TCTGTCCATCATAGGCTGACTCT   |
| <i>Ptf1a</i>      | AGGTTATCATCTGCCATCGAG   | GACACAAACTCAAAGGGTGGT     |
| <i>Tlx3</i>       | TGTCAACCTAAGCTTGGCCC    | GGCCGCCGCTGTGAA           |
| <i>Cckbr</i>      | CCAACAAATGTGGTCCGTGC    | AAAGCGGAGCCCTAGGTAGA      |
| <i>Mef2c</i>      | GAAGGGCCTCAATGGCTGT     | GGAGGTGGAACAGCACACAA      |
| <i>Vdr</i>        | CAAGGGTTTCTTCAGGCGGA    | TCATCTCTCGCTTACGCTGC      |
| <i>Tpm2</i>       | GGAAGCCCAAGCGGACAAGTA   | TTCTGTGCATAGACTTCATCTTCCA |
| <i>Ptn</i>        | CAAGCCTCAAGCGGAGTCA     | GCCCTTTTCCTGGTCCACAG      |
| <i>Npy</i>        | TACTCCGCTCTGCGACACTA    | GGAAGGGTCTTCAAGCCTTGTT    |
| <i>Th</i>         | CACCTATGCACTCACCCGAG    | TGCAAGTCCAATGTCCTGGG      |
| <i>Ebf3</i>       | GGGAACGGACTGCAAGCTAT    | TGAAGTCCGTCCTTGGATGC      |

245 **Table S3. Primer sequences.** Primer sequences used in the manuscript.

# Supplementary material for: Elevated PRDM13 Disrupts Photoreceptor Function and Survival in the Mammalian Retina
**Source:** Invest Ophthalmol Vis Sci. 2025 Aug 18;66(11):38. doi: 10.1167/iovs.66.11.38

# Western Blots, Raw Images

Groups: 0&3 day dox

Technical replicate: 1

Target: Top blot: Vinculin – Loading Control

Bottom blot: Gnb3

Imaging Type: Licor

Samples:

1. Ladder
2. WT, no dox, biological replicate 1
3. PRDM-OE, no dox, biological replicate 1
4. WT + 3 days dox, biological replicate 1
5. PRDM13-OE + 3 days dox, biological replicate 1
6. Ladder
7. WT, no dox, biological replicate 2
8. PRDM-OE, no dox, biological replicate 2
9. WT + 3 days dox, biological replicate 2
10. PRDM13-OE + 3 days dox, biological replicate 2
11. Ladder
12. WT, no dox, biological replicate 3
13. PRDM-OE, no dox, biological replicate 3
14. WT + 3 days dox, biological replicate 3
15. PRDM13-OE + 3 days dox, biological replicate 3

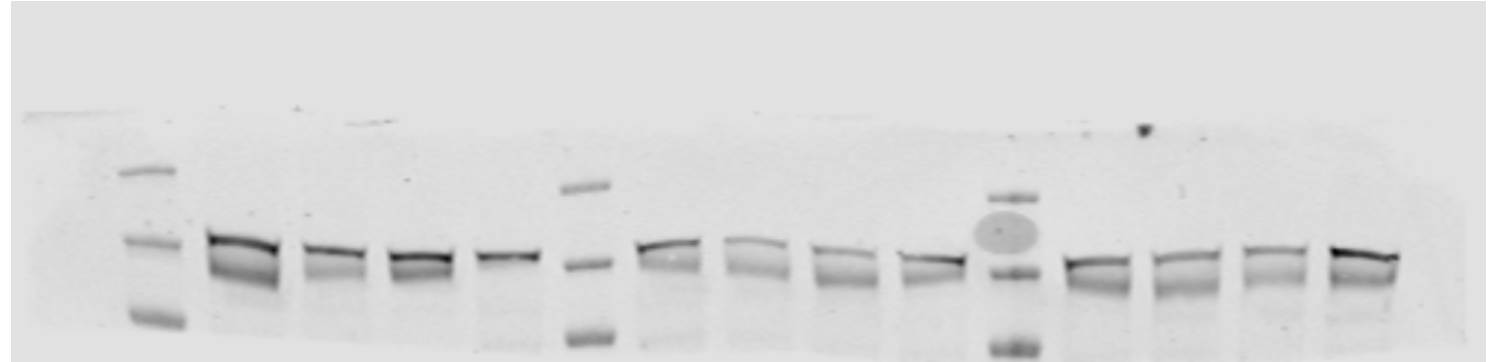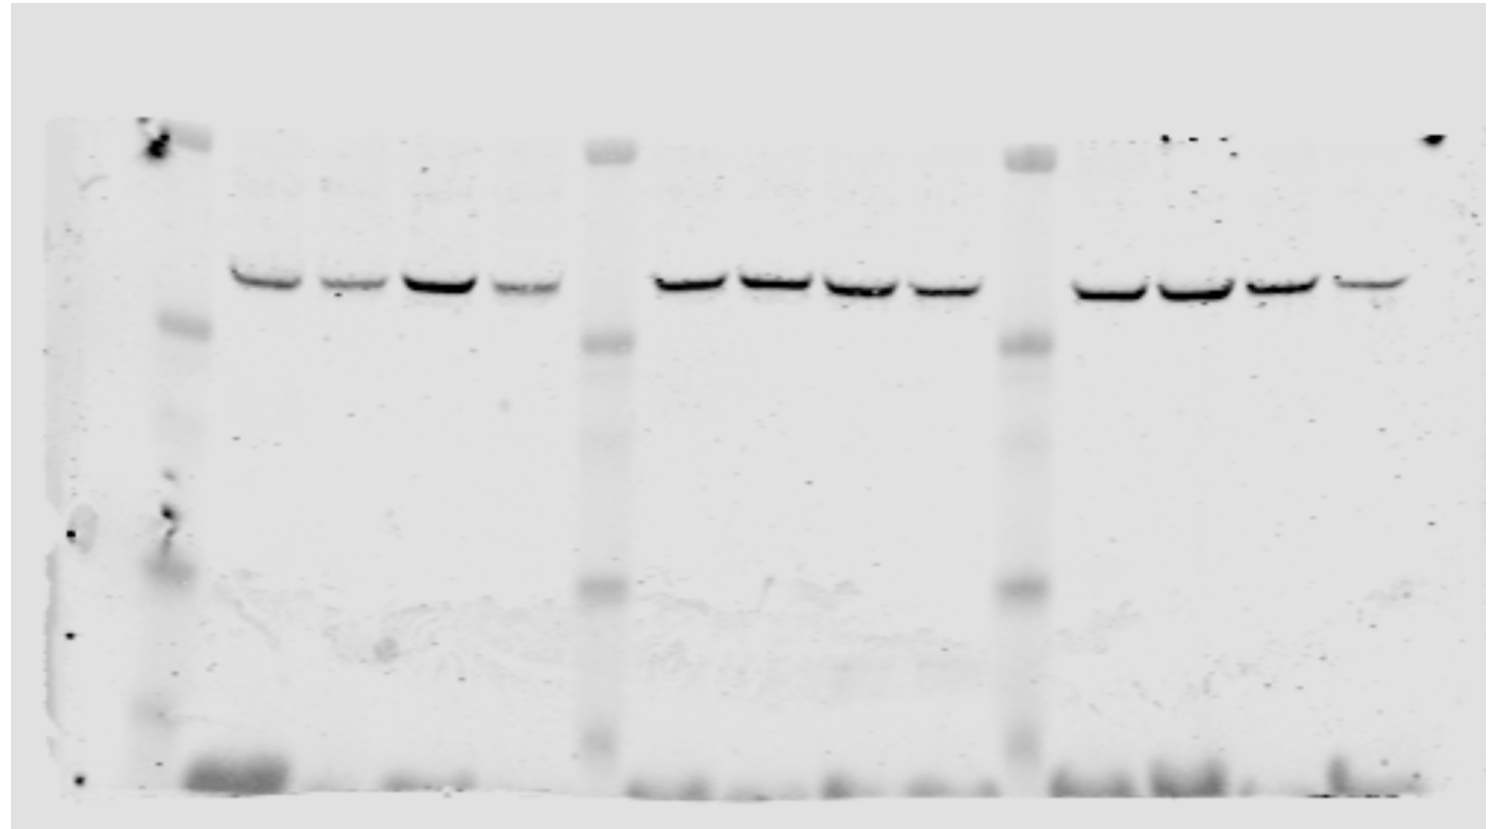

Groups: 10 day dox, 1 and 2 mo

Technical replicate: 1

Target: top Blot: Vinculin – Loading Control

Bottom Blot: Gnb3

Imaging Type: Licor

Samples:

1. Ladder
2. WT + 1 week after a 10 day dox treatment, biological replicate 1
3. PRDM13-OE + 1 week after a 10 day dox treatment, biological replicate 1
4. WT + 3 weeks after a 10 day dox treatment, biological replicate 1
5. PRDM13-OE + 3 weeks after a 10 day dox treatment, biological replicate 1
6. Ladder
7. WT + 1 week after a 10 day dox treatment biological replicate 2
8. PRDM13-OE + 1 week after a 10 day dox treatment, biological replicate 2
9. WT + 3 weeks after a 10 day dox treatment, biological replicate 2
10. PRDM13-OE + 3 weeks after a 10 day dox treatment, biological replicate 2
11. Ladder
12. WT + 1 week after a 10 day dox treatment biological replicate 3
13. PRDM13-OE + 1 week after a 10 day dox treatment, biological replicate 3
14. WT + 3 weeks after a 10 day dox treatment, biological replicate 3
15. PRDM13-OE + 3 weeks after a 10 day dox treatment, biological replicate 3

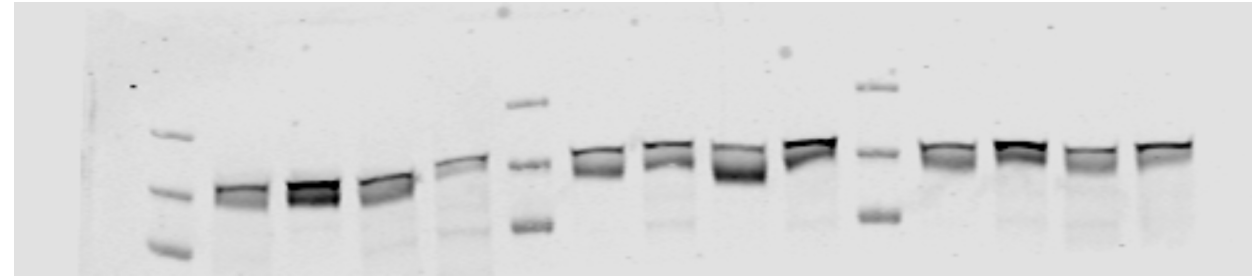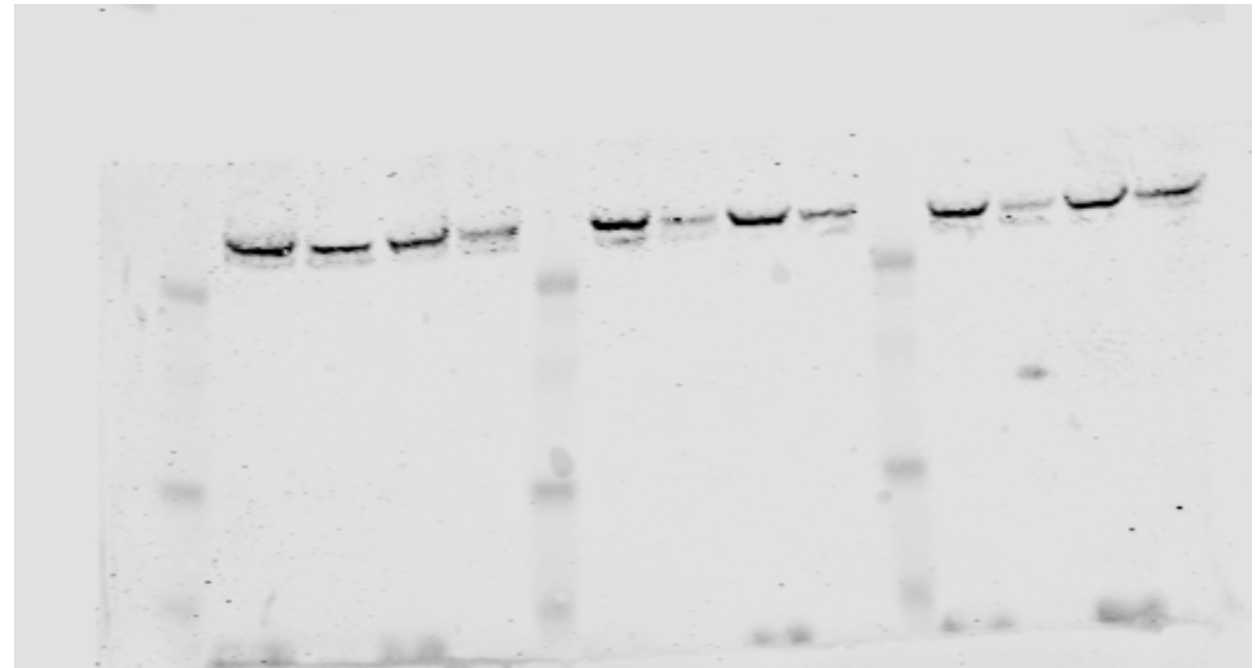

Groups: 0&3 day dox  
Technical replicate: 2  
Target: Top blot: Vinculin – Loading Control  
Middle blot: Nr2e3  
Bottom blot: Gnb3  
Imaging Type: Licor

Samples:

1. Ladder
2. WT, no dox, biological replicate 1
3. PRDM-OE, no dox, biological replicate 1
4. WT + 3 days dox, biological replicate 1
5. PRDM13-OE + 3 days dox, biological replicate 1
6. Ladder
7. WT, no dox, biological replicate 2
8. PRDM-OE, no dox, biological replicate 2
9. WT + 3 days dox, biological replicate 2
10. PRDM13-OE + 3 days dox, biological replicate 2
11. Ladder
12. WT, no dox, biological replicate 3
13. PRDM-OE, no dox, biological replicate 3
14. WT + 3 days dox, biological replicate 3
15. PRDM13-OE + 3 days dox, biological replicate 3

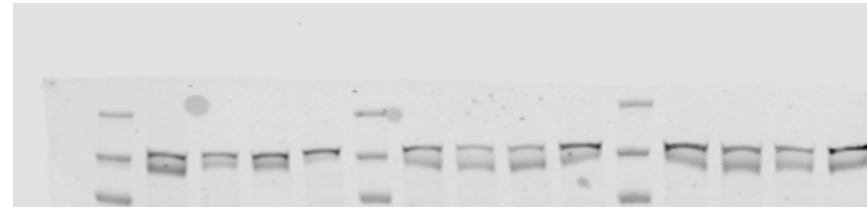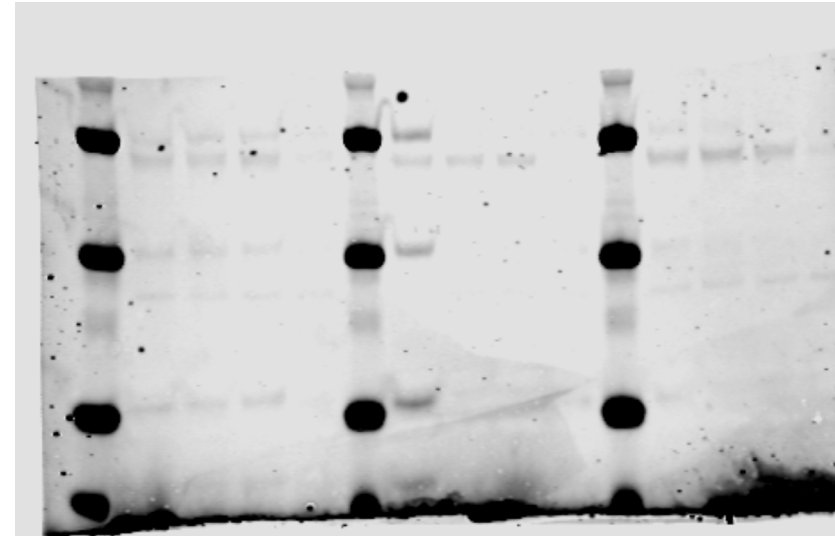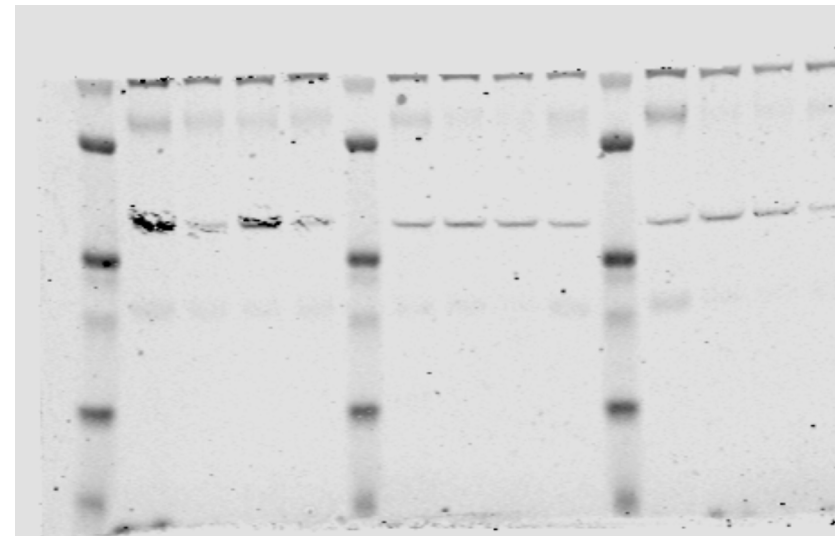

Groups: 10 day dox, 1 and 2 mo  
Technical replicate: 2  
Target: Top blot: Vinculin – Loading Control  
Middle blot: Nr2e3  
Bottom Blot: Gnb3  
Imaging Type: Licor

Samples:

1. Ladder
2. WT + 1 week after a 10 day dox treatment, biological replicate 1
3. PRDM13-OE + 1 week after a 10 day dox treatment, biological replicate 1
4. WT + 3 weeks after a 10 day dox treatment, biological replicate 1
5. PRDM13-OE + 3 weeks after a 10 day dox treatment, biological replicate 1
6. Ladder
7. WT + 1 week after a 10 day dox treatment biological replicate 2
8. PRDM13-OE + 1 week after a 10 day dox treatment, biological replicate 2
9. WT + 3 weeks after a 10 day dox treatment, biological replicate 2
10. PRDM13-OE + 3 weeks after a 10 day dox treatment, biological replicate 2
11. Ladder
12. WT + 1 week after a 10 day dox treatment biological replicate 3
13. PRDM13-OE + 1 week after a 10 day dox treatment, biological replicate 3
14. WT + 3 weeks after a 10 day dox treatment, biological replicate 3
15. PRDM13-OE + 3 weeks after a 10 day dox treatment, biological replicate 3

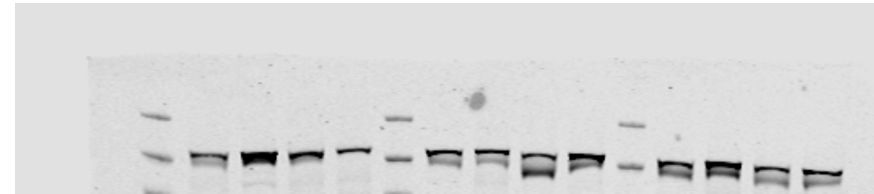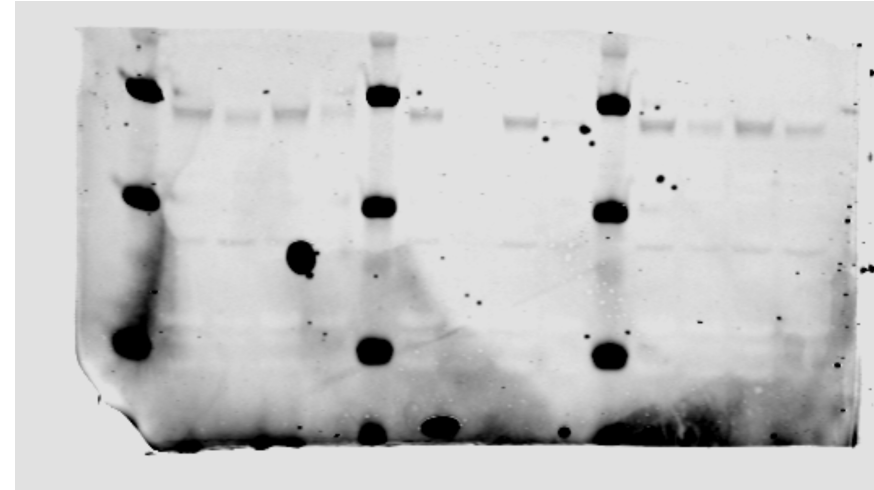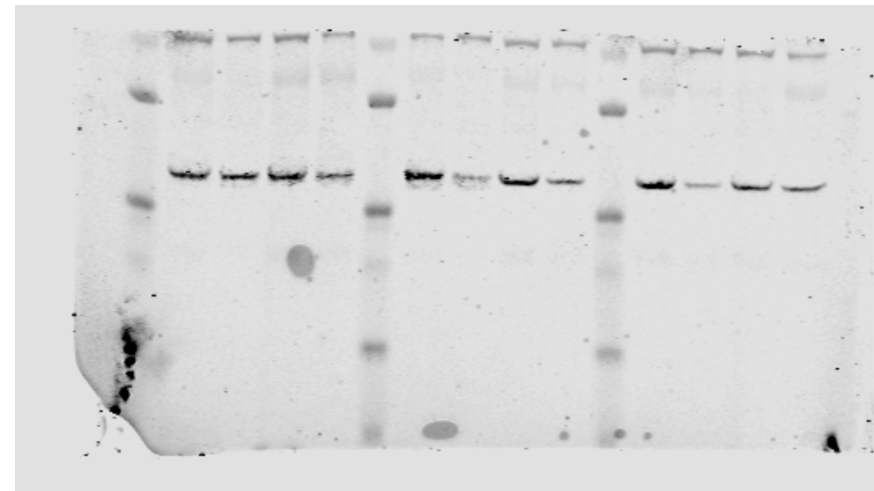

Groups: 0&3 day dox  
Technical replicate: 12/13  
Target: Top blot: Vinculin – Loading Control  
Bottom blot: Nr2e3  
Imaging Type: Licor

Samples:

1. Ladder
2. WT, no dox, biological replicate 1
3. PRDM-OE, no dox, biological replicate 1
4. WT + 3 days dox, biological replicate 1
5. PRDM13-OE + 3 days dox, biological replicate 1
6. Ladder
7. WT, no dox, biological replicate 2
8. PRDM-OE, no dox, biological replicate 2
9. WT + 3 days dox, biological replicate 2
10. PRDM13-OE + 3 days dox, biological replicate 2
11. Ladder
12. WT, no dox, biological replicate 3
13. PRDM-OE, no dox, biological replicate 3
14. WT + 3 days dox, biological replicate 3
15. PRDM13-OE + 3 days dox, biological replicate 3

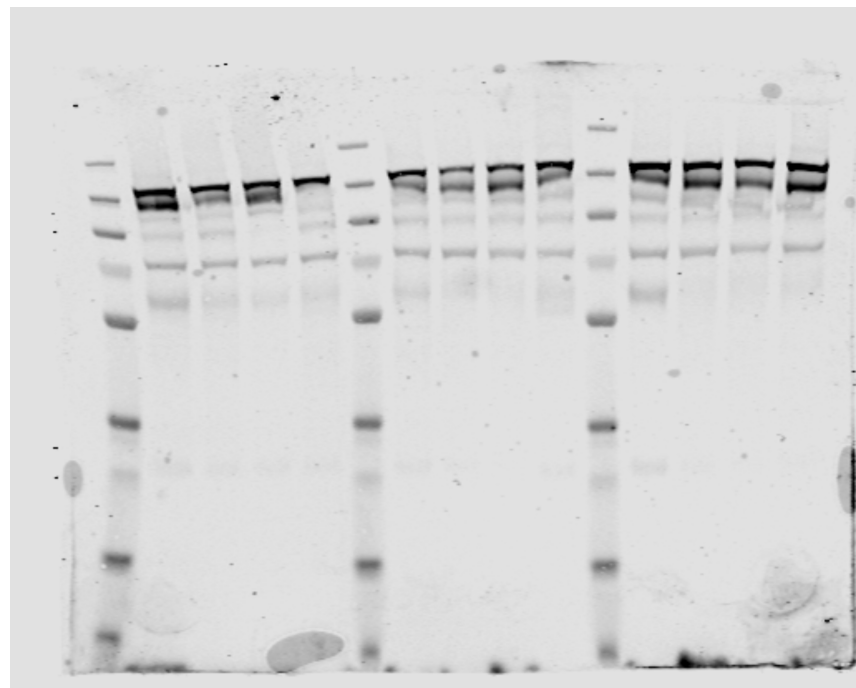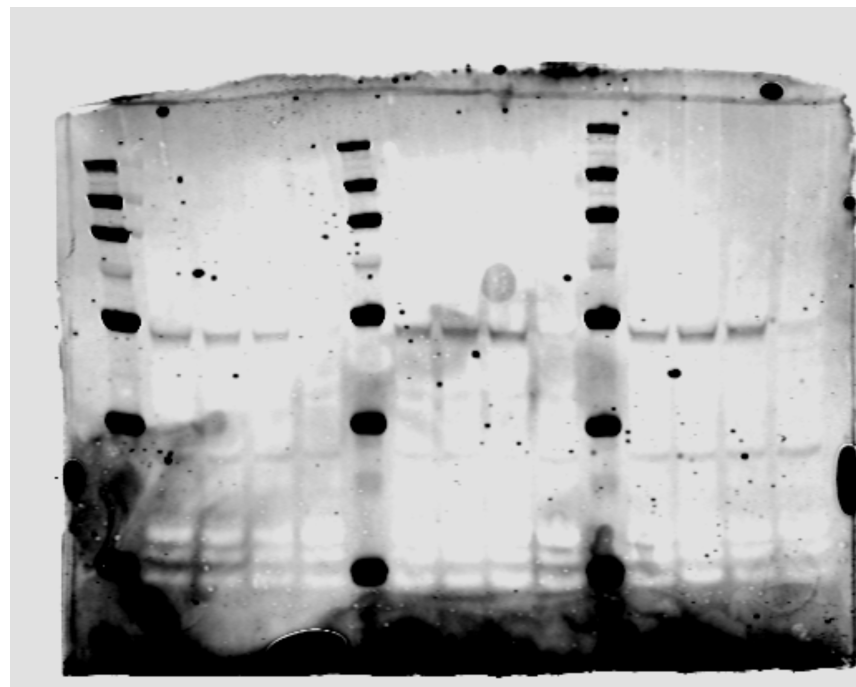

Groups: 10 day dox, 1 and 2 mo  
Technical replicate: 3  
Target: Top blot: Vinculin – Loading Control  
Bottom blot: Nr2e3  
Imaging Type: Licor

Samples:

1. Ladder
2. WT + 1 week after a 10 day dox treatment, biological replicate 1
3. PRDM13-OE + 1 week after a 10 day dox treatment, biological replicate 1
4. WT + 3 weeks after a 10 day dox treatment, biological replicate 1
5. PRDM13-OE + 3 weeks after a 10 day dox treatment, biological replicate 1
6. Ladder
7. WT + 1 week after a 10 day dox treatment biological replicate 2
8. PRDM13-OE + 1 week after a 10 day dox treatment, biological replicate 2
9. WT + 3 weeks after a 10 day dox treatment, biological replicate 2
10. PRDM13-OE + 3 weeks after a 10 day dox treatment, biological replicate 2
11. Ladder
12. WT + 1 week after a 10 day dox treatment biological replicate 3
13. PRDM13-OE + 1 week after a 10 day dox treatment, biological replicate 3
14. WT + 3 weeks after a 10 day dox treatment, biological replicate 3
15. PRDM13-OE + 3 weeks after a 10 day dox treatment, biological replicate 3

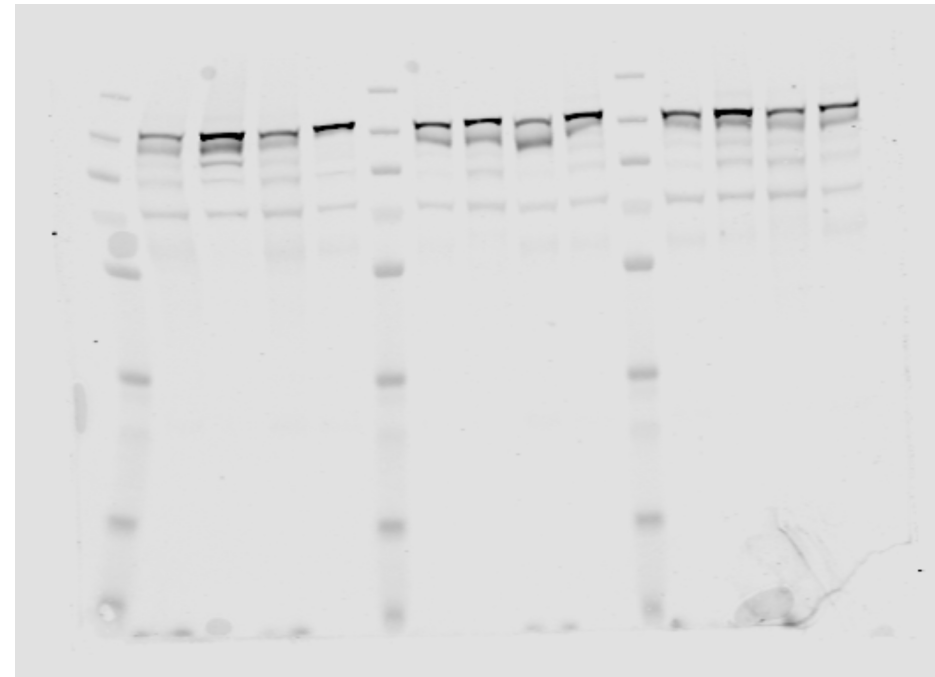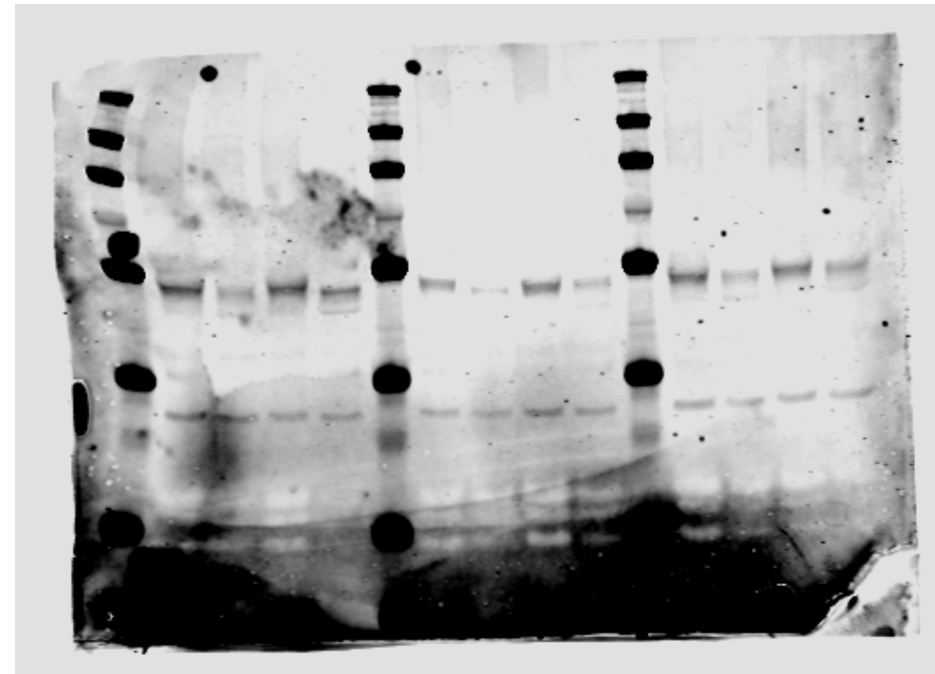

Groups: 0&3 day dox

Technical replicate: 1

Target: Top blot: Robo3

Bottom blot: Gapdh – Loading Control

Imaging Type: ECL

Samples:

1. Ladder
2. WT, no dox, biological replicate 1
3. PRDM-OE, no dox, biological replicate 1
4. WT + 3 days dox, biological replicate 1
5. PRDM13-OE + 3 days dox, biological replicate 1
6. Ladder
7. WT, no dox, biological replicate 2
8. PRDM-OE, no dox, biological replicate 2
9. WT + 3 days dox, biological replicate 2
10. PRDM13-OE + 3 days dox, biological replicate 2
11. Ladder
12. WT, no dox, biological replicate 3
13. PRDM-OE, no dox, biological replicate 3
14. WT + 3 days dox, biological replicate 3
15. PRDM13-OE + 3 days dox, biological replicate 3

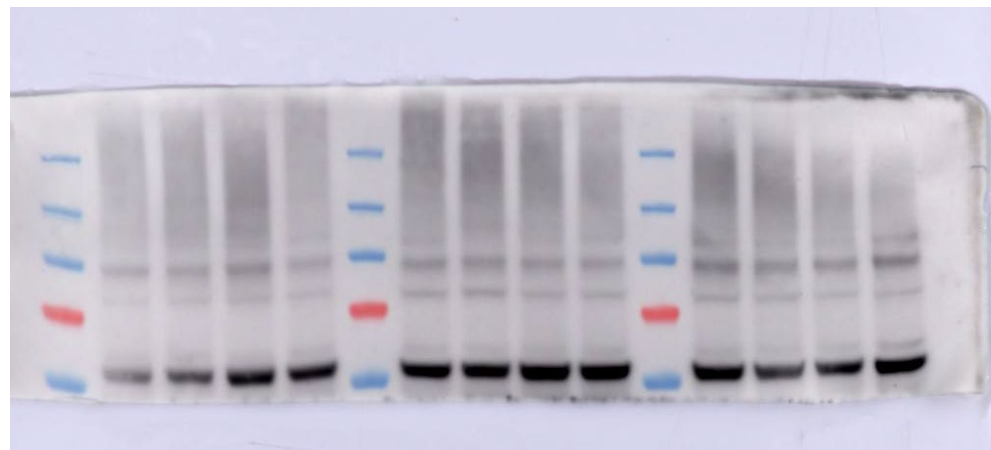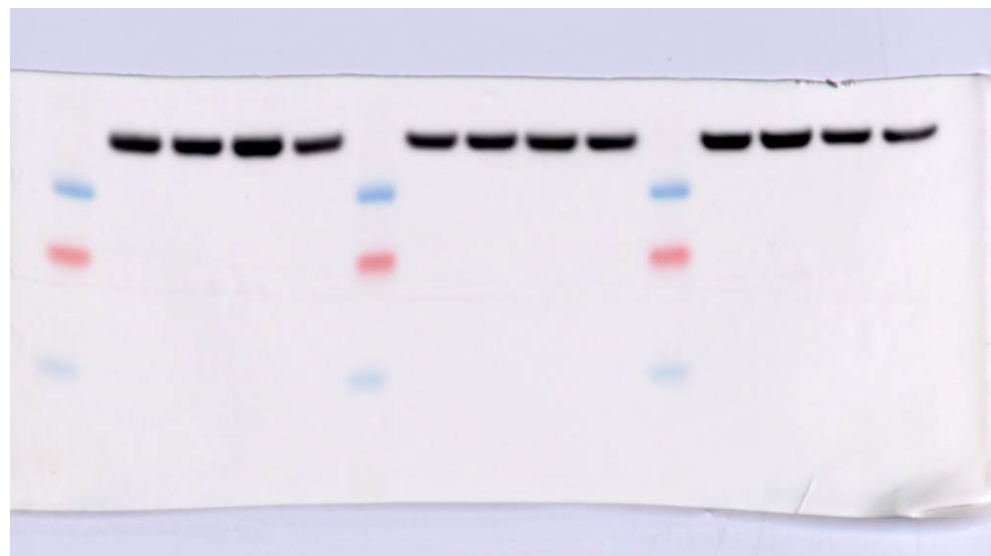

Groups: 0&3 day dox

Technical replicate: 2

Target: Top blot: Robo3

Bottom blot: Gapdh – Loading Control

Imaging Type: ECL

Samples:

1. Ladder
2. WT, no dox, biological replicate 1
3. PRDM-OE, no dox, biological replicate 1
4. WT + 3 days dox, biological replicate 1
5. PRDM13-OE + 3 days dox, biological replicate 1
6. Ladder
7. WT, no dox, biological replicate 2
8. PRDM-OE, no dox, biological replicate 2
9. WT + 3 days dox, biological replicate 2
10. PRDM13-OE + 3 days dox, biological replicate 2
11. Ladder
12. WT, no dox, biological replicate 3
13. PRDM-OE, no dox, biological replicate 3
14. WT + 3 days dox, biological replicate 3
15. PRDM13-OE + 3 days dox, biological replicate 3

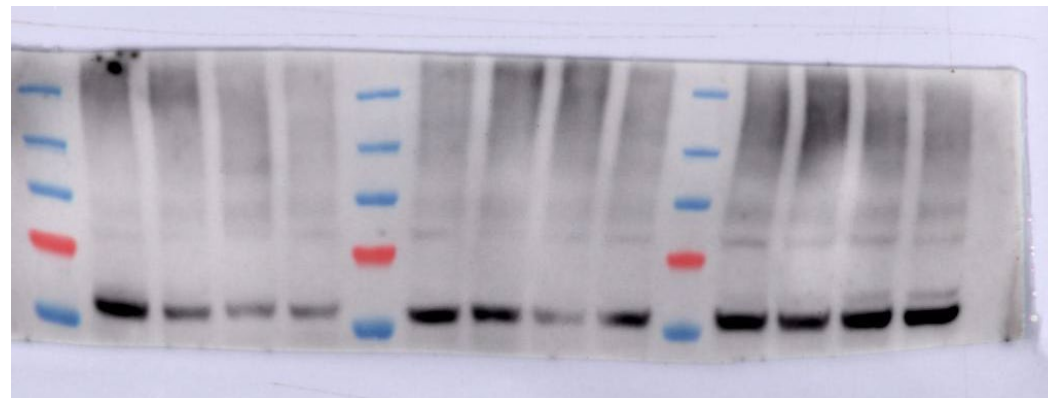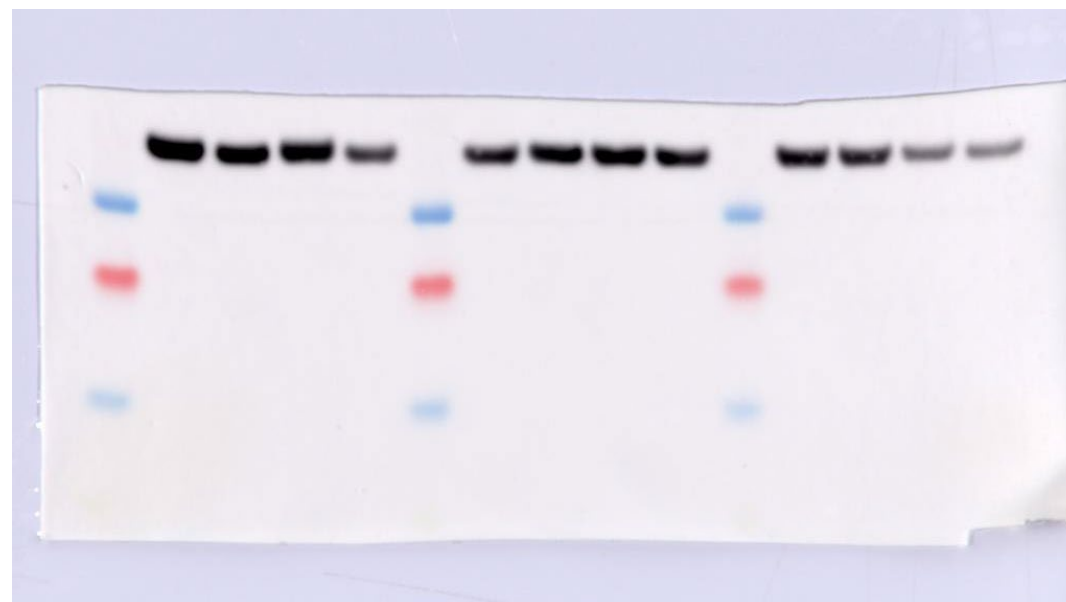

Groups: 10 day dox, 1 and 2 mo

Technical replicate: 1

Target: Top blot: Robo3

Bottom blot: Gapdh – Loading Control

Imaging Type: ECL

Samples:

1. Ladder
2. WT + 1 week after a 10 day dox treatment, biological replicate 1
3. PRDM13-OE + 1 week after a 10 day dox treatment, biological replicate 1
4. WT + 3 weeks after a 10 day dox treatment, biological replicate 1
5. PRDM13-OE + 3 weeks after a 10 day dox treatment, biological replicate 1
6. Ladder
7. WT + 1 week after a 10 day dox treatment biological replicate 2
8. PRDM13-OE + 1 week after a 10 day dox treatment, biological replicate 2
9. WT + 3 weeks after a 10 day dox treatment, biological replicate 2
10. PRDM13-OE + 3 weeks after a 10 day dox treatment, biological replicate 2
11. Ladder
12. WT + 1 week after a 10 day dox treatment biological replicate 3
13. PRDM13-OE + 1 week after a 10 day dox treatment, biological replicate 3
14. WT + 3 weeks after a 10 day dox treatment, biological replicate 3
15. PRDM13-OE + 3 weeks after a 10 day dox treatment, biological replicate 3

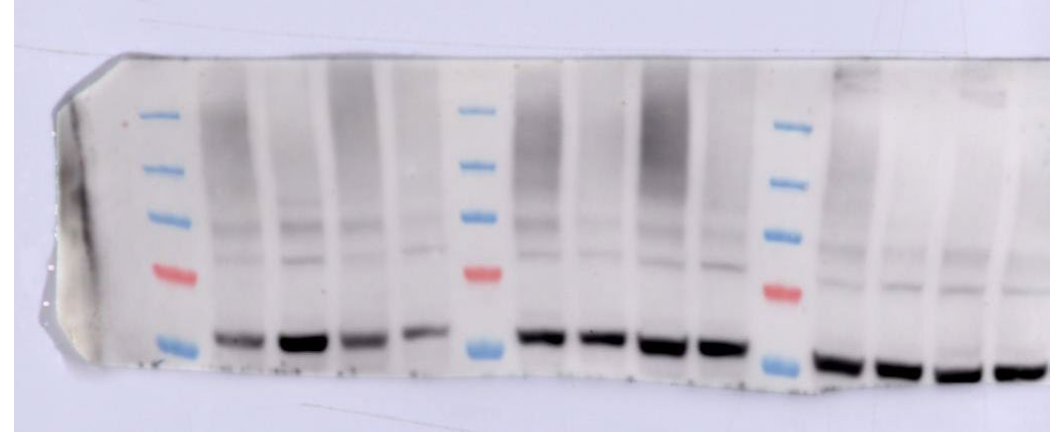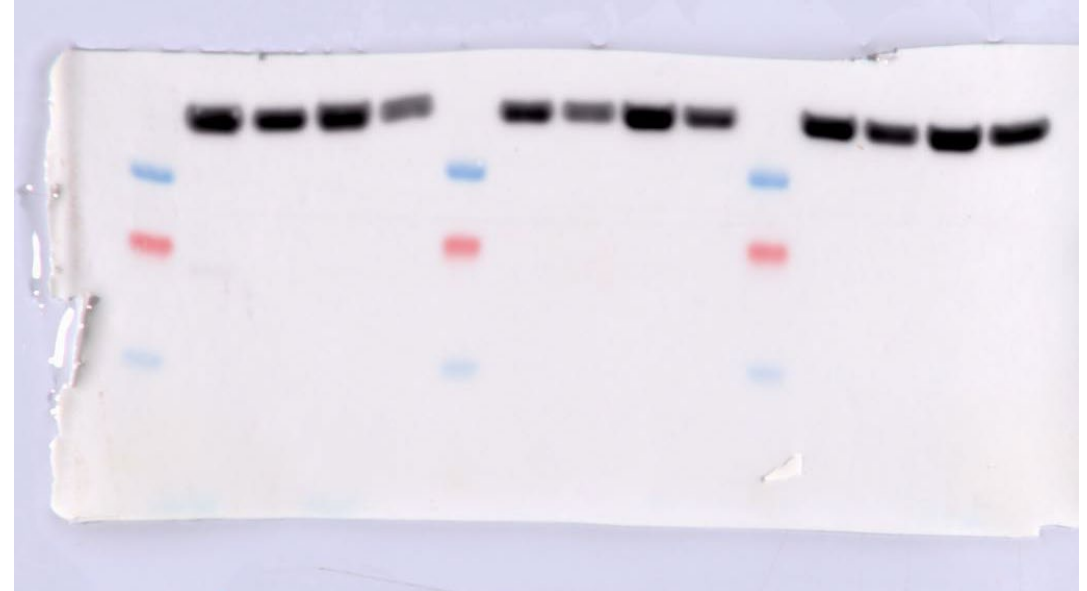

Groups: 10 day dox, 1 and 2 mo

Technical replicate: 2

Target: Top blot: Robo3

Bottom blot: Gapdh – Loading Control

Imaging Type: ECL

Samples:

1. Ladder
2. WT + 1 week after a 10 day dox treatment, biological replicate 1
3. PRDM13-OE + 1 week after a 10 day dox treatment, biological replicate 1
4. WT + 3 weeks after a 10 day dox treatment, biological replicate 1
5. PRDM13-OE + 3 weeks after a 10 day dox treatment, biological replicate 1
6. Ladder
7. WT + 1 week after a 10 day dox treatment biological replicate 2
8. PRDM13-OE + 1 week after a 10 day dox treatment, biological replicate 2
9. WT + 3 weeks after a 10 day dox treatment, biological replicate 2
10. PRDM13-OE + 3 weeks after a 10 day dox treatment, biological replicate 2
11. Ladder
12. WT + 1 week after a 10 day dox treatment biological replicate 3
13. PRDM13-OE + 1 week after a 10 day dox treatment, biological replicate 3
14. WT + 3 weeks after a 10 day dox treatment, biological replicate 3
15. PRDM13-OE + 3 weeks after a 10 day dox treatment, biological replicate 3

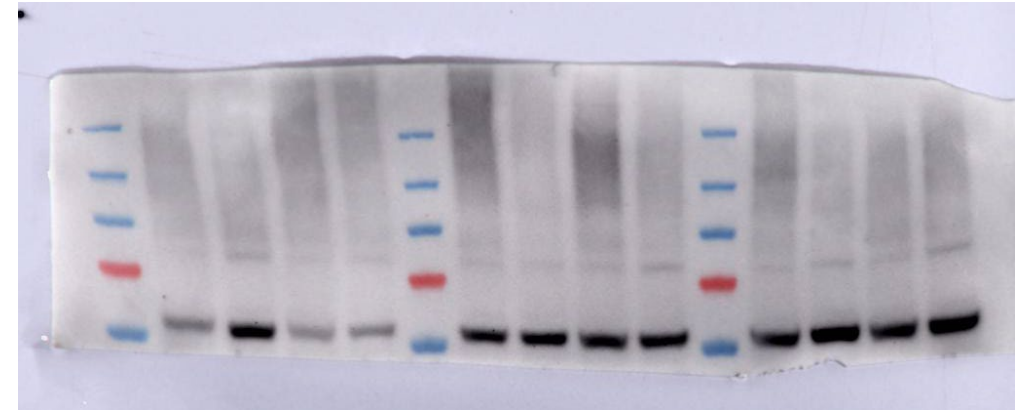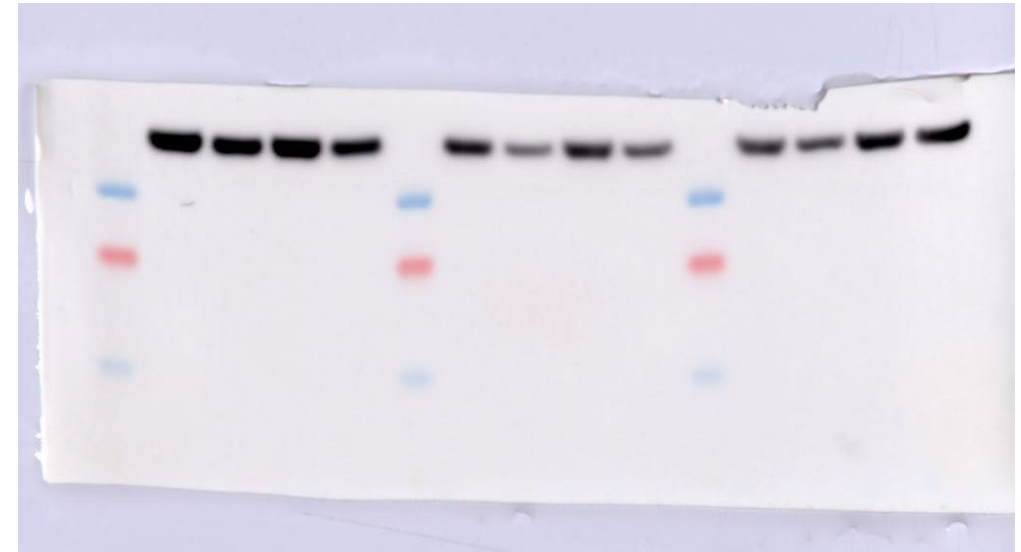

Groups: 3 days dox, on the 3<sup>rd</sup> day of dox  
Technical replicate: 1  
Target: Top blot: Vinculin – loading control  
2<sup>nd</sup> blot: GAD65  
3<sup>rd</sup> blot: Calretinin  
Bottom blot: Calbindin  
Imaging Type: Licor

Samples:

1. Ladder
2. WT + 3 days dox, biological replicate 1
3. PRDM13-OE + 3 days dox, biological replicate 1
4. WT + 3 days dox, biological replicate 2
5. PRDM13-OE + 3 days dox, biological replicate 2
6. WT + 3 days dox, biological replicate 3
7. PRDM13-OE + 3 days dox, biological replicate 3
8. WT + 3 days dox, biological replicate 4
9. PRDM13-OE + 3 days dox, biological replicate 4
10. WT + 3 days dox, biological replicate 5
11. PRDM13-OE + 3 days dox, biological replicate 5
12. EMPTY

\*\*Did not include WT or PRDM13-OE biological replicate 5 in any analysis since I mis-cut the blots and cut off the bands.

\*\*Grubb's outlier test showed that WT biological replicate 4 was a significant outlier, so it was removed from final analysis.

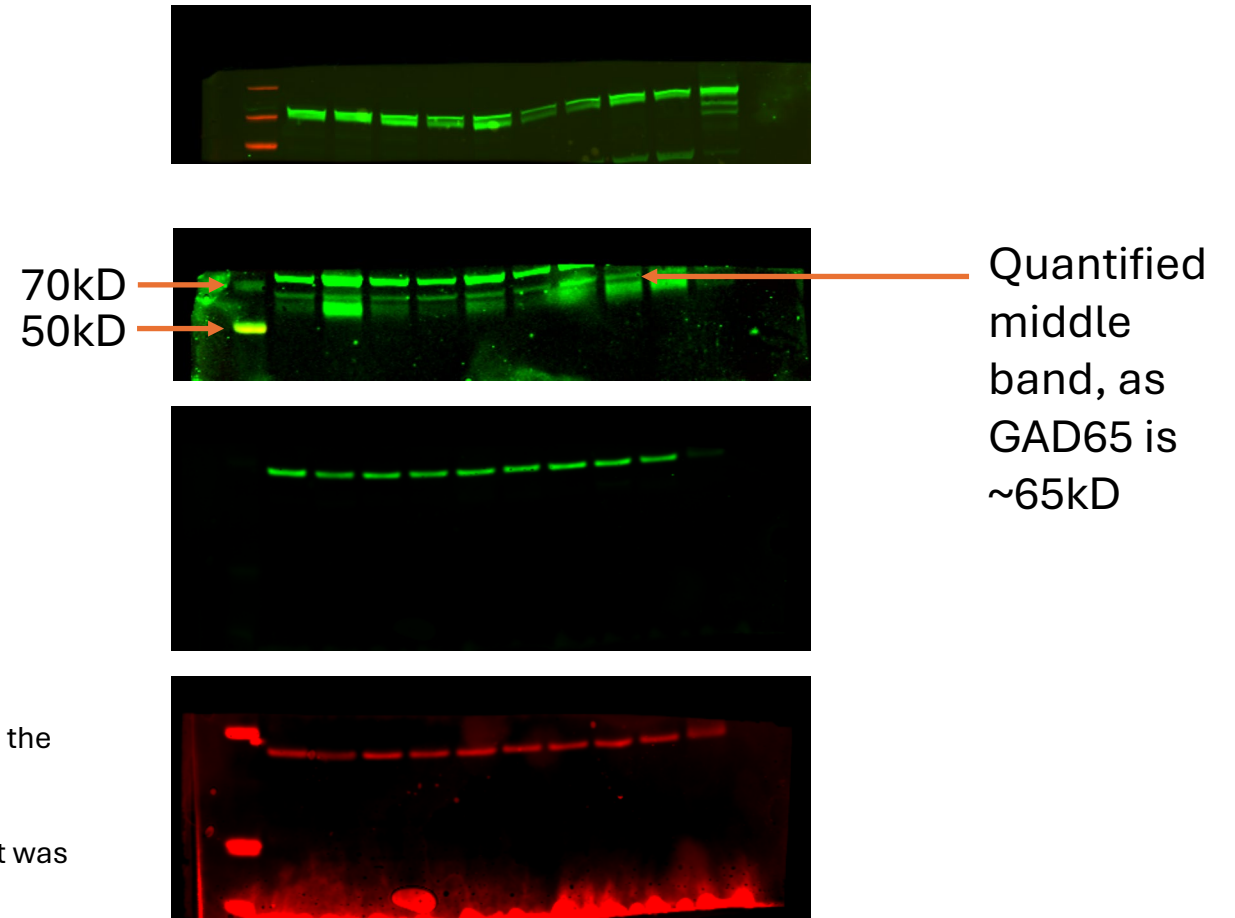

Groups: 3 days dox, on the 3<sup>rd</sup> day of dox  
Technical replicate: 2  
Target: Top blot: Vinculin – loading control  
2<sup>nd</sup> blot: GAD65  
3<sup>rd</sup> blot: Calretinin  
Bottom blot: Calbindin  
Imaging Type: Licor

Samples:

1. Ladder
2. WT + 3 days dox, biological replicate 1
3. PRDM13-OE + 3 days dox, biological replicate 1
4. WT + 3 days dox, biological replicate 2
5. PRDM13-OE + 3 days dox, biological replicate 2
6. WT + 3 days dox, biological replicate 3
7. PRDM13-OE + 3 days dox, biological replicate 3
8. WT + 3 days dox, biological replicate 4
9. PRDM13-OE + 3 days dox, biological replicate 4
10. WT + 3 days dox, biological replicate 5
11. PRDM13-OE + 3 days dox, biological replicate 5
12. EMPTY

\*\*Did not include WT or PRDM13-OE biological replicate 5 in any analysis since I mis-cut the blots and cut off the bands on technical replicate 1.

\*\*Grubb's outlier test showed that WT biological replicate 4 was a significant outlier, so it was removed from final analysis.

\*\*Blot images converted to grayscale in final manuscript

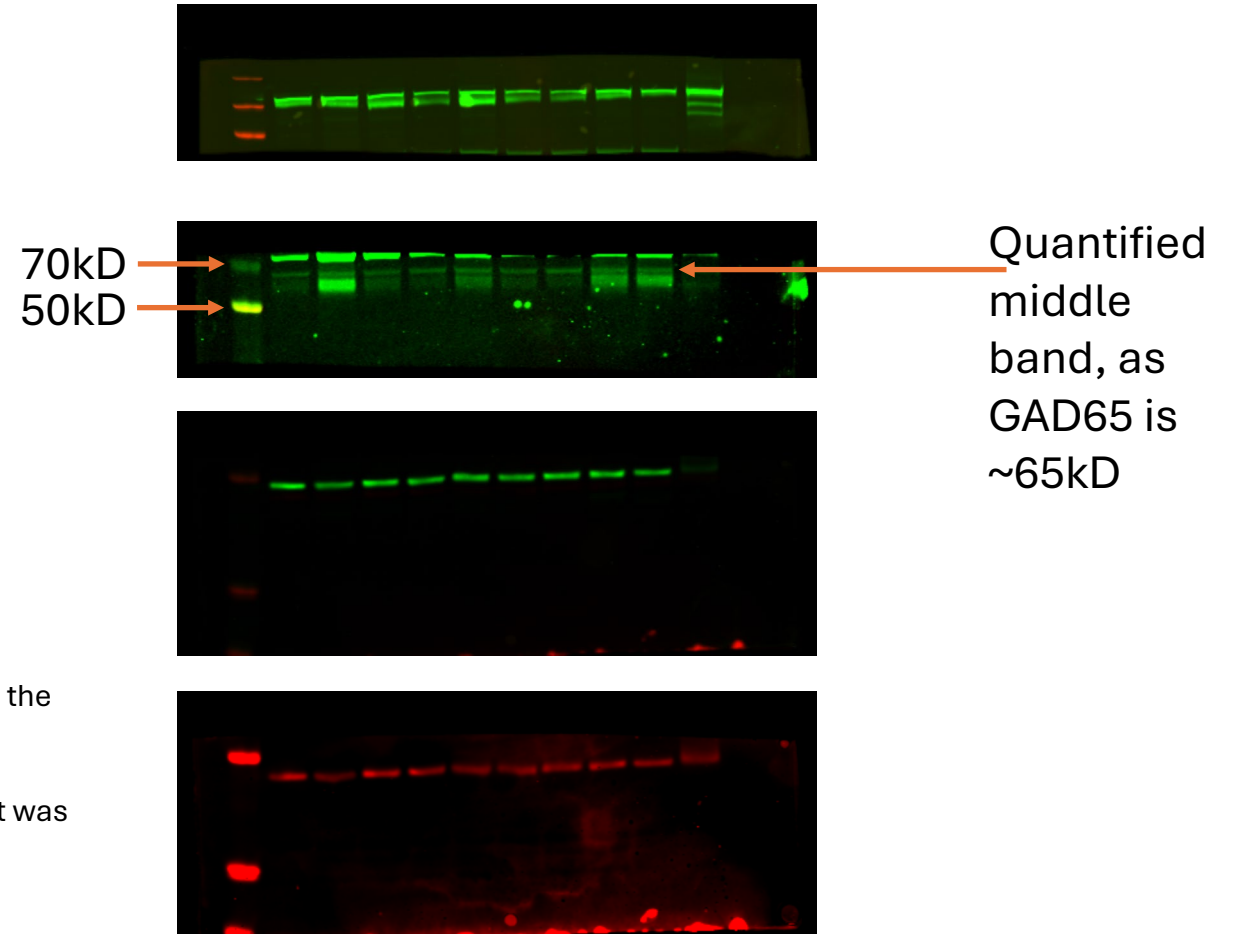

**Supplement:** Supplement 2

How the deposited data were processed for this re-analysis (not part of the article)

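RNA sequencing of neural retinas and eye cups was analysed in 24 libraries, from 12 PRDM13-OE and wildtype mice that were untreated or given dox, with 3 libraries in each of 8 groups. The labels give 72 hours of dox where the paper writes 3 days. Sequencing, quality control, mapping to GRCm39 and quantification were done by Novogene for the authors. The paper's text and the labels do not name the aligner, the counting tool or the annotation release.

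The authors deposited read counts per gene and library for 56748 genes, without normalization, and these counts were the input to every differential expression test. The authors also deposited FPKM values, which they computed from the length and read count of each gene, and these FPKM values were used for the principal component analyses. The authors' deposited log2 fold changes, made from their normalized read counts, and their deposited p-values and adjusted p-values cover 6 comparisons and were used only to count shared calls. Gene positions given in the deposited table were compared with GENCODE vM39, where 56017 of the genes were found, each overlapping its listed position.

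Total counts per library were between 15825059 and 24908314. A gene with at most 3 counts in every library of a group was treated as undetected, and fold changes against such a group are lower bounds computed from that floor. Floors cover counting error only.

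Differential expression was tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, quasi-likelihood test, robust fitting off), on genes with at least 10 counts summed over the libraries compared, with Benjamini-Hochberg adjustment. A gene was called at an adjusted p-value under 0.05 and a log2 fold change past 1 in either direction. In the retina, PRDM13-OE with dox was compared with wildtype with dox, wildtype with dox with untreated wildtype, untreated PRDM13-OE with untreated wildtype, and PRDM13-OE with dox with untreated PRDM13-OE. The interaction of genotype and dox was fitted over all 12 retinas. In the eye cups, PRDM13-OE with dox was compared with wildtype with dox. The other 2 eye cup comparisons, wildtype with dox against untreated wildtype and untreated PRDM13-OE against untreated wildtype, were added after seeing the data.

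Alternatives to these choices were DESeq2 1.42.0 (size factors, Wald test), library size in place of TMM factors, no filter, edgeR's filterByExpr, all 12 libraries of a tissue in one fit, a replicate block on the mouse number of the labels, robust fitting, a fold change cutoff of 2 or none on the log2 scale, and leaving out each library in turn. A covariate for the lens crystallin level and one for the Xist level were chosen after seeing the data.

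Principal components were computed on log2(FPKM + 1), with genes centred, for all 12 libraries of a tissue and for its 6 libraries with dox, in python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Groups were compared by an exact permutation test of the pseudo-F over all partitions into groups of the same sizes. Figures were drawn with matplotlib 3.10.9.

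Lists of marker genes for 17 cell types and tissues were fixed beforehand: rod, cone, amacrine, bipolar, horizontal and ganglion cells, Müller glia, microglia, reactive glia, lens crystallins, other lens genes, RPE and pigment, fibroblast, endothelial, skeletal muscle, surface epithelium and blood. They were tested with camera (limma 3.58.1, preset correlation), with fry and an estimated correlation as alternatives. The lists of 12 white cell and 7 platelet genes were written after the blood result was seen.

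The genes named in the text are those the paper names for these data and, for the dox comparisons of the retina and the eye cup, the 5 called genes with the largest rise and the 5 with the largest fall among those with no overlap between groups and at least 10 counts in every library of the higher group. Sex-linked genes, genes at the insertion site and the called crystallins, Wnt ligands, frizzled receptors and FGF ligands and receptors were also named. Rpl21 and the globin genes outside this rule were named after their values were seen.

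The tests were tried on simulated data, drawn with the gene means, dispersions and library sizes of the groups with dox, in which 200 genes were changed by a log2 fold of 2. With retina counts, edgeR called 199 of the 200 and, of the 20151 genes tested, 10 unchanged ones, and DESeq2 called 199 and 3. With eye cup counts, edgeR called 145 of the 200 (72.5%) and 9 unchanged ones of 21125 tested, and DESeq2 called 185 and 65. A simulated list of 12 changed genes was recovered by camera in each tissue, and 0 of 50 unchanged lists passed 0.05. Genes were drawn independently of each other, so this check cannot weigh the preset correlation where genes of a list vary together. Between the eye cups with dox, the estimated correlation ran from 0.0988 for the Müller glia list to 0.989 for the rod list. No 2 libraries were copies of each other.

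The human PRDM13 transcript and the sequence of the insert were not analysed here. The GO terms and the published lists of dystrophy and amacrine genes were not used here, so enrichment was not tested, and the genes the paper names from them were tested one by one. Measurements other than the RNA sequencing were not analysed here.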

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

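The tests of globin and Gm13394 levels and of the eye cups of wildtype mice, and those of the lens level and of sex as the source of the retinal calls, were chosen only after the result was seen. The other tests and the processing choices were made before the data were examined, apart from the comparisons and covariates described as added.

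The genotype effect differed between retinas with and without dox for 196 genes by the interaction test, 80 with a more positive and 116 with a more negative effect under dox. Of the genes called between PRDM13-OE and wildtype retinas with dox, 61 of the 186 higher and 102 of the 309 lower were called in the same direction by the interaction. Of 100 random splits of the 12 retinas, 11 called as many genes, the real grouping included. All 11 kept the real grouping of the retinas with dox, and the highest count among them was 604. The test therefore does not separate the role of the untreated groups from that of the grouping under dox. Leaving out 1 retina gave between 48 (without PRDM13-OE retina 2 with dox) and 90 higher and between 90 and 190 (without wildtype retina 3 with dox) lower genes. Scaling with library size alone gave 101 and 99 genes, with the median of all genes at 0.08. This changes the scaling factors and leaves the depth of each library as it was. It therefore cannot weigh a difference in library size between the groups, which was not tested here. The effect of PRDM13 on the retina remains among the open explanations.

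Between PRDM13-OE retinas with dox and untreated PRDM13-OE retinas, a comparison the paper does not report, 214 genes were called, 86 higher and 128 lower. The largest count from the other 9 ways of splitting these 6 retinas was 1, so 1 of the 10 splits gave as many, and with 10 splits the share cannot fall below 0.1. The calls overlapped those against wildtype with dox by 71 higher and 108 lower genes, with 0 in opposite directions. Both comparisons use the same PRDM13-OE retinas with dox. In 20 simulated pairs of comparisons that shared a group, at most 1 call was shared (median 0), and the median correlation of log2 fold changes across genes was 0.498, compared with the observed 0.680 across 20133 genes, which are not independent replicates. The simulated libraries held no changed genes, so few calls were there to be shared. They cover random variation alone and cannot weigh a difference of another source that the shared PRDM13-OE retinas have in common. Dox itself and its effect on PRDM13 cannot be separated in this comparison alone. Leaving out 1 retina gave 53 to 96 higher and 101 to 175 lower genes, with 53 without PRDM13-OE retina 3 with dox. Library size alone gave 104 higher and 109 lower.

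Between wildtype eye cups with dox and untreated wildtype eye cups, 6517 genes (29.9% of 21799) had an unadjusted p under 0.05, although edgeR called 0, and DESeq2 called 1371 higher and 597 lower. With 0 calls in the real split, 10 of the 10 splits of these 6 eye cups gave at least as many, which decides nothing. At an unadjusted p under 0.05, the other 9 splits had at most 2280 genes, and with 10 splits the share cannot fall below 0.1. Retinal neuron genes were higher with dox, with median log2 fold changes of 2.08 for the bipolar list, 2.14 for amacrine, 2.07 for ganglion, 1.87 for horizontal, 1.26 for cone and 1.18 for rod. The RPE and pigment, fibroblast, endothelial and blood lists had medians of −0.83, −0.69, −0.91 and −1.93. Different amounts of retina left on the eye cups are a candidate explanation, since a larger share of retina needs every neuron list to rise together and the bipolar list rose by a median of 2.08. The Müller glia list had a median of 0.19 (camera adjusted p = 0.703), with 5 of 12 genes lower. It cannot weigh this explanation, because it summed to more in untreated wildtype eye cups (21612 CPM) than in untreated wildtype retinas (8337 CPM). The library totals had medians of 17299338 with dox and 23471798 without. A difference in library size as the whole cause is argued against, since with all 6 libraries thinned at random to the total of the smallest, in 5 draws, between 6486 and 6638 genes had an unadjusted p under 0.05. Without wildtype eye cup 3 with dox, edgeR called 359 higher and 571 lower genes, and without untreated eye cup 1 it called 1536 and 455. An effect of dox on the eye cup itself stays open and was not tested apart from this.

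Globin transcripts were nearly absent in PRDM13-OE mice with dox. In the retina, Hbb-bs had a log2 fold change of −6.17 against wildtype with dox (edgeR adjusted p = 2.3e-06, lower in 3 of 3 mice) and −6.05 against untreated PRDM13-OE (edgeR adjusted p = 1.1e-06), and its interaction with dox was −6.18 (edgeR adjusted p = 9.8e-05). Summed beta globins were between 0.236 and 0.537 CPM in PRDM13-OE retinas with dox and between 12.6 and 42.1 CPM in the other 9 retinas. Eye cups had between 4.69 and 5.00 CPM of beta globin in these mice, compared with 119.7 to 1528 CPM in the other 9. Alas2, Hba-a2 and Hbb-bt were at least 9.35-fold, 14.2-fold and 16.3-fold lower in the retina. In the retina, dox alone is argued against by Hbb-bs in wildtype mice, at 0.13 with dox against without (−0.30 to 0.79 with each retina left out, and −0.17 with the lens covariate). In wildtype eye cups the blood list was lower with dox, with a median of −1.93 and 5 of 5 genes lower (camera adjusted p = 0.0351, fry adjusted p = 0.368). Dox as part of the cause in the eye cups thus cannot be told apart from other causes, since that fall passed under 1 test and not under the other. Reads shared between paralogs are argued against by the summed beta globins, which fell by 6.00 on the log2 scale, and the summed alpha globins, which fell by 5.83. Sex is argued against by the 5 female retinas of the other groups, which had at least 12.6 CPM of beta globin, while all 3 PRDM13-OE mice with dox were female by Xist and Ddx3y. Less blood in the tissue cannot be told apart from an effect within red cells. Over the eye cups with dox, 12 white cell genes had a median of 0.53 (the most abundant with a mean count of 677) and 6 platelet genes 1.54, and in the retina the medians were 0.09 over 8 and 0.08 over 2 genes. White cells and platelets of blood were thus not seen to fall, but tissue cells also express these genes, which keeps the explanation open.

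The processed pseudogene Gm13394 had a log2 fold change of 7.05 in PRDM13-OE retinas with dox (edgeR adjusted p = 6.9e-11, higher in 3 of 3 mice). Its counts were between 8023 and 9733 in 5 PRDM13-OE retinas, 79 in untreated PRDM13-OE mouse 1, and between 44 and 89 in the 6 wildtype retinas. The level in the eye cup matched that in the retina in 12 of 12 mice, with 62 counts in the eye cup of untreated PRDM13-OE mouse 1, which argues against an error in a single library. That mouse may have lacked the insert, or Gm13394 may vary independently of it. In both tissues, 3 genes separated the other PRDM13-OE from the wildtype libraries, and all 3 were at the wildtype level in that mouse, but 0 of them lay near the insertion, so an animal without the insert cannot be told apart from a variant elsewhere that the other 5 mice share. Reads shared with the inserted sequence were not tested, because the sequence of the insert was not used here. Without untreated PRDM13-OE retina 1, 2 higher and 1 lower gene were called between the untreated genotypes.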

How the results depend on the processing

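The covariate alternatives and the comparisons of eye cups other than PRDM13-OE with dox against wildtype with dox were chosen after seeing the data, so these tests were chosen only after the result was seen. Where a result below changed and no reason is given, the cause was not tested.

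Between PRDM13-OE and wildtype retinas with dox, 186 higher and 309 lower genes became 65 and 100 with a cutoff of 2 and 1030 and 1545 with no cutoff, by construction. They were 69 and 102 with the lens covariate, of which 42 and 77 were among the original calls. The 12-library fit without a covariate kept 156 and 261. With library size only, 279 were higher and 269 lower, with the median of all genes at 0.09, and with no filter 273 and 402. The fits without 1 library ranged from 109 (without PRDM13-OE retina 2) to 172 higher and from 209 to 346 lower. The replicate block gave 164 and 314, and DESeq2 134 and 260. Robust fitting gave 221 and 224, nearly without the excess of lower genes.

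Between PRDM13-OE and wildtype eye cups with dox, 1 higher and 3 lower genes became 62 and 59 with DESeq2, 3 and 5 with no filter, and 0 higher with library size only and with filterByExpr, each with 3 lower. They became 0 and 0 with all 12 libraries in one fit (1808 genes at an unadjusted p under 0.05), with the replicate block (829), with the lens covariate (1844, median of all genes 0.12) and with the Xist covariate (1986). The fits without 1 library ranged from 0 to 548 higher and from 0 to 1219 lower, with 548 and 1219 without PRDM13-OE eye cup 3. Fits with 0 calls had from 580 to 1474 genes at an unadjusted p under 0.05.

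Between wildtype retinas with and without dox, 1 higher and 0 lower genes (1922 at an unadjusted p under 0.05) became 22 and 4 with DESeq2, 19 and 2 with the replicate block, 6 and 1 with library size only, 153 and 33 with no filter, and 7 and 2 with robust fitting. They became 0 and 0 with a cutoff of 2, with all 12 libraries in one fit (1802), with the lens covariate (1559) and with the Xist covariate (1647). The fits without 1 library ranged from 0 to 122 higher and from 0 to 4 lower, with 122 and 4 without wildtype retina 3 with dox and 9 higher without untreated wildtype retina 1. The 2 fits with 0 calls had 1407 and 1872 genes at an unadjusted p under 0.05.

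Between untreated PRDM13-OE and wildtype retinas, 0 genes (778 at an unadjusted p under 0.05) became 1 and 1 with DESeq2, 24 and 23 with no filter, and 1 higher with no cutoff. The fits without 1 library ranged from 0 to 2 in each direction, with 2 higher and 1 lower without untreated PRDM13-OE retina 1 and 1 higher and 2 lower without untreated PRDM13-OE retina 3. The replicate block gave 0 (578).

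Between PRDM13-OE retinas with and without dox, 86 higher and 128 lower genes became 37 and 28 with a cutoff of 2, 421 and 610 with no cutoff, and 120 and 209 with no filter. The fits without 1 library ranged from 53 (without PRDM13-OE retina 3 with dox) to 96 higher and from 101 to 175 lower. The interaction, at 80 and 116, became 153 and 311 with no filter, 21 and 29 with a cutoff of 2, and 269 and 413 with no cutoff. Its fits without 1 library ranged from 48 (without PRDM13-OE retina 2 with dox) to 90 higher and from 90 to 190 (without wildtype retina 3 with dox) lower. With the replicate block, these 2 results were 68 and 122, and 73 and 107.

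Wildtype eye cups with dox against untreated wildtype, with 0 calls (6517 at an unadjusted p under 0.05), gave 1371 higher and 597 lower genes with DESeq2 and from 0 to 1536 higher and from 0 to 571 lower in fits without 1 library (1536 and 455 without untreated eye cup 1, 359 and 571 without eye cup 3 with dox). Untreated PRDM13-OE against untreated wildtype eye cups, with 0 calls (404 at an unadjusted p under 0.05), gave 2 and 1 with DESeq2, and from 0 to 8 higher and from 0 to 290 lower (8 and 290 without untreated PRDM13-OE eye cup 1). The replicate block gave 0 in both (6320 and 279 at an unadjusted p under 0.05).

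The pseudo-F of the 12 eye cups, 1.69, ranged from 1.29 to 2.40 without 1 library, at 1.97 without PRDM13-OE eye cup 3 with dox (exact permutation p = 0.0245) and 2.40 without untreated PRDM13-OE eye cup 1 (exact permutation p = 0.00526). Of 112 values of the shares of the components under alternatives, 60 moved by more than 1 SD.

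Of the marker lists in the retina, 2 were higher and 12 lower. Under fry 1 was higher, with an estimated correlation 0 were higher and 2 lower, and without 1 library from 1 to 2 were higher and from 11 to 13 lower. For the eye cups, 3 were higher and 9 lower. Under fry these were 0 and 1, with an estimated correlation 0 and 1, and without 1 library from 1 (without PRDM13-OE eye cup 1) to 4 higher and from 9 to 12 lower. Among 272 values for single lists, 51 no longer passed, 11 newly passed and 7 reversed direction. The reversals were in 4 lists that did not pass at first, and the adjusted p over the fits without 1 library was from 0.512 to 0.992 for skeletal muscle and from 0.078 to 0.955 for surface epithelium in the retina, and from 0.00372 to 0.803 for RPE and pigment and from 0.000336 to 0.876 for fibroblast in the eye cups.

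Of the 48 genes named for the retinas with dox, 31 kept their direction and call under each alternative set beforehand, 34 of 622 values were no longer called and 0 reversed. Robust fitting lost 12 of the genes (Cryaa, Cryba1, Cryba4, Crybb2, Crybb3, Crygb, Crygs, Fgfr3, Htra3, Igfbp7, Wnt7a and Wnt7b), leaving out PRDM13-OE retina 1 lost 7, and DESeq2 lost 1. With the lens and Xist covariates, 23 of 96 values were no longer called and 4 reversed with the lens covariate, Cryaa to 0.40, Htra3 to 0.24, Wnt7a to 0.41 and Wnt7b to 0.68. The lens covariate is built from the crystallins, Cryaa among them, so that their loss under it follows by construction. For PRDM13-OE with against without dox, Htra3 (0.01) went from −0.14 to 0.17 without 1 library and to −0.30 with the Xist covariate, and Igfbp7 went to 0.19 with the lens covariate. For wildtype with against without dox, Hbb-bs (0.13) went from −0.30 to 0.79 without 1 library and to −0.17 with the lens covariate. Of 13 genes named for the eye cups, 27 of 169 values were no longer called, 16 were newly called and 0 reversed.

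The replicate numbers of the labels were used as a block because they recur across groups. Residual correlations between libraries with the same number exceeded 0.1 in 1 of 18 pairs in the retina (from −0.211 to 0.169) and 7 of 18 in the eye cups (from −0.491 to 0.548), so the libraries share only a number and the block is not taken as a pairing.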

Differences from the paper's values

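For the eye cups with dox, edgeR called 1 gene higher and 3 lower in PRDM13-OE, compared with the paper's 48 and 51. With DESeq2 in place of edgeR, the counts were 62 and 59, less than 1.5 times the paper's values. None of the other alternatives set before the data were examined closed the gap. They gave 0 to 3 higher and 0 to 5 lower genes, except for the fit without PRDM13-OE eye cup 3, which gave 548 and 1219. The covariates for lens and Xist levels, chosen after seeing the data, gave 0 and 0, with 1844 and 1986 genes at an unadjusted p under 0.05.

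For the retina with dox, 186 higher and 309 lower genes were within 1.5 times the paper's 126 and 254. With DESeq2 they were 134 and 260.

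The legend of Fig. 7I writes Htr3a where the panel and the text write Htra3. Both were called lower in PRDM13-OE retinas with dox, with log2 fold changes of −2.91 for Htr3a and −2.45 for Htra3. Htra3 was called in 2 of the 6 fits that each left out 1 retina, and stood at −1.33 without wildtype retina 2.

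The paper describes a change of Tpm2 by qPCR, another measurement. In the RNA sequencing, Tpm2 had a log2 fold change of −0.18 (edgeR adjusted p = 0.816) between PRDM13-OE and wildtype retinas with dox, and it was called in none of the 6 fits that each left out 1 retina.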

Other observations

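The tests of the endothelial genes, of the lens level as the source of the lower genes, of sex and of the splits of the untreated eye cups were chosen only after the result was seen.

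Of the 20560 genes tested between PRDM13-OE and wildtype retinas with dox, 495 were called, and 1 of the 10 splits of these 6 retinas gave as many. The highest count among the other 9 splits was 0, with up to 707 genes at an unadjusted p under 0.05, compared with 5479 for the real split. With 10 splits the share cannot fall below 0.1. For the eye cups with dox, 1 of the 10 splits gave as many as the 4 calls, and the highest other count was 0, with up to 5695 genes at an unadjusted p under 0.05. For wildtype retinas with and without dox, 3 of the 10 splits gave at least the 1 call, and the highest was 5. For the untreated genotypes, 10 of 10 splits gave at least the 0 calls, which decides nothing, with up to 6 in the retina and 4 in the eye cups. At an unadjusted p under 0.05, 7 of the 10 splits had at least the 778 genes of the real split in the retina, and 8 of the 10 at least its 404 in the eye cups.

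The crystallins were lower in PRDM13-OE than in wildtype retinas with dox. Lens tissue left on some retinas at dissection is a candidate explanation, since the 9 lens genes other than crystallins fell as well, with a median log2 fold change of −5.15 (camera adjusted p = 6.1e-05, 8 of 9 genes lower). The 14 crystallins had a median of −7.71 (camera adjusted p = 3.2e-16). Neither list passed under fry or an estimated correlation. Their levels differed within groups, from 118 to 11313 CPM among the wildtype retinas with dox. Wildtype retinas with dox also exceeded untreated wildtype retinas on average, with medians of 3.28 for crystallins and 2.42 for other lens genes. The retina at 118 CPM of crystallins was nevertheless below the lowest untreated wildtype retina (195 CPM). For the eye cups with dox, the medians were −3.46 (−3.44 with undetected genes at their bound) and −1.81. A lower expression of lens genes by PRDM13 in the retina was not tested apart from this.

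Lens tissue as the whole cause of the lower genes is argued against. With the lens level as covariate, 77 of the 309 lower genes were still called lower, and 108 were lower against untreated PRDM13-OE, with 190 in neither. Of the 186 higher genes, 42 stayed called with the covariate and 71 against untreated PRDM13-OE, with 105 in neither. Nr2e3, Tulp1, Gnat2, Gnb3 and Pde6c are among those called in both. For the genes called in neither, the part of the lens was not settled. Sex is argued against as the cause of most calls, since 233 of the 309 lower and 118 of the 186 higher genes were still called with Xist as covariate. The male libraries by Ddx3y were wildtype 3 with dox, untreated PRDM13-OE 3, and untreated wildtype 1 and 3, in both tissues.

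Photoreceptor genes were lower in the PRDM13-OE than in the wildtype eye cups with dox. The summed rod genes of the former were on average not below those of either untreated group (19080 CPM against 14754 and 13902 CPM). Retina left on the eye cups in different amounts is a candidate explanation, since bipolar genes, which the paper does not discuss for the eye cups, had a median log2 fold change of −0.85. The 10 bipolar genes summed to 457, 555 and 950.0 CPM in PRDM13-OE and to 1037, 1146 and 1095 CPM in wildtype. Without PRDM13-OE eye cup 3 the median of the list was −1.68. Müller glia, microglia and reactive glia lists had medians of −0.05 (camera adjusted p = 0.202), 0.20 (camera adjusted p = 0.0560) and 0.27 (camera adjusted p = 0.0416). The same genes were lower in the retina itself, so a lower expression in the retina that was left on the eye cups is also open. Of the 57 genes that DESeq2 called lower in the eye cups and that were tested in the retina, 56 had a negative log2 fold change there. Of the 477 genes called in the retina and tested in the eye cups, 334 had the same sign there.

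The RPE and pigment list was lower in PRDM13-OE retinas with dox, with a median of −0.63 (camera adjusted p = 1.0e-06, 12 of 13 genes lower), as were the fibroblast list at −0.62 (camera adjusted p = 0.0122) and the endothelial list at −0.47 (camera adjusted p = 7.9e-07, 7 of 8 genes lower). The RPE and endothelial calls held under fry, and the RPE call also with an estimated correlation (camera adjusted p = 0.0489). The RPE and fibroblast lists averaged 191 and 66.6 CPM in PRDM13-OE retinas with dox, near untreated wildtype retinas (197 and 66.9 CPM). Against untreated PRDM13-OE retinas neither passed (camera adjusted p = 0.414 and 0.951), while the endothelial list did (−0.47, camera adjusted p = 4.2e-08). The wildtype retinas with dox were higher, at 262 and 114 CPM for the RPE and fibroblast lists. Different amounts of RPE or choroid on the retinas cannot be told apart from lower expression for the pigment genes, at a median of −0.63, because neither neighbouring tissue was measured without the other. For the endothelial genes, RPE and choroid left in the proportions of the eye cups are argued against, since the fall of the RPE list was 1.27% of what the endothelial fall would need (71.0 CPM against 5578 CPM). Choroid and sclera without RPE, in those proportions, are argued against by the fibroblast list, which fell by 47.5 CPM, 7.00% of the 677 CPM needed. Choroid without RPE and sclera was not measured and stays open for these genes. The skeletal muscle and surface epithelium lists had medians of −0.08 (−0.16 with undetected genes at their bound, camera adjusted p = 0.868) and −1.05 (camera adjusted p = 0.745), and their directions reversed without 1 library, wildtype retina 3 for the former (camera adjusted p = 0.840) and PRDM13-OE retina 3 or wildtype retina 2 for the latter (camera adjusted p from 0.078 to 0.955). The blood list had a median of −5.63 (−4.04 with undetected genes at their bound, camera adjusted p = 1.1e-20) in the retina and −5.10 (camera adjusted p = 6.0e-49) in the eye cups.

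Cone genes were lower in PRDM13-OE retinas with dox, with 6 of the 12 cone markers called lower. A smaller number of cone cells would lower each cone marker alike, and it is argued against as the whole cause by Pde6c, which rose by 1.31 on the log2 scale. A change of expression within cones or of Pde6c outside cones was not tested. No gene was in more than 1 marker list. The paper names 6 of the 12 cone genes, 2 of the 14 rod genes and 3 of the 14 crystallins from these libraries, and 1 of the 10 bipolar genes. At least 10 counts in the median library were found in the retina for 13 of the 14 crystallins, 6 of the 11 other lens genes, 13 of 13 RPE and pigment genes, 8 of 8 endothelial genes, 6 of 8 fibroblast genes and 5 of 5 blood genes, and in the eye cups for 10 of 10 bipolar genes.

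The cone opsin gene Opn1mw had a log2 fold change of −1.41 (edgeR adjusted p = 4.1e-05) in PRDM13-OE retinas with dox. Between untreated PRDM13-OE and wildtype retinas, Rpl21 was at 0.98 (edgeR adjusted p = 0.00595), short of the cutoff. At the insertion locus, Gt(ROSA)26Sor, Setd5 and Thumpd3 had log2 fold changes of 0.66, 0.37 and −0.06 with dox. Each was short of the fold change cutoff, so none was called, which does not show them to be unchanged. Within 20 Mb of the insertion, 10 of 305 genes were called, compared with 485 of 20255 elsewhere (3.28% and 2.39%, Fisher's exact test, p = 0.341).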
